# ZMAT1 Promotes Osteoclastogenesis Through TRIM46 Mediated YAP1 Degradation and Inhibits Osteoblastogenesis

**DOI:** 10.1002/advs.202521783

**Published:** 2026-03-02

**Authors:** Xinyu Chang, Yijin Hou, Likun Cui, Huiqi Yu, Rong Liu, Junhao Sui, Zhong Zheng, Lu Liu, Jie Chen, Mengchen Chen, Chen Ding, Shuogui Xu, Sheng Xu, Hao Zhang

**Keywords:** transcription factor, TRIM46, ubiquitination, YAP1, Zmat1

## Abstract

Osteoclasts and osteoblasts play critical roles in bone remodeling, and their dysregulation leads to pathological bone loss. However, the precise mechanisms underlying the regulation of differentiation remain unclear. This study investigated the role of the transcriptional regulator Zinc Finger Matrin‐Type 1 (*Zmat1*) in both osteoclastogenesis and osteoblastogenesis. *Zmat1* deficiency resulted in decreased osteoclast activity, and bone resorption. Mechanistically, ZMAT1 was significantly upregulated during osteoclast differentiation and acted as a transcriptional repressor of the E3 ubiquitin ligase TRIM46, which regulates YAP1 degradation via K48‐linked ubiquitination. Furthermore, *Zmat1* deficiency enhanced osteoblast activity and bone formation. These findings highlight a novel ZMAT1/TRIM46/YAP1 axis, providing new insights into the transcriptional regulation of both osteoclast and osteoblast differentiation, and present potential therapeutic targets for osteoporosis.

## 1 Introduction

Bone is a dynamic organ that continually remodels to maintain skeletal integrity and adapt to mechanical stress [1]. This remodeling process is meticulously regulated by the coordinated actions of osteoclasts, osteoblasts, and osteocytes [2, 3]. Osteoclasts, derived from myeloid lineage cells, are responsible for bone resorption, whereas osteoblasts are involved in bone formation [4, 5]. The equilibrium between these two processes is crucial for maintaining bone density and structural integrity. Disruption of this balance leads to pathological conditions such as osteoporosis, where increased osteoclast activity results in excessive bone resorption and subsequent bone loss [6, 7].

Emerging research has highlighted the functionality of certain transcription factors in the regulation of osteoblast and osteoclast activities, offering potential new avenues for therapeutic intervention. Transcription factors such as NFATc1, PU.1, and C‐FOS are crucial for osteoclast differentiation and function [8, 9, 10], while RUNX2, Osterix, and ATF4 are key regulators of osteoblast differentiation [11, 12, 13]. NFATc1 is essential for osteoclast differentiation by promoting the expression of osteoclast‐specific genes, whereas PU.1 and C‐FOS are involved in the early stages of osteoclast lineage commitment [14, 15]. Conversely, RUNX2 is indispensable for osteoblast differentiation and bone formation, and acts as a master regulator by promoting the expression of bone matrix proteins and osteoblast‐specific genes [16]. Osterix functions downstream of RUNX2 and is required for the maturation of pre‐osteoblast into fully functional osteoblast [17, 18]. ATF4 enhances osteoblast differentiation and function by regulating the expression of genes involved in amino acid transport and collagen synthesis [19, 20, 21]. SOX4 promotes bone resorption by inhibiting osteoblastogenesis and increasing osteoclastogenesis [22]. The intricate balance between these transcription factors ensures the proper regulation of bone remodeling, and disruptions in their expression or activity can lead to bone metabolic disorders such as osteoporosis.

Zinc finger matrin‐type 1 (*Zmat1*) is a transcription factor mapped to Xq22.1 and encodes a protein with three U1‐like zinc fingers of the C2H2‐type. 

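In the mouse, the species whose BMDMs were studied, the GENCODE M21 annotation of the GRCm38 genome places *Zmat1* on chromosome X from 134971372 to 135009209, on the minus strand. The gene spans 37838 bases and has 4 annotated transcripts, of which 2 are protein coding. The longest coding transcript has 7 exons and 3501 bases, and no other annotated gene overlaps the locus.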

While *Zmat1* and its family members (*Zmat1‐5*) are implicated in various cellular stress response pathways, including DNA damage, cell cycle arrest, and apoptosis, their roles in bone biology and osteoclast differentiation are largely unexplored [23, 24]. Considering that transcriptional control is central to osteoclast lineage commitment and activity, investigation of novel transcription factors such as ZMAT1 could provide new insights into the molecular mechanisms governing bone resorption. The role of ZMAT1 in the skeletal system, particularly in bone cell differentiation and remodeling—remains largely unexplored, making it a potentially critical regulator of bone metabolism and a promising target for further investigation.

The Hippo signaling pathway, a well‐conserved regulatory network, is essential for controlling organ size by modulating cell proliferation, differentiation, and apoptosis [25]. YAP1, a key effector of the Hippo signaling pathway, functions as a transcriptional co‐activator when dephosphorylated, promoting the expression of genes involved in cell survival and differentiation [26]. Activation of the Hippo signaling pathway leads to phosphorylation of YAP1 by LATS1/2 kinases, resulting in its cytoplasmic retention and inhibition [27, 28, 29]. YAP1 has been reported to play crucial roles in both osteoblast and osteoclast functions. YAP1 promotes osteoblast proliferation and differentiation by interacting with transcriptional co‐regulators and signaling pathways [30, 31, 32]. In osteoclasts, YAP1 influences the differentiation and resorption activity [33, 34]. Despite reports of YAP1's involvement in bone cell functions, the regulatory mechanisms governing YAP1 activity in osteoblasts and osteoclasts are not yet well defined. This study aimed to address this gap by exploring the role of ZMAT1 in the regulation YAP1 in the context of bone homeostasis.

In this study, we investigated the expression and functional impact of *Zmat1* in the bone tissues from *Zmat1^−/−^* mice and their littermates. We found that *Zmat1* expression increases during osteoclastogenesis and regulates osteoclast differentiation. Mechanistically, ZMAT1 acts as a transcriptional repressor of TRIM46, the E3 ubiquitin ligase. *Trim46* facilitates YAP1 degradation through K48‐linked ubiquitination, indicating that the ZMAT1/TRIM46/YAP1 axis regulates osteoclast differentiation. Furthermore, *Zmat1* deficiency protects mice from cranial bone erosion by enhancing osteoblast activity, highlighting its potential as a therapeutic target in osteoporosis. ZMAT1's dual regulatory function in osteoclasts and osteoblasts underscores its significance in bone homeostasis. Our study provides mechanistic insights into the role of ZMAT1 in bone metabolism and offers novel therapeutic avenues for the treatment of osteoporosis and related skeletal disorders.

## 2 Results

### 2.1 ZMAT1 is Upregulated in Osteoclastogenesis, and is Associated with Impaired Fracture Healing

To investigate the genes involved in osteoclastogenesis, we analyzed single‐cell RNA sequencing (scRNA‐seq) data from tissue samples collected from patients with non‐union and normal fracture healing (GSE217792). Clustering analysis revealed that osteoblasts and osteoclasts were the main populations in the single‐cell profiling of bone healing (Figure 1A). Differentially expressed genes (DEGs) in osteoblasts and osteoclast were enriched between non‐union and normal fracture healing patients (Figure 1B,C). Subsequently, the DEGs in osteoclast were further intersected with the set of genes enriched specifically under RANKL stimulation during osteoclast differentiation (deposited in the GEO database: GSE274540), thereby filtering out non‐specific responses and focusing on RANKL‐dependent regulatory candidates. 

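The RANKL-responsive genes came from RNA-seq of mouse bone marrow-derived macrophages (BMDMs), precursor cells that form osteoclasts under receptor activator of NF-κB ligand (RANKL) and take on an inflammatory state under lipopolysaccharide (LPS). There were 15 samples in 5 groups of 3, namely control cells without either stimulus and cells given RANKL (100 ng/mL) or LPS (100 ng/mL) for 4 h or 72 h. The methods describe 4 days in M-CSF (50 ng/mL) to generate BMDMs, whereas the sample labels give 3 days. The authors deposited the expression of each gene in each sample as FPKM (fragments scaled to exon length and to mapped reads), which their methods attribute to StringTie and Ballgown. The table analysed here holds 20089 complete gene entries, and genes after them in its alphabetical order, *Zmat1* among them, were not analysed here. Within each gene the FPKM values were whole multiples of a step set by the gene and the sample, so the number of fragments behind them was recovered for all 14485 genes above 0 in at least 3 samples. The fragments on the listed genes numbered 18810977 to 20307875 per control sample (median 20061583), 19053106 to 19498513 in RANKL 4 h (median 19339721), 18306184 to 19196977 in RANKL 72 h (median 18840036), 19503670 to 20330207 in LPS 4 h (median 20111287) and 18830993 to 19983869 in LPS 72 h (median 19351141). FPKM values were tested as log2(FPKM + 0.1) with limma in a single fit of the 5 groups, over the 11743 genes with a mean of at least 0.1 FPKM. Fold changes are on this scale, which understates the change of genes with low FPKM. A gene was counted as changed at a fold change above 1.5 or below 0.66 and an unadjusted p under 0.05, the thresholds in the paper's methods, where the authors used edgeR. Libraries of one group differed by far more than sampling noise, since the median chi-square over genes was 6.86 to 45.6 times that of repeat sampling. This argues against repeat sequencing of one library, but it cannot tell separate cultures from separate libraries of one culture. Each library was counted as a separate replicate, as it is numbered in the labels. Samples with the same replicate number in the labels deviated together from their group means. The correlation of these deviations across 9486 genes, which are not independent replicates, averaged 0.76 between control and RANKL 4 h, 0.56 between control and LPS 4 h, 0.21 between control and RANKL 72 h and 0.08 between control and LPS 72 h. Counts of genes are therefore also given with the replicate number as a block. The block is a single shift per replicate number shared by all 5 groups, so it cannot follow pairing that differs between groups. No fit paired RANKL 4 h with control alone.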

A gene set of seven transcription factors (TF) was enriched (Figure 1D), as transcription factors are believed to play key roles in determining cell differentiation. 

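Of the 7 transcription factors in Figure 1D, 6 were analysed here, and *Zmat1* was not analysed here. *Crip1* (GRCm38 with GENCODE M21, chromosome 12, 113146316 to 113153879, plus strand) had 157 ± 26.5 FPKM in control cells and 325 ± 75.8 FPKM in RANKL 72 h (SD, n = 3 each), a log2 fold change of 1.03 (standard error 0.32, adjusted p = 0.0275 from limma). It had 19.9 ± 13.1 FPKM (SD, n = 3) in LPS 72 h, where it fell by 3.16 on the log2 scale (adjusted p = 1.78e-05 from limma), so it was changed by both stimuli in opposite directions. *Nfia* (chromosome 4, 97772734 to 98118874, plus strand) had 0.247 ± 0.0216 FPKM in control and 0.533 ± 0.142 FPKM in RANKL 72 h (SD, n = 3 each), from 46 to 58 and 82 to 137 fragments per sample. Its log2 fold change was 0.85 (standard error 0.24, adjusted p = 0.0187 from limma) in RANKL 72 h and -0.31 (adjusted p = 0.341) in LPS 72 h. This made it RANKL-specific at 72 h, although it fell by 1.04 (adjusted p = 0.00245) in LPS 4 h. The fall was not counted as a change with each sample centred on its median gene, or with 1 in place of 0.1 added to FPKM. Both genes were higher in all 3 RANKL 72 h samples than in all 3 control samples (two-sided exact permutation test, p = 0.1, the smallest these numbers allow). *Nfia* shares its locus with the protein-coding gene E130114P18Rik, and whether the authors' counting used strand is not stated in the paper's text. *Fhl1* (chromosome X, 56731787 to 56793346, plus strand) had 1.54 ± 0.655 FPKM in control and 3.49 ± 2.94 FPKM in RANKL 72 h, where replicate 1 had 6.88 FPKM and the others 1.87 and 1.72 FPKM. *Nfib* (chromosome 4, 82290173 to 82705750, minus strand), a paralog of *Nfia*, had 0.131 ± 0.0215 and 0.39 ± 0.323 FPKM in the same groups. *Ebf1* (chromosome 11, 44617317 to 45008091, plus strand) had 0.392 ± 0.0605 and 0.664 ± 0.471 FPKM, and *Nr2f2* (chromosome 7, 70351944 to 70366735, minus strand) 0.114 ± 0.0399 and 0.174 ± 0.0817 FPKM (SD, n = 3 throughout). Their log2 fold changes in RANKL 72 h were 0.91 for *Fhl1*, 0.85 for *Nfib*, 0.44 for *Ebf1* and 0.33 for *Nr2f2*, with adjusted p of 0.229, 0.141, 0.439 and 0.459 from limma and two-sided exact permutation p of 0.3, 0.4, 0.6 and 0.4. The RANKL 72 h samples held 18 to 138 fragments of *Nfib*, 26 to 129 of *Ebf1* and 10 to 28 of *Nr2f2*, so counting error is part of that spread. None of the 6 factors was changed in RANKL 4 h. With the replicate number as a block, *Fhl1* and *Nfib* were also RANKL-specific at 72 h, and without RANKL 72 h replicate 3 *Nfib* and *Ebf1* were. With the mean level of 18 stromal genes as a covariate, an alternative chosen after seeing the data, the log2 fold changes were 0.67 for *Crip1*, 0.64 for *Nfia*, 0.21 for *Nfib*, -0.05 for *Nr2f2*, -0.28 for *Fhl1* and -0.32 for *Ebf1*. Under it *Crip1* was no longer counted as changed, and *Nfia* still was at the unadjusted threshold. The paper reasons that genes differing in osteoclasts between patients with non-union and normal healing, once intersected with the RANKL-specific genes, are RANKL-dependent candidates, and takes their transcription factors forward because such factors are believed to have key roles in cell differentiation.

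**Figure D1:**
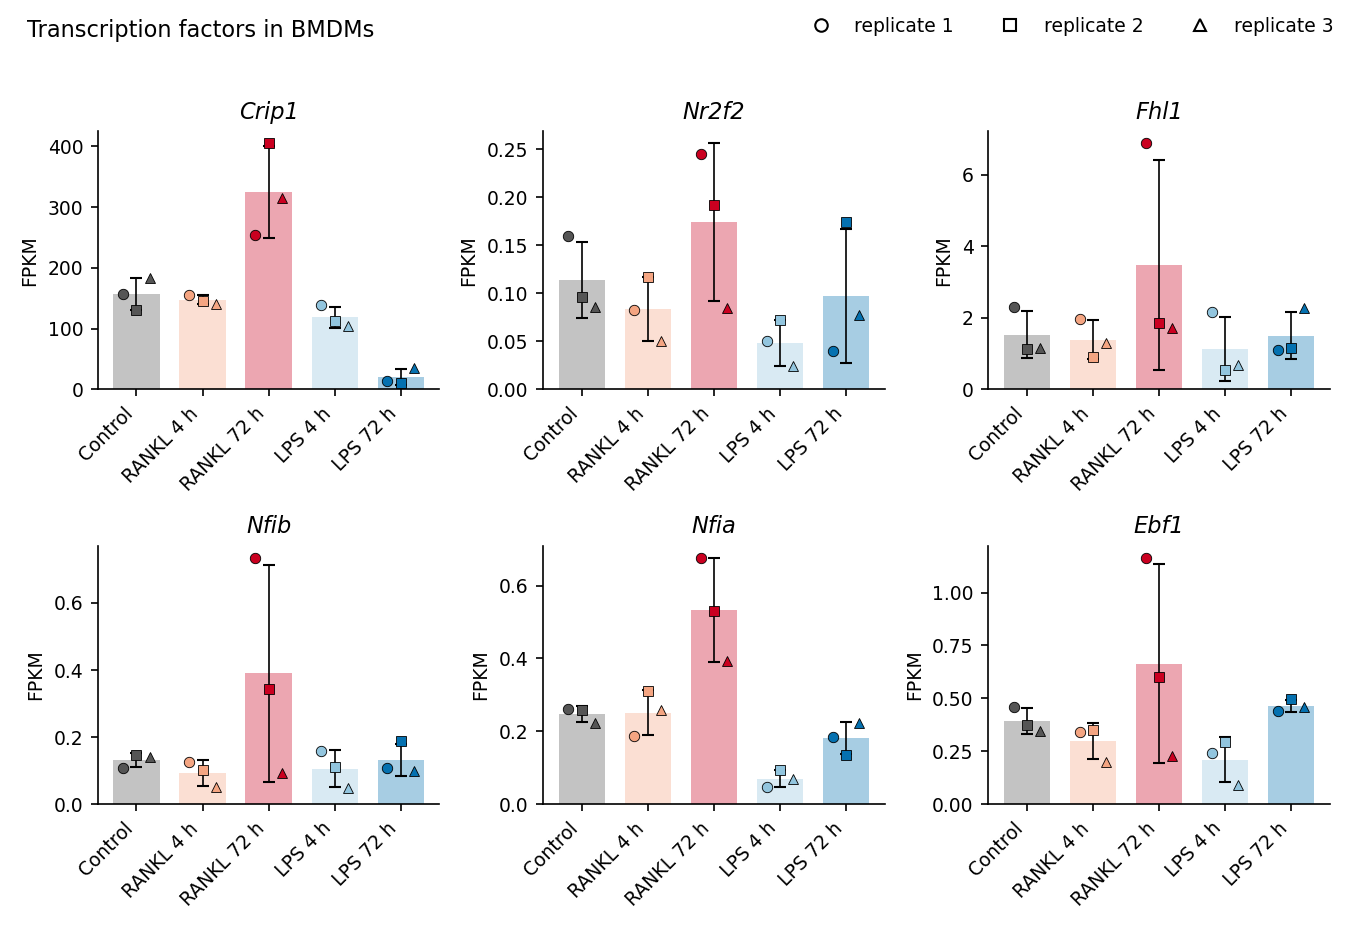
Expression (FPKM) of *Crip1*, *Nr2f2*, *Fhl1*, *Nfib*, *Nfia* and *Ebf1* in each of the 15 samples, with bars for the group mean, error bars for the SD (n = 3) and symbols for replicates 1, 2 and 3. *Nfia* reaches 0.391 to 0.675 FPKM in RANKL 72 h against 0.222 to 0.26 FPKM in control, while *Nfib* spreads from 0.0927 to 0.734 FPKM in RANKL 72 h.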

To investigate the functional role of the candidate genes, we constructed specific siRNAs and transfected them into bone marrow‐derived macrophages (BMDMs), followed by RANKL stimulation, to evaluate their effects on osteoclast differentiation (Figure S1A). TRAP staining and quantitative analysis revealed that si*Zmat1* suppressed osteoclast differentiation of BMDMs (Figure S1B,C). Consistently with this, the mRNA levels of several key osteoclastic markers were significantly reduced (Figure S1D), including *Ctsk*, which encodes Cathepsin K, the major protease responsible for bone resorption [35]; *Itgb3*, which mediates osteoclast adhesion and activation on the bone surface [36]; and *Dcstamp*, a critical fusion factor required for the formation of multinucleated osteoclasts [37].

**FIGURE 1:**
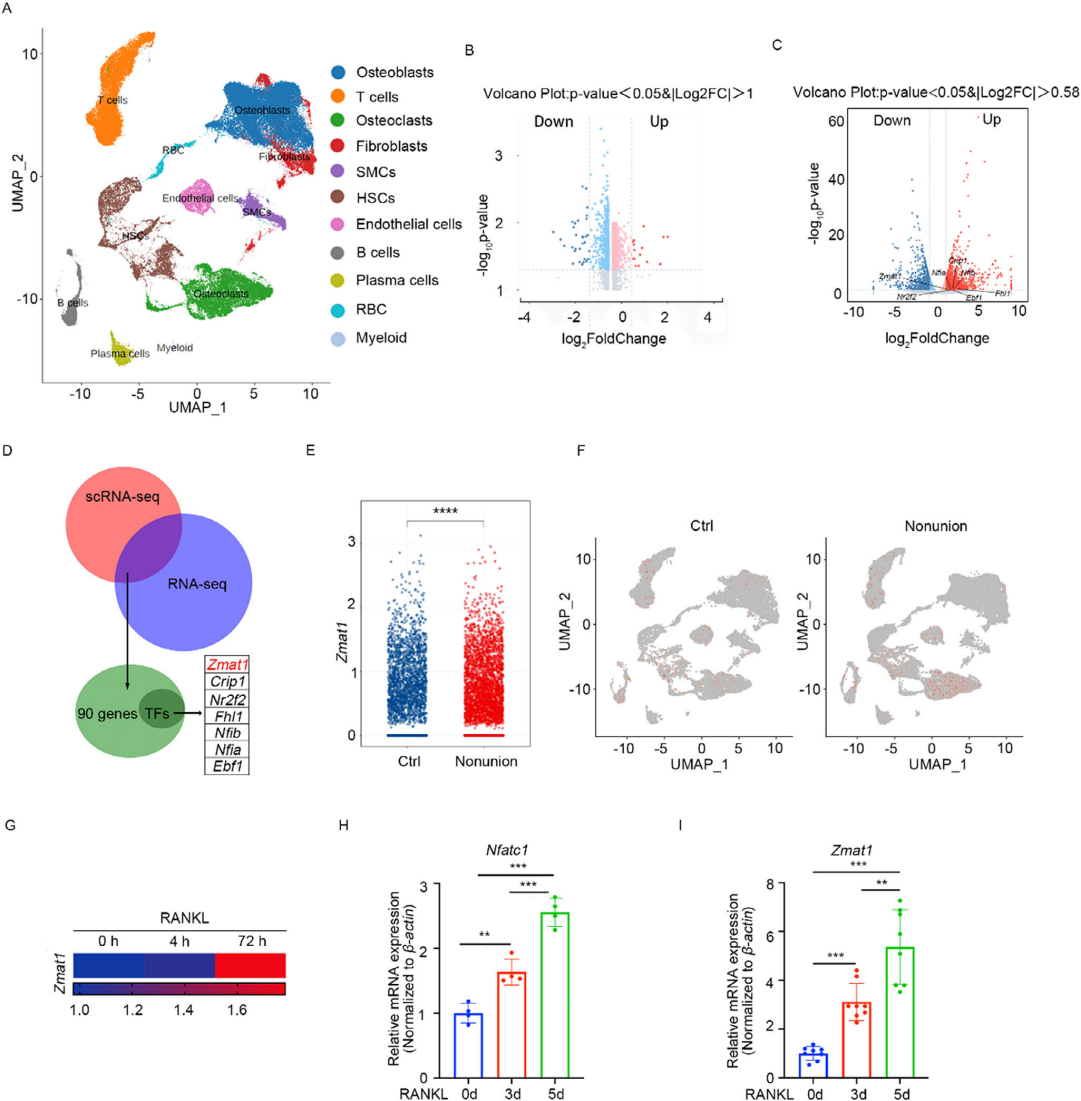
*Zmat1* is upregulated in osteoclastogenesis and correlates with fracture healing. (A) Uniform manifold approximation and projection visualization of 11 cell type clusters in the healing bone of patients after fracture. (B,C) Volcano plot showing DEGs in osteoblasts (B) and osteoclasts (C) from (A). (D) Venn analysis identified seven transcription factor genes. (E) Plot showing the relative expression of *Zmat1* in the nonunion bone of patients after fracture and in control cases. (F) Expression pattern of *Zmat1* in UMAP. (G) Heatmap of RNA‐seq data showing relative *Zmat1* expression in osteoclastogenesis from GSE274540. (H,I) Osteoclast marker gene *Nfatc1* (H) and transcription factor *Zmat1* (I) mRNA levels in BMDMs from wild‐type mice. All bar graphs are presented as the mean ± SD. ^**^ *p* < 0.01; ^***^ *p* < 0.001; n.s. not significant by one‐way ANOVA for multiple comparisons or two‐tailed Student's t‐test for paired comparisons.

*Zmat1* was highly expressed in osteoclasts in nonunion bone compared to that in normal fracture healing (Figure 1E,F), indicating its inhibitory role in the healing process. *Zmat1* was upregulated during osteoclast differentiation after 72 h in the RNA‐seq data (Figure 1G). During osteoclastogenesis, increased levels of *Zmat1* mRNA were observed on days 3 and 5, which correlated with *Nfatc1* RNA expression in mice (Figure 1H,I). Since *Nfatc1* is a well‐established master transcription factor essential for osteoclast differentiation, its expression serves as a reliable indicator of osteoclast activation [2, 38]. These results strongly indicated that *Zmat1* plays an important role in osteoclastogenesis, and is related to impaired bone healing.

### 2.2 ZMAT1 Promotes Osteoclast Differentiation and Bone Resorption

The increase in *Zmat1* expression during osteoclast formation and nonunion prompted us to examine whether *Zmat1* regulates osteoclast differentiation. *Zmat1* siRNA effectively knocked down the expression of ZMAT1 in mouse BMDMs (Figure S2A), which resulted in a marked decrease in the number of TRAP^+^ multinuclear cells (MNCs) compared to that in the controls (Figure S2B,C). To further confirm the role of ZMAT1 in osteoclast differentiation, we generated *Zmat1^−/−^* mice (Figure S3A–C), indicating normal macrophages differentiation (Figure S3D,E). Compared with littermate controls, *Zmat1^−/−^* bone marrow cells generated a decreased number of osteoclasts with reduced area per well (Figure 2A). Accordingly, *Zmat1*‐depleted BMDMs failed to form large actin rings with areas comparable to those of control cells (Figure 2B). Likewise, when *Zmat1^−/−^* osteoclasts were plated onto bovine bone slices that are degraded by osteoclast enzymes, we observed significantly smaller and less frequent “resorption pits” in *Zmat1*‐deficient osteoclast cultures (Figure 2C), indicating defective osteoclast bone resorption activity. Upon RANKL stimulation for 0, 1, 3, and 5 days, *Zmat1* knockout significantly reduced the expression level of CTSK protein (Figure 2D). The mRNA levels of several key osteoclastic markers were significantly reduced, including *Ctsk*, *Itgb3*, *Dcstamp*, and *Calcr*, the calcitonin receptor that negatively regulates bone resorption [39] (Figure 2E).

**FIGURE 2:**
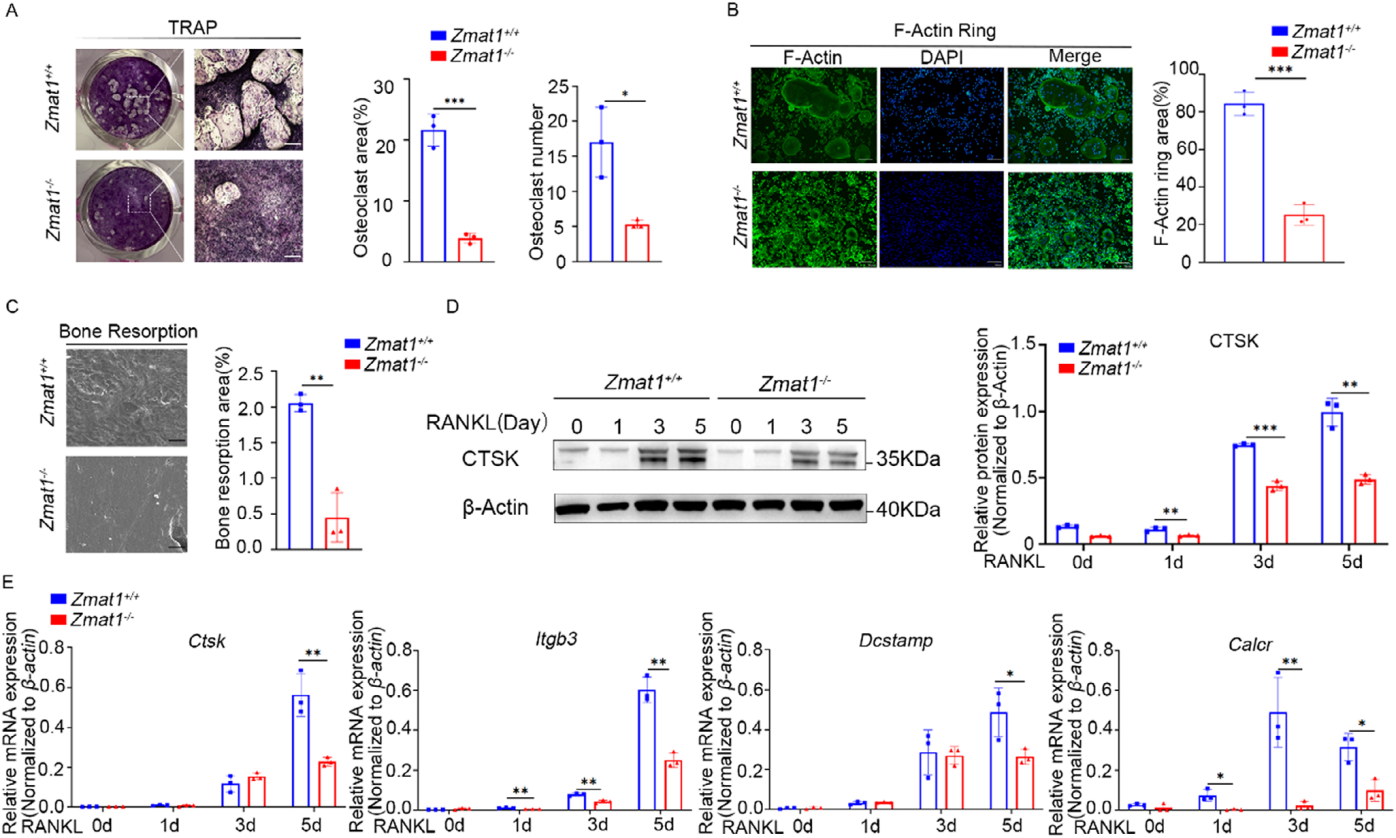
Osteoclast *Zmat1* deletion reduces osteoclastogenesis. (A) Representative image of TRAP staining in *Zmat1^+/+^* or *Zmat1^−/−^* mouse osteoclasts. Scale bar, 100 µm. Cumulative data show the area and number of osteoclasts from three independent experiments (right panel). (B) Mature osteoclasts differentiated from BMDMs of *Zmat1^+/+^* or *Zmat1^−/−^* mice were subjected to immunofluorescence staining for F‐actin. Nuclei stained with DAPI were observed blue and imaged using a fluorescence microscope. Scale bars, 100 µm. (C) BMDMs from *Zmat1^+/+^* or *Zmat1^−/−^* mice were cultured and differentiated into mature osteoclasts on bovine bone discs for 7 days. Mature osteoclasts were then completely removed from the discs, and the resorption pit areas were visualized under a light microscope (right panel). Scale bars, 100 µm. (D) Representative immunoblots of mouse Cathepsin K in *Zmat1^+/+^* or *Zmat1^−/−^* osteoclastogenesis. β‐Actin was used as a loading control. Right panels: Densitometric quantification of band intensity from three independent experiments. (E) RT‐qPCR analysis of *Zmat1^+/+^* and *Zmat1^−/−^* mouse *Ctsk*, *Igtb3*, *Dcstamp*, and *Calcr* mRNA during osteoclastogenesis on day 0, 1, 3, and 5. Normalized relative to *β‐actin* mRNA. *n* = 3. Osteoclast precursor cells were cultured with M‐CSF and RANKL on days 0, 1, 3, and 5. All bar graphs are presented as the mean ± SD. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; n.s. not significant by Student's *t* test and two‐way ANOVA for multiple comparisons.

To confirm the role of *Zmat1* in osteoclast differentiation, we overexpressed *Zmat1* in RAW264.7. Successfully transfected cells were enriched by sorting based on GFP expression (Figure S4A). In the presence of RANKL, *Zmat1*‐overexpressed RAW264.7 cells displayed increased expression of NFATc1 protein compared to the control group, with corresponding changes in mRNA levels. (Figure S4B,C). Additionally, the overexpression of *Zmat1* resulted in a significant increase in the area of TRAP^+^ MNCs (Figure S4D,E). Consistently, formation of the F‐actin ring also increased (Figure S4F,G). In addition, we found that *Zmat1* overexpression significantly enhanced the bone resorption capacity of osteoclasts (Figure S4H).

We collected monocytes from non‐osteoporotic individuals and induced their differentiation into osteoclasts, followed by qPCR analysis of *Zmat1* mRNA expression. *Zmat1* expression gradually increased following RANKL stimulation (Figure S5A). *Zmat1* knockdown inhibited human osteoclast differentiation (Figure S5B–D). Finally, monocytes from healthy individuals and osteoporosis patients were collected and analyzed for *Zmat1* mRNA expression. Compared with healthy controls, peripheral blood mononuclear cells (PBMCs) from patients with osteoporosis exhibited significantly higher levels of *Zmat1* expression (Figure S5E). These results suggest that ZMAT1 is a positive regulator of osteoclast formation, which increased the expression of osteoclast marker genes, actin ring formation and the bone‐resorbing activity of mature osteoclasts.

### 2.3 *Zmat1^−/−^* Mice are Protected From OVX‐Induced Osteoporosis

To investigate the role of *Zmat1* in vivo, we conducted ovariectomized (OVX) in *Zmat1^+/+^* and *Zmat1^−/−^* littermate mice. After 8 weeks, trabecular number (Tb.N) and trabecular thickness (Tb.Th) were increased significantly in *Zmat1^−/−^* ‐OVX mice (Figure 3A,B). Also, bone volume per tissue volume (BV/TV) increased in *Zmat1^−/−^‐*OVX mice compared with that in *Zmat1^+/+^*‐OVX mice (Figure 3C). On the contrary, *Zmat1^−/−^*‐OVX mice had increased bone mineral density (BMD) in trabecular bones while trabecular separation (Tb.Sp), trabecular pattern factor (Tb.Pf) and bone surface area to bone volume ratio (BS/BV) showed a mild decrease in *Zmat1^−/−^*‐OVX mice compared with those in *Zmat1^+/+^* mice, indicating enhanced of mechanical intension (Figure 3C). Compared to *Zmat1^+/+^* mice, *Zmat1^−/^* ^−^‐OVX mice had fewer osteoclasts (Figure 3D,E) and exhibited a higher density of trabecular bones (Figure 3F,G). Notably, there was no significant difference in the bone mass between *Zmat1^+/+^* and *Zmat1^−/−^* mice in the sham group. These data confirmed that *Zmat1* knockout prevented bone loss in female mice exposed to estrogen deficiency.

**FIGURE 3:**
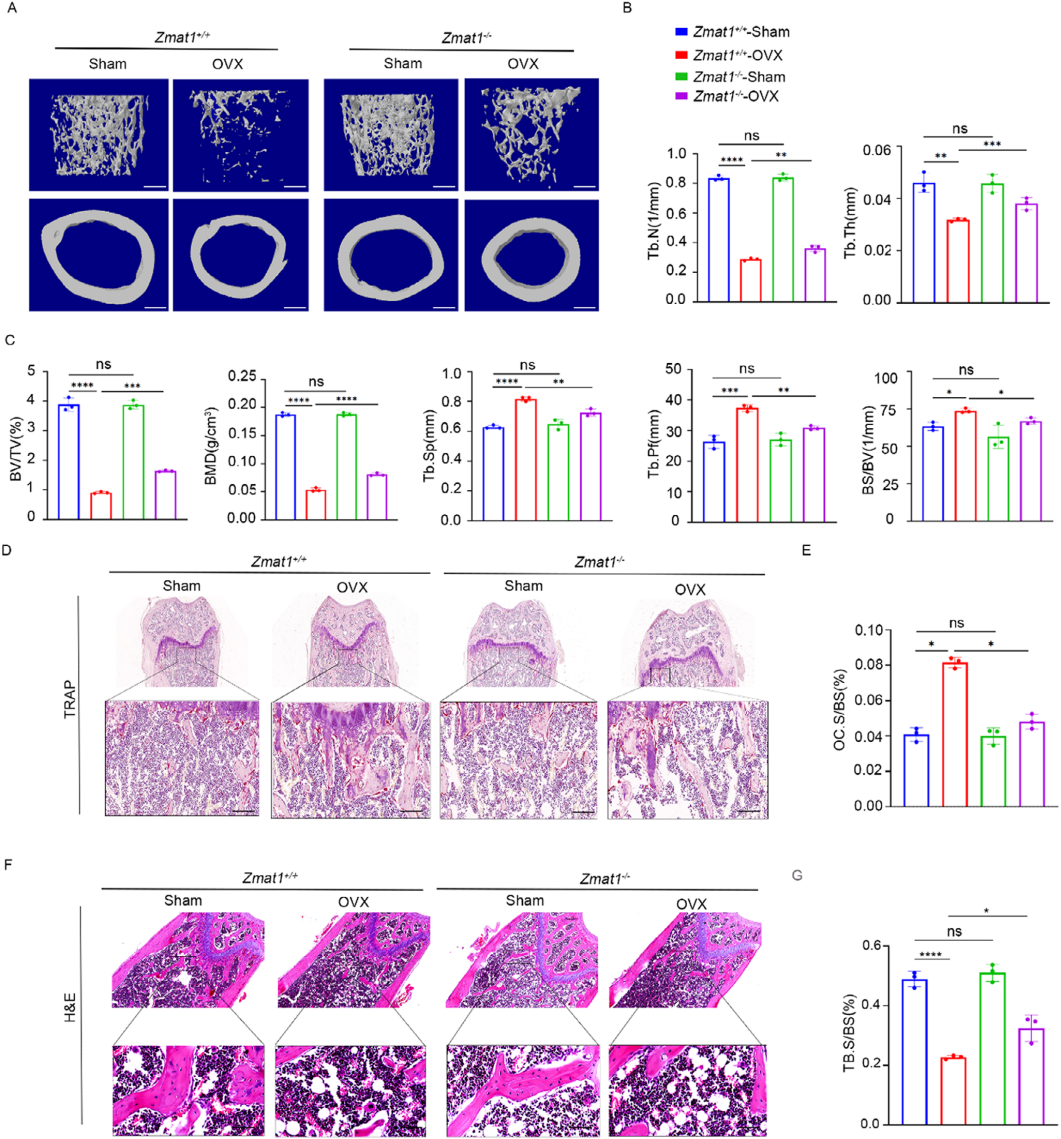
*Zmat1^−/−^* mice show increased bone mass after OVX with decreased osteoclast numbers. (A) Representative micro‐CT images of whole femoral trabecular (top and bottom) and cortical (middle) bones from *Zmat1^−/−^* and *Zmat1^+/+^* mice after OVX for 8 weeks. Scale bars, 100 µm. (B) Histomorphometric analysis of the trabecular bones from (A), including trabecular number (Tb.N) and trabecular thickness (Tb.Th). *n* = 3 per group. (C) Histomorphometric analysis of trabecular bones from A, including bone volume per tissue volume (BV/TV), bone mass density (BMD), trabecular separation (Tb.Sp), trabecular bone pattern factor (Tb.Pf), and bone surface per bone volume (BS/BV). *n* = 3 per group. (D) TRAP staining of femurs from sham and OVX mice compared to *Zmat1^−/−^* or *Zmat1^+/+^* mice (*n* = 3). Scale bars represent 200 µm. (E) Quantification of osteoclast surface per bone surface (OC. S/BS, %) in (D) (*n* = 3). (F) H&E staining of femurs of Sham, OVX over *Zmat1^−/−^* or *Zmat1^+/+^* mice (*n* = 3). Scale bars represent 200 µm. (G) Quantification of the trabecular bone surface per bone surface (Tb.BS/BS, %) in (F) (*n* = 3). All bar graphs are presented as the mean ± SD. ^*^ *p* < 0.1; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001; n.s. not significant by one‐way ANOVA for multiple comparisons.

### 2.4 *Zmat1* Deficiency Inhibits OVX‐Induced Bone Loss by Impairing Osteoclasts

Bone homeostasis is dependent on the coupling between bone formation and resorption. The inhibited bone loss in *Zmat1^−/−^* mice may be caused by decreased osteoclasts or increased osteoblasts generation. Osteoclasts are bone‐resorbing cells that differentiate from hemopoietic cells of the monocyte/macrophage lineage. To determine whether *Zmat1* regulates postmenopausal osteoporosis in mice mainly through osteoclasts, we used bone marrow chimeric mice (Figure 4A; Figure S6A,B). CD45.1 mice reconstituted with *Zmat1*‐deficient bone marrow cells (*Zmat1^−/−^* →WT) showed an increased trabecular bone density and thicker cortical bone in the femur (Figure 4B), compared with those reconstituted with *Zmat1^+/+^* bone marrow cells (*Zmat1^+/+^* →WT) after ovariectomy. Assessment of quantitative morphometric bone parameters revealed significant increase in BV/TV, BMD, Tb.N, and Tb.Th, and a marked reduction in BS/BV in *Zmat1^−/−^* bone marrow chimeric mice (Figure 4C), consistent with the osteoporotic phenotype. Histological and morphological evaluation of femoral sections in mice using TRAP staining (Figure 4D) and H&E staining (Figure 4E) revealed that, compared to *Zmat1^+/+^* mice, *Zmat1^−/−^* chimeric mice exhibited greater bone mass (Figure 4F,G). Further immunohistochemical analysis of osteocalcin (OCN) expression revealed no significant difference in the expression of the osteoblast marker OCN (Figure S6C,D). Taken together, the strongly increased bone mass observed in the *Zmat1^−/−^* bone marrow‐reconstructed OVX experiments was due to defects in osteoclast differentiation.

**FIGURE 4:**
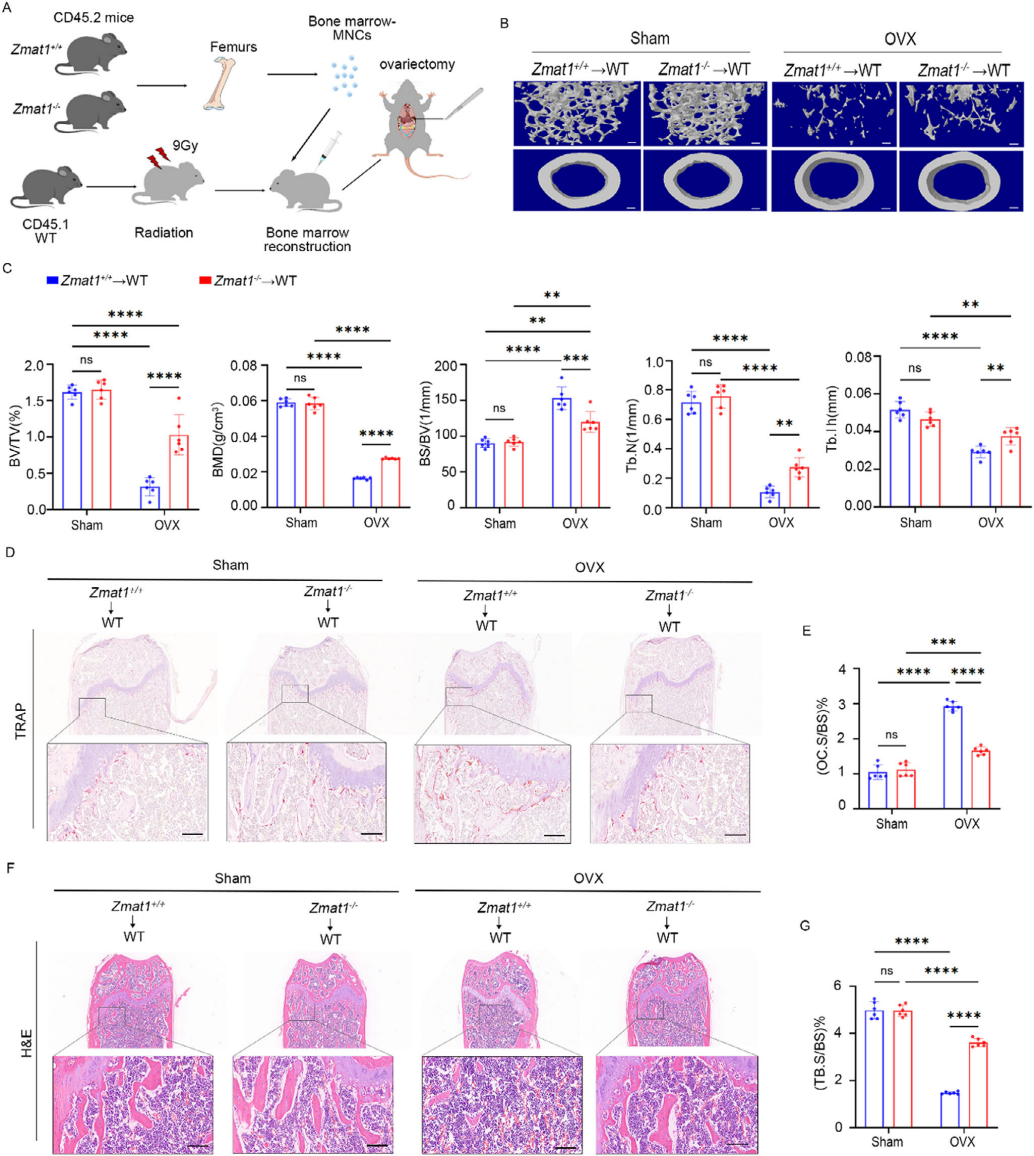
*Zmat1* deletion improves ovariectomy‐induced bone loss by inhibiting osteoclast activity. (A) Schematic of the murine model for bone marrow transplant and ovariectomy‐induced bone loss in mice. (B) Representative reconstructed 3D µCT images of the proximal tibia in myeloid *Zmat1* knockout mice. Scale bars, 100 µm. (C) Quantification of BV/TV, BMD, BS/BV, Tb.N, and Tb.Th, from µCT images. *n* = 6 per group. (D) TRAP staining of the femora from OVX mice. Scale bars, 200 µm. (E) Quantification of osteoclast surface per bone surface (OC. S/BS, %) in (D). *n* = 6 per group. (F) H&E staining of the femora from OVX‐mice. Scale bars, 200 µm. (G) Quantification of trabecular bone surface per bone surface (Tb.BS/BS, %) in (F). *n* = 6 per group. All bar graphs are presented as the mean ± SD. ^***^ *p* < 0.001; ^****^ *p* < 0.0001; n.s. not significant by two‐way ANOVA for multiple comparisons.

### 2.5 *Zmat1* Inhibits Bone Remodeling by Repressing Osteoblastogenesis

Bone remodeling mainly depends on the balance between osteoblasts and osteoclasts. During bone remodeling after a fracture, osteoclasts are constantly digested, absorbed into bone segments, and remodeled. In addition, osteoblastic differentiation of bone marrow‐derived mesenchymal stem cells (BMSCs) is important for bone defect regeneration. Human BMSCs obtained from clinical samples were subjected to osteogenic differentiation. We observed that *Zmat1* expression gradually decreased during osteogenic differentiation (Figure S7A). Knockdown of *Zmat1* promoted the osteogenic differentiation of human osteoblasts (Figure S7B,C).

To investigate whether *Zmat1* was also involved in osteoblast differentiation, we surgically created skeletal defects by drilling holes in the calvaria (Figure 5A). Micro‐CT analysis consistently showed that the cortical gaps in *Zmat1^−/−^* mice were almost completely bridged after four weeks, whereas those in *Zmat1^+/+^* mice were only partially filled (Figure 5B). In addition, BMD, Tb. N and Tb. Th, of the mineralized calli of *Zmat1‐/‐* mice were significantly higher than those of *Zmat1^+/+^* controls, whereas Tb.Sp decreased after *Zmat1* was deleted (Figure 5C). Compared with *Zmat1^+/+^* mice, *Zmat1^−/−^* mice exhibited a decreased number of osteoclasts and a significant increase in bone mass (Figure 5D–G). To confirm whether *Zmat1* deficiency inhibits bone mass loss by regulating bone formation, we evaluated the role of *Zmat1* in osteogenesis. Differentiation measured by ALP staining and mineralization measured by ARS staining of *Zmat1*‐deficient osteoblasts were significantly enhanced (Figure 5H–K). In *Zmat1* deficiency cells, the mRNA expression levels of several key osteogenic markers were markedly increased, including *Alpl*, a critical enzyme for bone matrix mineralization; *Bglap*, which facilitates calcium binding and bone matrix calcification; *Runx2* and *Sp7*, core transcription factors essential for osteoblast differentiation; and *Col1a1*, a major structural component required for maintaining the mechanical integrity of bone tissue [40, 41]. These results confirmed that *Zmat1* deficiency enhanced the osteogenic potential of osteoblasts (Figure 5L).

**FIGURE 5:**
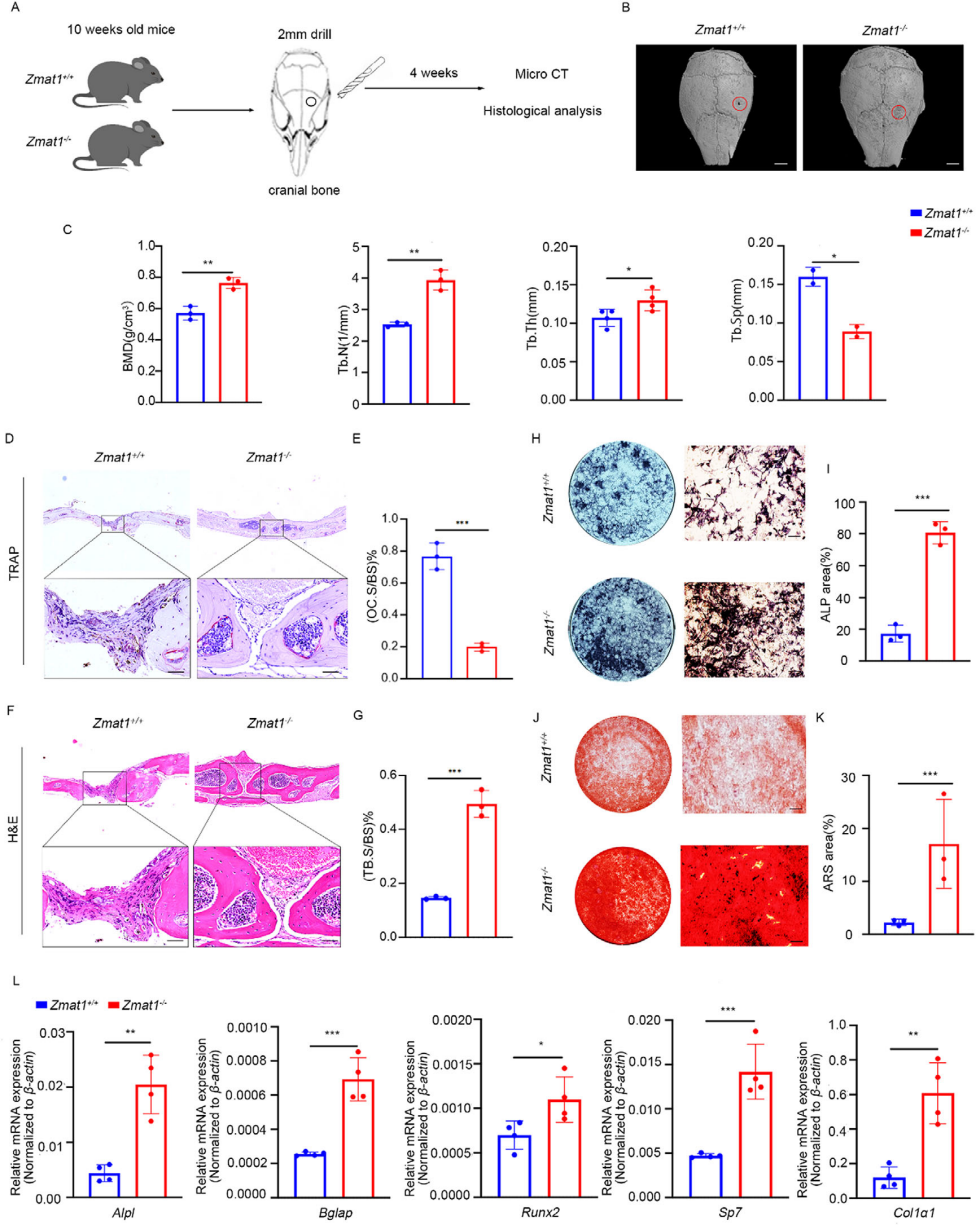
*Zmat1* deficiency promotes osteoblastogenesis and enhances bone remodeling. (A) Schematic diagram showing the of *Zmat1^+/+^* and *Zmat1^−/−^* mice undergoing cranial bone operation of burr hole. (B) Representative micro‐CT images of calvarial bone defects in 10‐week‐old *Zmat1^+/+^* and *Zmat1^−/−^* mice after surgical induction for 4 weeks. Scale bars, 100 µm. (C) Quantitative measurements of BMD, Tb.N, Tb.Th, and Tb.Sp. (D) Representative images of TRAP staining of skull bone sections of 14‐week‐old *Zmat1^+/+^* and *Zmat1^−/−^* mice after surgery. Scale bars, 200 µm. (E) Quantification of osteoclast surface per bone surface (OC. S/BS, %) in (D). *n* = 3 per group. (F) Representative images of H&E staining of cranial bone sections of 14‐week‐old *Zmat1^+/+^* and *Zmat1^−/−^* mice undergoing surgery. Scale bars, 200 µm. (G) Quantification of trabecular bone surface per bone surface (Tb.BS/BS, %) in (F). *n* = 3 per group. (H) Representative images of ALP staining on 21 days of osteoblasts from *Zmat1^+/+^* and *Zmat1^−/−^* mice. Scale bars, 100 µm. (I) Quantification of ALP‐positive area per well for (H). *n* = 3 per group. (J) Representative images of ARS staining on 21 days of osteoblasts from *Zmat1^+/+^* and *Zmat1^−/−^* mice. Scale bars, 100 µm. (K) Quantification of ARS‐stained mineralized area per well for (J). *n* = 3 per group. (L) qPCR analysis of osteogenic biomarker genes *Alpl*, *Bglap*, *Runx2*, *Sp7*, *Col1α1* in osteoblasts with osteogenic induction. All bar graphs are presented as the mean ± SD. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; n.s. not significant by Student's *t* test.

To clarify the role of osteoblastogenesis, we performed immunohistochemical staining for OCN, a marker of osteoblast differentiation, in tibial sections from both *Zmat1^+/+^* and *Zmat1^−/−^* mice. The OCN‐positive staining in the Sham‐*Zmat1^−/−^* group was not significantly different from that in the Sham‐*Zmat1^+/+^* group (Figure S8A,B). After OVX, the OCN‐positive area was also greater in the *Zmat1^−/−^* group compared with the *Zmat1^+/+^* group. In summary, these findings suggested that the increased bone mass observed in *Zmat1*‐deficient mice after OVX was due to suppressed osteoclastogenesis accompanied by enhanced osteoblast activity. In summary, our findings suggest that *Zmat1* deficiency inhibits osteoclastogenesis and promotes osteoblast differentiation.

### 2.6 ZMAT1 Deficiency Inhibits Osteoclastic Differentiation by Decreasing YAP1 Protein Stability

To gain insight into the underlying mechanisms by which *Zmat1* suppresses osteoclast differentiation of BMDMs, we performed an unbiased whole transcriptome analysis to identify the genes affected by *Zmat1*. A total of 105 genes was significantly downregulated, and 515 genes were upregulated in *Zmat1^−/−^* osteoclastic cells compared with control groups 3d after RANKL stimulation (Figure 6A); Fewer differences were observed 1d after RANKL stimulation (Figure 6A). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed that signaling pathways related to rheumatoid arthritis, regulation of the actin cytoskeleton, osteoclast differentiation, and the Hippo signaling pathway were strongly enriched in the differentially expressed mRNAs (Figure 6B). Gene ontology (GO) analysis also showed that *Zmat1* was related to osteoclast differentiation, bone morphogenesis, and Hippo signaling (Figure 6C). Gene set enrichment analysis (GSEA) confirmed that the Hippo signaling pathway was significantly upregulated in *Zmat1*‐deficient osteoclasts (Figure 6D). These data suggest that *Zmat1* plays an important role in osteoclast differentiation by regulating the Hippo signaling pathway.

**FIGURE 6:**
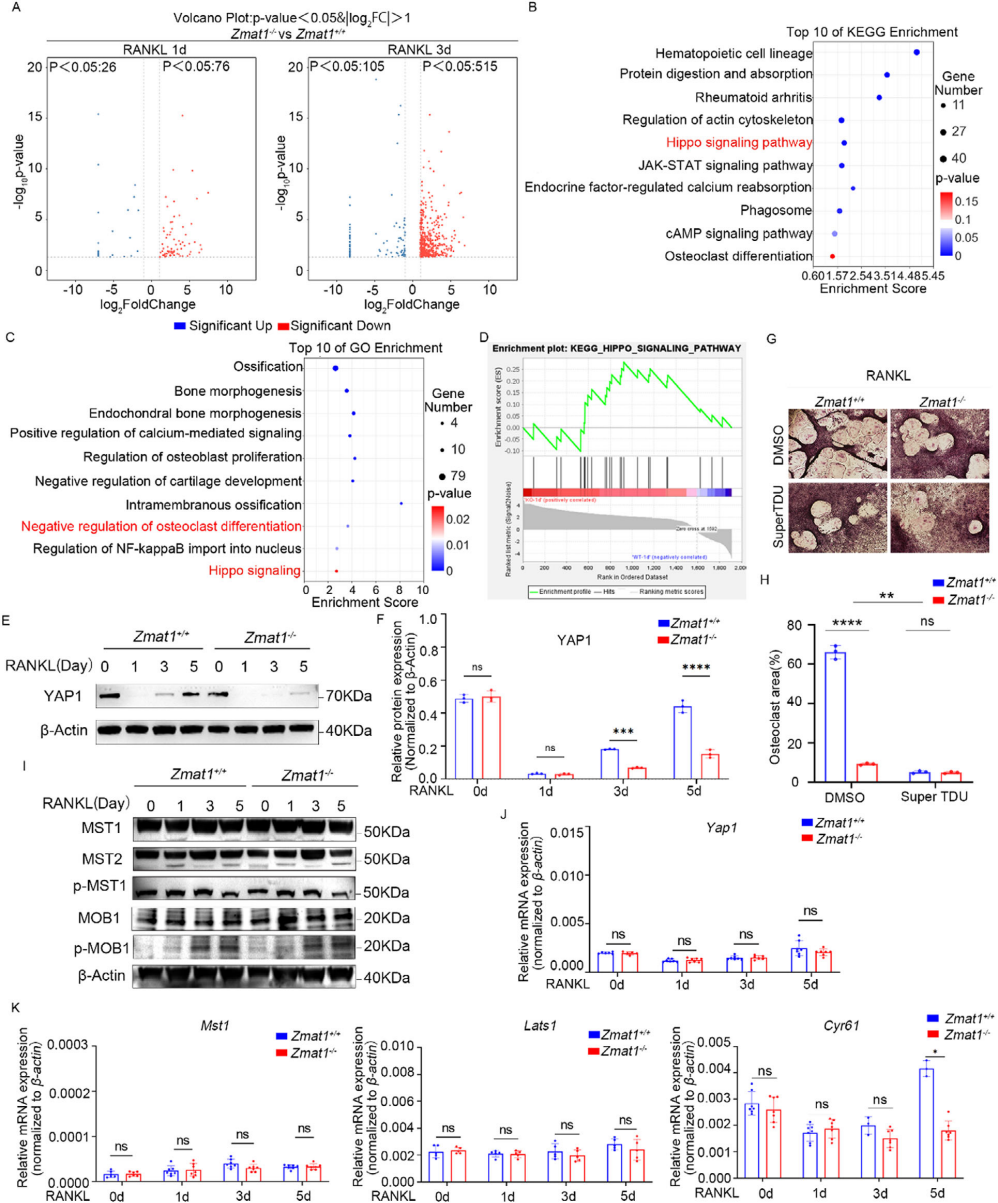
Hippo signaling is essential for ZMAT1‐mediated osteoclast differentiation. (A) Volcano plots of differentially expressed genes (DEGs) in BMDMs from *Zmat1^+/+^* and *Zmat1^−/−^* mice treated with 100 ng/mL RANKL and 50 ng/mL M‐CSF for 1 day (left) and 3 days (right). (B) KEGG enrichment analysis of the DEGs in the BMDMs. (C) GO enrichment analysis of the DEGs in the BMDMs. (D) DEGs were analyzed using GSEA. (E) Representative immunoblotting analysis of YAP1 protein expression in BMDMs treated with 100 ng/mL RANKL and 50 ng/mL M‐CSF followed by the indicated time. (F) Densitometric quantification of phosphorylated YAP1 band intensities from three independent experiments. β‐Actin was used as a loading control. (G) The cells were treated in medium added to 10 µM Super TDU with 100 ng/mL RANKL and 50 ng/mL M‐CSF. TRAP staining was followed in the indicated way. Scale bars, 100 µm. (H) Cumulative data showing area of osteoclasts from three independent experiments of (G). (I) Representative immunoblotting analysis of Hippo signaling pathway protein expression in BMDMs treated with 100 ng/mL RANKL and 50 ng/mL M‐CSF followed by the indicated time. (J,K) qPCR analysis of *Yap1*, *Mst1*, *Lats1* and *Cyr61* in osteoclastogenesis from *Zmat1^+/+^* and *Zmat1^−/−^* mice as indicated by medium and time. All bar graphs are presented as the mean ± SD. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^****^ *p* < 0.000 1; n.s. not significant by two‐way ANOVA.

Therefore, we tested whether *Zmat1* regulates osteoclastic differentiation via the Hippo signaling pathways. YAP1 is a key effector in Hippo signaling, and the activation of the Hippo pathway leads to YAP1 phosphorylation, cytoplasmic retention, and subsequent degradation [42]. *Zmat1* deficiency significantly suppressed the total YAP1 protein levels after RANKL stimulation (Figure 6E,F). We also observed a sudden and unexpected disappearance of YAP1 at day 1 both in *Zmat1^+/+^* and *Zmat1^−/−^* cells. To investigate the underlying mechanisms, we stimulated BMDMs with RANKL and assessed YAP1 expression at different times points. We observed that YAP1 protein expression gradually decreased from 0 to 24 h (Figure S9A). To address this concern, we performed cycloheximide (CHX) chase assays and proteasome inhibition experiments using MG132 to investigate the mechanism underlying YAP1 downregulation during osteoclast differentiation. CHX chase assays revealed that YAP1 underwent accelerated degradation in the presence of RANKL compared to that in the vehicle group (Figure S9B). Importantly, treatment with the proteasome inhibitor MG132 largely prevented RANKL‐induced reduction of YAP1, confirming that YAP1 degradation is mediated through the ubiquitin‐proteasome pathway (Figure S9C). Collectively, these data demonstrated that the rapid loss of YAP1 during the early stage of osteoclast differentiation was attributable to proteasomal degradation.

To investigate whether YAP1 regulates osteoclastic differentiation, we treated the osteoclast induction system with SuperTDU, an inhibitor of the YAP1‐TEAD interaction, and examined the expression of osteoclast‐related genes such as NFATC1, MMP9, and CTSK (Figure S10A–E). The results showed that the YAP1 inhibitor SuperTDU significantly suppressed osteoclast differentiation. To further confirm that *Zmat1* regulated OC differentiation through YAP1, we treated *Zmat1^−/−^* and *Zmat1^+/+^* cells with SuperTDU, a small‐molecule inhibitor of YAP1, during osteoclastogenesis. Subsequent TRAP staining revealed that SuperTDU rescued the pro‐osteoclastogenic effects of *Zmat1* (Figure 6G,H). These results indicate that YAP1 was responsible for the effects of *Zmat1* during osteoclastogenesis.

We aimed to elucidate the specific role of *Zmat1* in the Hippo signaling pathway, we have included additional immunoblotting analyses of key components of the Hippo signaling cascade, the protein expression levels of these core Hippo signaling pathway molecules were not significantly different in *Zmat1^−/−^* cells compared to *Zmat1^+^/^+^* cells (Figure 6I), suggesting that ZMAT1 does not regulate osteoclast differentiation by activating the entire Hippo signaling pathway. Moreover, mRNA levels of *Yap1*, *Mst1*, and *Lats1* remained unchanged (Figure 6J,K). Thus, *Zmat1* may modulate the expression of YAP1 posttranslationally rather than at the transcriptional level. Consistent with the altered YAP1, the expression of the YAP1‐associated target gene cysteine‐rich angiogenic inducer 61 (*Cyr61*) was modulated at specific stages of osteoclast differentiation (Figure 6K), confirming the suppressed translocation of YAP1 into the nuclei of *Zmat1^−/−^* cells. These results imply that *Zmat1* deficiency inhibits osteoclastic differentiation by post‐transcriptionally regulating YAP1 protein expression.

Furthermore, in vitro osteogenic differentiation assays demonstrated that treatment with the YAP1 inhibitor markedly impaired bone matrix mineralization, as evidenced by reduced ALP and ARS staining (Figure S11A–C). In parallel, the analysis of osteogenic differentiation markers indicated that treatment with the YAP1 inhibitor SuperTDU significantly suppressed osteoblast differentiation (Figure S11D–F). These results showed that Super TDU treatment significantly downregulated the expression of osteoclast‐related genes and also reduced the transcriptional levels of osteoblast‐related genes. Interestingly, we found that *Zmat1* also regulated osteoblast differentiation in a YAP1‐dependent manner (Figure S11G,H).

### 2.7 *Zmat1* Transcriptionally Down‐Regulated E3 Ligase TRIM46

*Zmat1* could regulate gene transcription [23]. We hypothesised that ZMAT1 functions in osteoclastogenesis as either a transcriptional promoter or suppressor. CUT&Tag sequencing revealed that *Zmat1*‐binding sites were mainly distributed near the transcription start site (TSS) (deposited in the GEO database: GSE274533; Figure 7A–C), suggesting that it functions as a regulator of gene transcription. KEGG analysis revealed different pathways in *Zmat1* overexpressing cells (Figure 7D). Moreover, to identify DEGs directly regulated by *Zmat1*, we analyzed narrow peaks related genes in CUT&Tag‐seq and the DEGs in RNA‐seq. These genes were further integrated with the DEGs in the RNA‐seq between *Zmat1^+/+^* and *Zmat1^−/−^* osteoclastogenesis (Figure 7E). Finally, four *Zmat1*‐induced and 26 *Zmat1*‐repressed binding genes were identified.

**FIGURE 7:**
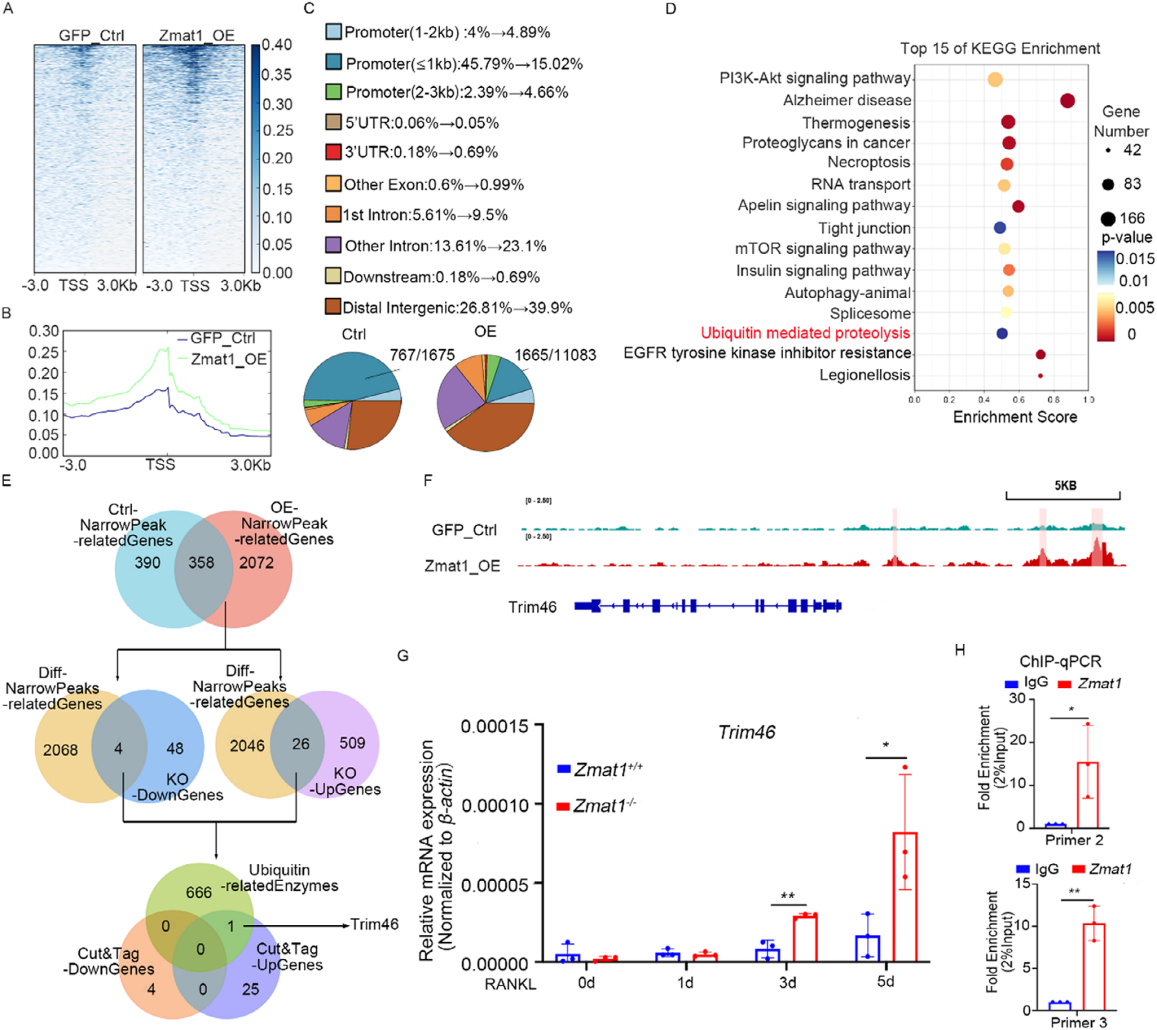
ZMAT1 inactivates *Trim46* transcription. (A) CUT&Tag density heatmap of Flag‐*Zmat1* enrichment in RAW264.7 cells within 3 kb around the transcription start site (TSS). (B) CUT&Tag signal height and position of *Zmat1* and control group relative to TSSs for all genes in RAW264.7 cells. (C) The genomic distribution of *Zmat1* CUT&Tag peaks in RAW264.7 cells. (D) KEGG enrichment analysis of the narrow peaks in the BMDMs. (E) Bioinformatics analysis identified *Trim46* as a downstream target of *Zmat1*. (F) IGV tracks for *Trim46* from *Zmat1* CUT&Tag analysis. (G) qPCR analysis of *Trim46* expression in osteoclastogenesis derived from *Zmat1^+/+^* and *Zmat1^−/−^* mice. (H) ChIP‐qPCR assay of the *Zmat1* status at the *Trim46* promoter and its upstream and downstream regions after *Zmat1* overexpression in RAW264.7 cells. All bar graphs are presented as the mean ± SD. ^*^ *p* < 0.1; ^**^ *p* < 0.01; n.s. not significant by Student's *t* test and two‐way ANOVA.

Given that protein ubiquitination and subsequent ubiquitin‐proteasome degradation are the major mechanisms for the post‐translational regulation of proteins, we hypothesized that *Zmat1* might regulate the transcription of a ubiquitinase or deubiqutinase for the posttranslational regulation of YAP1. In addition, ubiquitin‐mediated proteolysis was significantly enriched in the KEGG pathway analysis to differentiated peak related genes in CUT&Tag‐seq (Figure 7D). We integrated 30 *Zmat1*‐regulated binding genes with ubiquitin‐related enzymes library (including ligases and deubiquitinases). Among the 30 *Zmat1* directly regulated genes, only one E3 ubiquitin ligase gene, *Trim46*, presented *Zmat1*‐binding signals in its promoters and increased mRNA expressions in *Zmat1* deficient cells (Figure 7E), strongly suggesting its role in *Zmat1* mediated YAP1 regulation. In the integrative genomics viewer (IGV) analysis results of CUT&Tag, there existed narrow peaks bound by ZMAT1 within the *Trim46* promoter (Figure 7F).

Consistent with these results, *Zmat1* deficiency upregulated *Trim46* mRNA expression during osteoclastogenesis (Figure 7G), which suggested the transcriptional repressing function of ZMAT1. ChIP‐qPCR also confirmed the direct enrichment of *Zmat1* at the promoter of the *Trim46* gene (Figure 7H). These data indicated that *Zmat1* binds to the promoter of the *Trim46* gene and suppresses its transcription, which may play a key role in the subsequent regulation of YAP1 degradation and osteoclastogenesis.

### 2.8 TRIM46 Promotes YAP1 Degradation Through K48 Ubiquitination

To explicitly determine whether the impaired osteoclast differentiation observed in *Zmat1*‐deficient mice is caused by the upregulation of TRIM46, we performed rescue experiments. As expected, *Zmat1* deficiency alone significantly suppressed osteoclast formation compared to *Zmat1^+/+^* (Figure 8A). Strikingly, silencing *Trim46* in *Zmat1* ^−^/^−^ BMDMs significantly restored both the area and number of TRAP‐positive multinucleated cells to levels comparable to those of *Zmat1^+/+^* cells (Figure 8A). Consistent, overexpression of TRIM46 greatly rescued the effect of Zmat1 deficiency (Figure S12A), indicating that TRIM46 was necessary for the effect of ZMAT1.

**FIGURE 8:**
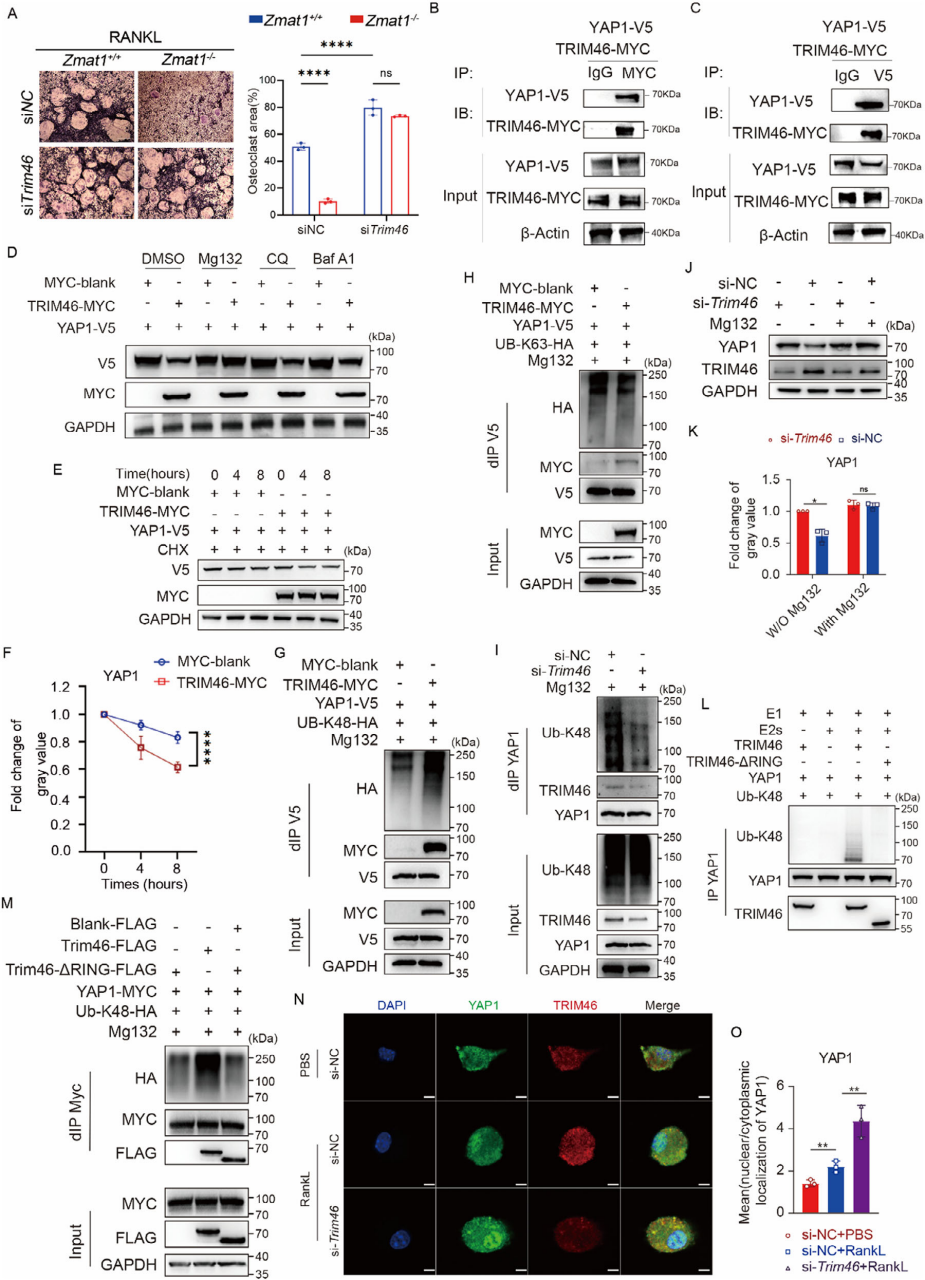
TRIM46 promotes YAP1 degradation through K48 ubiquitination. (A) BMDMs were transfected with siRNA targeting *Trim46* for 48 h, afterwards, BMDMs treated with 100 ng/mL RANKL and 50 ng/mL M‐CSF for 5 days. The left images show TRAP staining results. Quantification of the TRAP‐positive multinuclear cells surface is in the right panel. Scale bars, 100 µm. (B,C) HEK293 T cells were transfected with V5‐*Yap1*, Myc‐*Trim46*. V5 immunoprecipitates or Myc immunoprecipitates were further analyzed by immunoblotting with corresponding antibodies. (D) HEK293 T cells were transfected with or without V5‐*Yap1*, Myc‐*Trim46*, and HA‐K48‐ubiquitin plasmids for 48 h, and the cells were lysed, and proteins were detected by WB. (E) Cycloheximide (CHX) chase assay showing the effect of TRIM46 on YAP1 protein stability. HEK293T cells were co‐transfected with YAP1‐V5 and either MYC‐blank or TRIM46‐MYC, followed by CHX treatment. Cell lysates were collected at 0 h, 4 h, and 8 h. (F) Quantification of YAP1 protein levels in (E). YAP1 band intensities were normalized to GAPDH. (G) HEK293 T cells were transfected with or without V5‐*Yap1*, Myc‐*Trim46*, and HA‐K48‐ubiquitin plasmids for 48 h, and the cells were lysed, and proteins were detected by WB. (H) HEK293 T cells were transfected with or without V5‐*Yap1*, Myc‐*Trim46*, and HA‐K63‐ubiquitin plasmids for 48 h, and the cells were lysed, and proteins were detected by WB. (I) BMDMs were transfected with 20 µM small interfering RNA (siRNA) targeting *Trim46* to decrease its mRNA expression, followed by assessment of alterations in K48‐linked ubiquitination of YAP1. (J,K) BMDMs were transfected with 20 µM *Trim46*‐specific siRNA to suppress its mRNA expression, followed by assessment and quantification of YAP1 protein levels. (L) Using a pre‐mixed ubiquitination assay system containing E1, E2s and reaction buffer, GST pull‐down purified wild‐type TRIM46 (5 µM) or its RING domain deletion mutant (TRIM46‐ΔRING, 5 µM) was incubated with YAP1 substrate. Ubiquitination reactions were analyzed by immunoblotting with anti‐K48‐linked ubiquitin antibody. (M) In vivo ubiquitination assay of YAP1 by TRIM46 truncation mutants. (N) Immunofluorescence analysis of primary bone marrow‐derived macrophages (BMDMs) demonstrates co‐localization of YAP1 and TRIM46. BMDMs were cultured for 3 days and then treated with either PBS or RANKL. Scale bar: 2.5 µm. (O) Statistical analysis of reduced nuclear‐to‐cytoplasmic ratio of YAP1 upon *Trim46* knockdown. ^**^ *p* < 0.05; n.s. not significant by Student's *t* test and two‐way ANOVA.

Moreover, to verify whether the enhanced osteoclastogenesis resulting from *Trim46* depletion relies on YAP1 activity, we treated the cells with the YAP1 inhibitor SuperTDU (Figure S12B). Notably, after the addition of SuperTDU, the level of osteoclast formation showed no significant differences with different TRIM46 expression (Figure S12B,C), suggesting the effect of TRIM46 mainly dependents on YAP1 activity. Collectively, these data provide compelling evidence that ZMAT1 promotes osteoclastogenesis by preventing the TRIM46‐mediated degradation of YAP1.

To study how TRIM46 mediates the degradation of YAP1 protein, YAP1 and TRIM46 were ectopically expressed in HEK293T cells, and Co‐IP assays were performed. Notably, TRIM46 was detectable in the anti‐YAP1 immunoprecipitates and vice versa (Figure 8B,C). In addition, MG132, but not CQ or BafA1, rescued the turnover of YAP1 by TRIM46, indicating that TRIM46 mediates YAP1 degradation via the proteasomal pathway (Figure 8D). To determine whether TRIM46 directly regulates YAP1 protein stability, we performed cycloheximide (CHX) chase assays. Immunoblot analysis revealed that YAP1 protein levels declined progressively over time in the presence of TRIM46 overexpression, whereas YAP1 level remained relatively stable in control cells (Figure 8E,F). Since K48 Ubiquitination was responsible for proteasomal protein degradation, we further examined the ubiquitination of YAP1. TRIM46 greatly promoted K48 linked ubiquitination of YAP1, but not K63 ubiquitination (Figure 8G,H). We examined the endogenous K48‐linked ubiquitination and degradation of YAP1 in mouse BMDMs. Our results demonstrated that the genetic knockdown of *Trim46* significantly reduces YAP1 K48‐linked ubiquitination and degradation (Figure 8I–K). To further demonstrate that TRIM46 functions as an E3 ubiquitin ligase for YAP1, we generated truncated TRIM46 and performed in vitro and in vivo ubiquitination assays (Figure 8L,M). Notably, when TRIM46‐ΔRING was substituted for wild‐type TRIM46, YAP1 K48‐linked ubiquitination was abolished, indicating that TRIM46 mediates this modification through its RING domain‐dependent E3 ligase activity (Figure 8L). Additionally, in vivo experiments in HEK293T cells demonstrated that the Really Interesting New Gene (RING) domain of TRIM46 mediates K48‐linked ubiquitination of YAP1 (Figure 8M).

Immunofluorescence analysis of BMDMs demonstrated the co‐localization of YAP1 and TRIM46 (Figure 8N). Finally, we analyzed alterations in the nuclear‐to‐cytoplasmic ratio of YAP1 using immunofluorescence assays. The results demonstrated that RANKL stimulation significantly increases the nuclear‐to‐cytoplasmic ratio of YAP1 in BMDMs. However, upon TRIM46 knockdown, nuclear translocation of YAP1 was markedly enhanced, accompanied by an increase in its nuclear‐to‐cytoplasmic ratio (Figure 8O). Collectively, since the effect of YAP1 on osteoblast and osteoclast differentiation has been revealed [32, 43], our results highlight the promising role of *Zmat1* in the dual targeting of osteoclasts and osteoblasts for the treatment of osteoporosis and related skeletal degenerative disorders (Figure 9).

**FIGURE 9:**
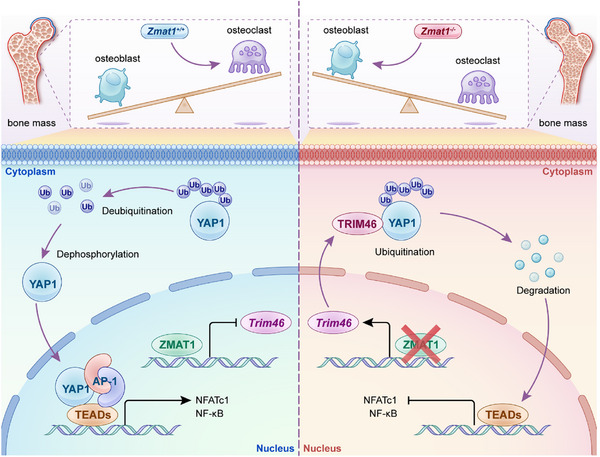
A schematic of *Zmat1* in the regulation of osteoclastogenesis via TRIM46/YAP1 signaling. Normal bone remodeling balance is determined by osteoclast‐induced bone resorption and osteoblast‐mediated bone formation. *Zmat1* deficiency lose the transcriptional inhibition to E3‐ligase TRIM46, which interacts with YAP1 and induces its degradation. This reduces YAP1 translocating to nuclear, which is essential for transcription of key genes in osteoclast differentiation, including NFATc1 and NF‐κB. In contrast, during osteoclast differentiation, *Zmat1* transcriptionally inhibits TRIM46, reduces ubiquitination of YAP1. Therefore, YAP1 enters the nucleus for subsequent activation of osteoclast differentiation related genes. Together, these results indicate that *Zmat1* deficiency alleviates pathological bone loss by activating TRIM46/YAP1 signaling in osteoclasts.

## 3 Discussion

The role of transcription factors in regulating bone remodeling is a critical area of investigation. In this study, we explored the role of zinc finger matrin‐type 1 (*Zmat1*) in bone homeostasis by focusing on its regulatory functions in osteoclastogenesis and osteoblastogenesis. Our results indicated that during osteoclastogenesis, ZMAT1 acts as a repressor of TRIM46, which in turn regulates the degradation of YAP1 via K48‐linked ubiquitination. *Zmat1* deficiency leads to increased *Trim46* expression and reduced osteoclast activity. In addition, the activity of *Zmat1*‐deficient osteoblasts was enhanced. This highlights the bidirectional regulatory role of ZMAT1 in both osteoclasts and osteoblasts and underscores its complexity and versatility as a transcription factor.

YAP1 is expressed in the osteoblast lineage, which includes committed osteoblast precursors or progenitors, matrix‐producing osteoblast, lining cells, and matrix‐embedded osteocytes [31]. c‐Src/Yes kinases regulate the recruitment of *Runx2* by YAP1 [44]. Additionally, YAP1 stimulate the collagen cross‐linking activity of Loxl2, thereby controlling the differentiation of osteoblasts [45]. In osteoblasts, the expression of type II and IX collagens is dependent on YAP1. These collagen isoforms also regulate osteoclast differentiation [34, 46]. Ubiquitination‐dependent proteasomal degradation of YAP1 is a key regulatory event that controls the level of YAP1 retained in the cytoplasm [47]. YAP1 can be ubiquitinated by E3 ubiquitin ligases that possess the RING domain [48]. This is closely related to the E3 ubiquitin ligases activity. TRIM family members have been shown to play important roles in bone remodeling. *Trim16* and *Trim33* promote osteoblast differentiation [49, 50], while *Trim44* promotes osteoclast differentiation [51]. Additionally, both *Trim38* and *Trim21* have been shown to have bidirectional regulatory effects on the differentiation of osteoblasts and osteoclasts [43, 52].

Notably, YAP1 exhibits a biphasic pattern at protein levels, which does not strictly mirror TRIM46 expression. The non‐linear YAP1 response likely reflects integrated post‐transcriptional and post‐translational regulation of YAP1, rather than a simple linear relationship with TRIM46 alone. Since the rapid loss of YAP1 occurs during the early stage (Day 1) when *Zmat1* expression is low (Figure 7G), other E3 ligases distinct from TRIM46 may drive this initial degradation. In contrast, during the late stage (Day 5), *Trim46* levels are significantly elevated in *Zmat1*‐deficient mice, coinciding with a failure in YAP1 recovery. This suggests that while other mechanisms initiate YAP1 loss, the ZMAT1‐mediated suppression of TRIM46 is the critical determinant for the subsequent re‐expression and maintenance of YAP1.

Our study identifies the ZMAT1‐TRIM46‐YAP1 axis as a previously unknown mechanism that promotes osteoclastogenesis and bone resorption. This finding is innovative in two major aspects: it uncovers ZMAT1 as a novel transcription factor involved in bone metabolism, distinct from the well‐studied regulators of osteoclast differentiation such as NFATc1 and c‐Fos, and reveals a new ubiquitination‐dependent mechanism by which TRIM46 destabilizes YAP1, thereby functionally linking the Hippo signaling pathway to bone homeostasis. Importantly, the dysregulation of this pathway leads to excessive osteoclast activity and pathological bone loss, highlighting its relevance to osteoporosis. In addition, we found that *Zmat1* suppresses osteoblast differentiation. Notably, *Zmat1* exerts a dual regulatory role by promoting osteoclast and inhibiting osteoblast differentiation, thereby providing a novel therapeutic target for the treatment of bone‐related diseases. Given that current osteoporosis therapies primarily target RANKL signaling or bone resorption in a non‐specific manner, our findings provide a potential new therapeutic avenue by targeting ZMAT1 or TRIM46 to restore the balance between bone formation and resorption.

The ZMAT1‐TRIM46‐YAP1 axis represents a novel regulatory module that may functionally interact with canonical pathways involved in bone remodeling. For instance, RANK/RANKL/OPG signaling is indispensable for osteoclast differentiation and bone resorption [53]. It is plausible that ZMAT1 enhances RANKL‐induced osteoclastogenesis by altering YAP1 expression, which in turn facilitates downstream NF‐κB and NFATc1 activation. Similarly, Wnt/β‐catenin signaling, a key regulator of osteoblast activity and bone formation [54], may antagonize the ZMAT1‐driven catabolic effect, suggesting a layered regulatory balance between anabolic and catabolic processes. Furthermore, since YAP1 is a central effector of the Hippo signaling pathway, the ZMAT1–TRIM46–YAP1 axis could act as a convergence point, modulating Hippo signaling and influencing osteoblast–osteoclast coupling. Together, these insights indicate that ZMAT1‐mediated regulation is not an isolated event, but rather integrates into the hierarchical and synergistic network of signaling pathways that maintain bone homeostasis. Although our study elucidates the ZMAT1/TRIM46/YAP1 axis, several limitations warrant further investigation. However, the detailed mechanism by which YAP1 undergoes proteasome‐mediated degradation during the early phase of osteoclastogenesis remains unclear. Moreover, the in vivo relevance of *Zmat1* in human bone homeostasis and its potential as a therapeutic target for osteoporosis requires further validation in clinical settings. Future research should explore the detailed molecular mechanisms underlying ZMAT1's dual regulatory roles, including its interactions with other transcription factors and signaling pathways.

In conclusion, our findings highlight the significance of *Zmat1* in bone metabolism and its potential as a dual therapeutic target for modulating osteoclast and osteoblast activities. These insights will pave the way for the development of novel strategies for the treatment of osteoporosis and other skeletal disorders by targeting the ZMAT1/TRIM46/YAP1 axis.

## 4 Materials and Methods

### 4.1 Study Approval

The human studies were approved by the Shanghai Changhai Hospital Medical Ethics Committee (No. CHEC2025‐488). PBMCs were isolated from blood samples obtained from healthy donors and patients diagnosed with osteoporosis. Written informed consent was obtained from all the participants before sample collection. No additional interventions were performed for the purpose of this study. All in vivo animal experiment and protocols were approved by The Navy Medical University and The Shanghai Changhai Hospital Medical Ethics Committee (No. CHEN (A.E)2025‐048). All animal procedures complied with the institutional guidelines and national regulations for laboratory animal welfare.

### 4.2 Establishment of Global *Zmat1* Knockout Mice

*Zmat1* knockout mice were generated using a C57BL/6 genetic background. Heterozygous mice were intercrossed over three generations to obtain the stable genotypes of *Zmat1^+/+^* and *Zmat1^−/−^* mice. The *Zmat1^+/+^* and *Zmat1^−/−^* experimental mice were the offspring of the heterozygotes. Tail genomic DNA PCR was performed to identify the mice with the expected genotype using the following primers: 5′‐TATTTATTACAAACAGAGGCACTACAGCA‐3′ and 5′‐GCACCTTATCAGGGACTACACCA‐3′ for wild type; 5′‐GTAGATAAACTAATAAACAAGGGCAACA‐3′ and 5′‐TTCCTCAAATACGCCATTCAAA‐3′ for *Zmat1* knockout (Figure S3B). Three‐month‐old mice were subjected to OVX and euthanized six months later.

### 4.3 Cell Culture and Differentiation

The RAW264.7 cell line was obtained from the China Infrastructure of Cell Line Resources (Beijing, China). For osteoclastic differentiation, bone marrow‐derived macrophages (BMDMs) were derived from 4‐to‐8‐week‐old *Zmat1^+/+^* and *Zmat1^−/−^* mice, and then incubated in MEM‐α containing 50 ng/mL M‐CSF for 4 days to generate BMDMs. To generate mature osteoclasts, BMDMs were cultured with 50 ng/mL M‐CSF and 100 ng/mL RANKL (Peprotech) for at least 4 days. RAW264.7 monocytes/macrophages (ATCC) were cultured and maintained in MEM‐II supplemented with 10% FBS (Gibco, USA) and 1% penicillin/streptomycin (Gibco, USA). To induce the differentiation of RAW264.7 cells into osteoclasts, 100 ng/mL RANKL was added to the cells for three more days, and the medium was changed every 2 days. PBMCs were isolated from EDTA‐anticoagulated blood samples obtained from healthy donors and osteoporotic (OP) patients using Ficoll density gradient centrifugation (Lymphoflot, Bio‐Rad). The cells were seeded at a density of 3 × 10^6^ cells/mL in adhesion medium composed of α‐MEM supplemented with 10% fetal calf serum (FCS) and 1% penicillin/streptomycin (PS), followed by incubation at 37°C in a humidified atmosphere containing 5% CO_2_ for 1.5 h to allow monocyte adherence. Non‐adherent cells were removed along with the supernatant, and the adherent monocytes were washed gently with PBS. Subsequently, the cells were cultured in α‐MEM containing 50 ng/mL macrophage colony‐stimulating factor (M‐CSF) and 100 ng/mL receptor activator of nuclear factor κB ligand (RANKL) to induce osteoclast differentiation. For osteogenic differentiation, BMSCs were reseeded at a density of 5 × 10^5^ cells/well in 6‐well plates. BMSCs were then stimulated with Osteogenic Stimulatory Medium (mouse) (Cayen, China). The osteogenic medium was replaced every three days for all cells.

### 4.4 TRAP Staining Assay

TRAP staining was performed after mature osteoclasts were successfully generated in the control group. Cells were fixed with 4% paraformaldehyde at room temperature for 30 min, rinsed three times with PBS (5 min each), and then incubated with TRAP staining solution at 37°C in the dark for 1 h before observation. The specific steps of TRAP staining were performed according to the manufacturer's instructions (Sigma‐Aldrich, 387 A, Germany). TRAP‐positive cells were visualized, and the number of osteoclasts (OCs) per field of view and the number of nuclei per TRAP^+^ cell were quantified.

### 4.5 Actin Ring Formation Assay

BMDMs were treated with 100 ng/mL RANKL for four days. The BMDMs and the mature osteoclasts were fixed with 4% formaldehyde, permeabilized with 0.1% Triton X‐100, and incubated with β‐actin Polyclonal Antibody (Invitrogen, PA1‐183, USA) for 20 min. Finally, the nuclei were stained with DAPI for 2 min. After washing with phosphate‐buffered saline (PBS), the cells were photographed under a fluorescence microscopy.

### 4.6 Bone Resorption Assay

BMDMs were treated with 100 ng/mL RANKL for four days. Finally, BMDMs and mature osteoclasts were completely removed from the dentin discs and stained with hematoxylin. The resorption pits were visualized under a light microscope, measured, and presented as relative pit area (%).

### 4.7 Alizarin Red and ALP Staining

For alizarin red staining, osteogenic BMSCs were collected at 14 days, fixed in 4% paraformaldehyde for 15 min, and stained with 40 mM alizarin red (pH 4.9, Sigma) for 15 min. For ALP staining, the osteoblasts were rinsed with PBS and fixed with 4% paraformaldehyde at room temperature for 20 min. After three washes with PBS, the samples were completely covered with an ALP staining working solution prepared according to the instructions provided with the ALP staining kit (Beyotime, China). The samples were incubated in the dark for 20 min at ambient temperature. After incubation, the staining solution was removed, and the cells were rinsed 1–2 times with distilled water to stop the color reaction. A microscopic examination was then performed.

### 4.8 Plasmid and Lentivirus Construction

Plasmid construction and lentivirus transfection were performed using ViraPower Promoterless Lentiviral Gateway Kits (Invitrogen, USA) according to the manufacturer's instructions.

### 4.9 Small Interfering RNA

siRNA targeting *Zmat1* and *Trim46* were purchased from GenePharma (Shanghai, China). The sequences are listed in Table S2. siRNA transfection was performed using Lipofectamine 2000 (Thermo Fisher Scientific, Cat# 11668019, USA) as described in our previous study. Briefly, RAW264.7 cell lines were seeded in 6‐well plates at a density of 2 × 10^5^ cells per well for 24 h and then transiently transfected with 5 µL of Lipofectamine 2000 and 5 µL of siCon, si*Zmat1* or si*Trim46* for 4 h. Then, the medium was changed to complete α‐MEM, and the knockdown effect of *Zmat1* or *Trim46* was verified by quantitative qPCR and immunoblotting after 48 h.

### 4.10 RNA Isolation and qPCR

Total RNA was isolated from the cells using TRIzol reagent (Invitrogen). Whole cells were collected in 1 mL of TRIzol reagent and homogenized on ice using a tissue homogenizer (PRO). cDNAs were synthesized using a reverse transcription kit (Takara, Japan), and qPCR was performed on a ViiA 7 Real‐Time PCR System (Applied Biosystems) using SYBR (Takara). *β‐actin* was used as an internal control for cDNA. Primers used in this study are listed in Table S1.

### 4.11 Protein Concentration and Immunoblotting Assay

Cells were lysed in RIPA lysis buffer (50 mM Tris‐HCl, pH 7.4, 150 mM NaCl, 1% Nonidet P‐40, and 0.1% SDS). Protein fractions were centrifuged at 13 000 rpm at 4°C for 15 min. Subsequently, supernatants were collected, subjected to sodium dodecyl sulfate‐polyacrylamide gel electrophoresis, and transferred onto NC membranes. The membranes were blocked with 5% BSA and incubated with specific antibodies overnight at 4°C. Primary antibodies used in this study are listed in Table S3. Horseradish peroxidase‐conjugated secondary antibodies (Cell Signaling Technology, USA) were used at a dilution of 1:5000. Antibody complexes were visualized using an enhanced chemiluminescence detection system (Millipore, Burlington, MA, USA).

### 4.12 Co‐Immunoprecipitation (Co‐IP) and Ubiquitination Assay

For standard Co‐IP assays to examine protein interactions, whole‐cell extracts were prepared using lysis buffer after transfection or stimulation and incubated with the appropriate antibodies overnight at 4C. Protein A&G beads (Abmart) were added, and incubation continued for 4 h at 4C. Coprecipitated proteins were washed, eluted with SDS‐loading buffer at 95C for 5 min, and subjected to western blotting analysis. For ubiquitination analysis, a denatured immunoprecipitation (dIP) strategy was employed to eliminate interference from ubiquitinated binding partners. Briefly, cells were harvested in denaturing lysis buffer containing 1% SDS and boiled at 95C for 10 min to disrupt non‐covalent protein interactions. The lysates were then diluted tenfold with standard lysis buffer (without SDS) to reduce the SDS concentration to 0.1% before incubation with primary antibodies and Protein A&G beads as described above.

### 4.13 Inhibitor Experiments

Cells were seeded in six‐well plates at a density of 1.2 × 10^6^ cells/well, with four replicates. Bone marrow‐derived macrophages were treated with a SuperTDU inhibitor to induce osteoclast differentiation, and proteins were extracted after 5 days of RANKL stimulation for subsequent experiments. HEK293T cells were treated with the inhibitors CQ, Baf A1, MG132, and CHX. The medium containing the inhibitors was replaced every other day. DMSO‐treated cells were used as controls.

### 4.14 Immunofluorescence (IF) Staining

OCs or OBs induced as described above were then fixed with 4% PFA for 20 min, permeabilized with 0.1% (v/v) Triton X‐100 for 10 min, and blocked with 5% skim milk for 1 h. Cells were then incubated with primary antibodies (YAP1, CST, Cat# 14074, USA, 1:50; TRIM46, CST, Cat#92574T, USA, 1:200) at 4°C overnight, washed with phosphate‐buffered saline with Tween 20 (PBST) 3 times for 5 min, and then incubated with a fluorescent secondary anti‐mouse antibody (Alexa Fluor 488, green, CST, Cat#8878, USA, 1:100; Alexa Fluor 594, red, CST, Cat#8890S, USA, 1:100). Images were captured using a laser‐scanning confocal microscope (Zeiss LSM 880, Germany).

### 4.15 Ovariectomy‐Induced Bone Loss

Ten‐week‐old female mice were ovariectomized or sham‐operated. Ovariectomized mice were treated with an intravenous injection of Usp26 overexpression adenovirus or control adenovirus starting 2 days after ovariectomy. All mice were euthanized after 2 months, and three mice from each group were randomly assigned for MSCs and BMDMs isolation and subsequently for osteoblastic differentiation and osteoclastic differentiation, respectively. Samples from the remaining 7 mice in each group were collected for micro‐CT scanning and histological analysis.

### 4.16 Cranial Cortical Defect Surgery

Surgery for cranial cortical bone defects was performed as follows. 8‐week‐old *Zmat1^−/−^* mice and littermate controls were anesthetized using an intraperitoneal injection of pentobarbital sodium. An incision was made along the midline of the mouse head to expose the skull. Drill defects in the mouse skull were created using a circular drill bit with a diameter of approximately 2.5 mm. Samples were collected for micro‐computed tomography (CT) scanning and histological analysis 2 weeks after surgery.

### 4.17 Bone Marrow Reconstitution

Bone marrow‐derived cells were obtained by flushing the tibiae and femora of donor mice. Recipient CD45.1 mice were irradiated with 9 Gy and reconstituted by intravenous injection with an equal ratio of BM cells from donor mice (CD45.2 *Zmat1^+/+^* or *Zmat1^−/−^*). The mice were used for at least 8 weeks after bone marrow reconstitution.

### 4.18 Micro‐Computed Tomography

Micro‐CT analysis was performed on the left femur of each mouse as described previously. After fixation with 4% paraformaldehyde, the femurs were scanned on a Skyscan 1172 (Aartselaar, Belgium) with a 10 µm isotropic voxel size, 50 keV, 500 µA. Regions of interest (ROIs) were defined for trabecular and cortical parameters. The trabecular ROI extended from 1 mm proximally to the end of the distal growth plate and over 1 mm toward the diaphysis. The cortical ROI extended from 3 mm proximally to the end of the distal growth plate and over 1 mm toward the diaphysis. The resulting 2D images of the trabecular and cortical bones in relative cross‐sections are shown in grayscale. The bone parameters included trabecular number (Tb.N, 1/mm), bone volume per tissue volume (BV/TV, %), bone mineral density (BMD; g/cm^3^), trabecular separation (Tb.Sp, mm), trabecular pattern factor (Tb.Pf, mm), BS/BV ratio (1/mm), trabecular thickness (Tb.Th, mm), and trabecular separation (Tb.Sp, mm).

For the analysis of cortical bone regeneration, the volume of interest (VOI) was defined as the cylindrical area covering the initial bone defect. The BV/TV and BMD were calculated within the delimited VOI.

### 4.19 Histology H&E and TRAP

Right femurs were isolated, fixed in 4% paraformaldehyde for 24 h, decalcified in 12.5% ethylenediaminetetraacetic acid (EDTA; pH 7.0) for 3 weeks, and embedded in paraffin. Longitudinal sections with a thickness of 8 µm were cut and stained with hematoxylin and eosin (H&E), alkaline phosphatase (Beyotime, China), and TRAP (Sigma, USA), in accordance with the manufacturer's protocols. Bone histomorphometric analysis of OC. S/BS, and TB. S/BS was performed using ImageJ software, and all images were collected using fluorescence microscopy.

### 4.20 The Whole Transcriptome Analysis

To identify the transcription factors specifically involved in RANKL‐induced osteoclast differentiation, we first isolated bone marrow‐derived monocyte/macrophage precursor cells (BMDMs) from wild‐type mice and subjected them to differential stimulation with lipopolysaccharide (LPS; 100 ng/mL) or RANKL (100 ng/mL) for 4 h and 72 h, respectively, to model inflammatory activation and osteoclastogenesis induction. 

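Genes known to mark each stimulus, listed without reference to the values, checked the sample labels. *Nfatc1* had 7.74 ± 1.54 FPKM (SD, n = 3) in control cells and 44.2 ± 18.5 FPKM (SD, n = 3) in RANKL 72 h, a log2 fold change of 2.42 (standard error 0.26, adjusted p = 2.85e-05 from limma with Benjamini-Hochberg adjustment). *Ctsk* rose from 24.0 ± 8.73 to 1060 ± 568 FPKM (SD, n = 3 each) and *Dcstamp* from 0.258 ± 0.237 to 41.8 ± 25.7 FPKM (SD, n = 3 each), with log2 fold changes of 5.38 and 6.97 (adjusted p = 1.30e-05 and 2.42e-06 from limma). In LPS 4 h, *Il6* rose from 0.559 ± 0.208 to 272 ± 8.93 FPKM, *Nos2* from 0.813 ± 0.67 to 347 ± 91.4 FPKM and *Tnf* from 18.6 ± 4.28 to 1970 ± 455 FPKM (SD, n = 3 each), with log2 fold changes of 8.74, 8.77 and 6.72 (adjusted p = 2.00e-08, 2.26e-08 and 4.44e-10 from limma). For each of these 6 genes the 3 stimulated samples all lay above the 3 control samples (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Of 10 listed osteoclast genes, 9 were higher in RANKL 72 h than in control and none in RANKL 4 h. Of 10 listed LPS-response genes, 9 were higher in LPS 4 h and 7 in LPS 72 h. The lists were not exclusive to their stimulus, as *Ctsk* was also higher in LPS 72 h (log2 fold change 1.68, adjusted p = 0.0234 from limma), *Acp5* in LPS 4 h (1.16, adjusted p = 0.031), *Nos2* in RANKL 72 h (1.50, adjusted p = 0.0397) and *Tnf* in RANKL 4 h (0.65, adjusted p = 0.724).

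**Figure D2:**
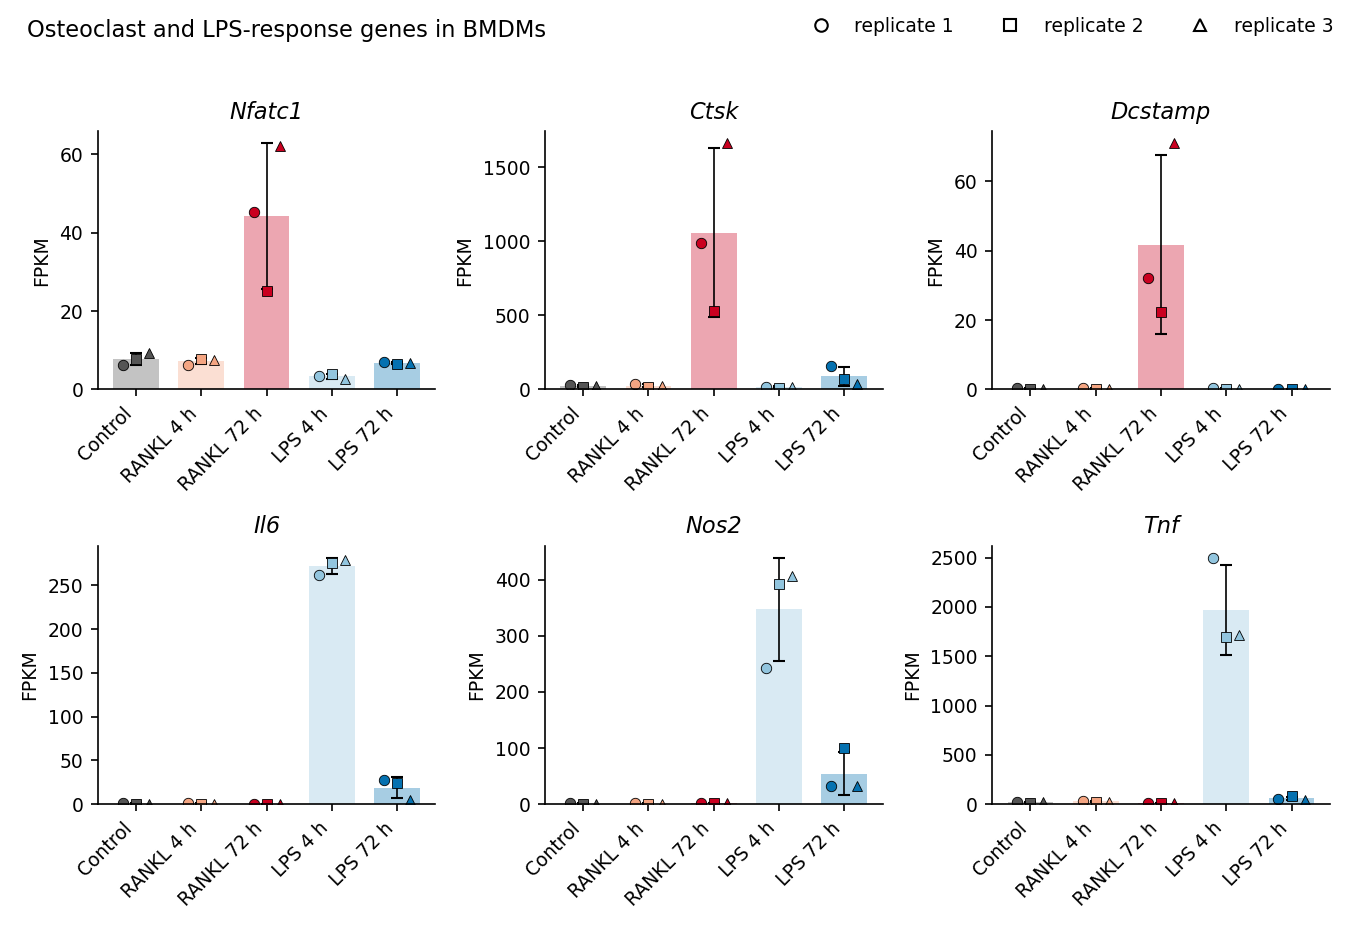
Expression (FPKM) of *Nfatc1*, *Ctsk*, *Dcstamp*, *Il6*, *Nos2* and *Tnf* in each of the 15 samples, with bars for the group mean, error bars for the SD (n = 3) and symbols for replicates 1, 2 and 3. *Ctsk* reaches 532 to 1661 FPKM in RANKL 72 h against 15.5 to 32.9 FPKM in control, and *Il6* reaches 262 to 279 FPKM in LPS 4 h against 0.329 to 0.734 FPKM in control.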

Total RNA was extracted at each time point and subjected to transcriptomic analysis by RNA sequencing (RNA‐seq). 

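In RANKL 72 h, 3431 of the tested genes were changed against control, 2369 higher and 1062 lower, and 2837 of them also had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. RANKL 4 h changed 301 genes, 142 higher and 159 lower, of which 14 passed the adjusted threshold. LPS 72 h changed 3640 genes, 1755 higher and 1885 lower (3212 adjusted), and LPS 4 h changed 5846 genes, 1028 higher and 4818 lower (5650 adjusted). With the replicate number as a block, the numbers of changed genes were 3600, 360, 3767 and 6000 in the same order. Adding a pseudocount of 1 in place of 0.1 moved the RANKL 72 h number most among the alternatives set in advance, to 2461 genes. Centring each sample on its median gene moved LPS 4 h to 3815 genes, 1799 higher and 2016 lower. It moved RANKL 72 h to 3150 genes, 1658 higher and 1492 lower, so the size of the excess of rises there depends on the scaling. Among the 9486 genes with a mean of at least 1 FPKM, the median gene was lower in LPS 4 h than in control by a log2 fold change of -0.54. It differed by 0.13 in RANKL 72 h.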

To distinguish RANKL‐specific transcriptional changes, we performed comparative expression profiling and filtered out genes that were similarly regulated by LPS and RANKL stimulation. 

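At 72 h, 1484 genes were changed by both RANKL and LPS. In 1012 of them, 29.5% of the RANKL-changed genes, the direction was the same, with 524 higher and 488 lower under both stimuli. The other 472 changed in opposite directions, 357 of them higher in RANKL 72 h and lower in LPS 72 h. At 4 h, 191 genes were changed by both stimuli, 95 in the same direction and 96 in opposite directions. Genes with opposite responses were set aside together with the similarly regulated ones, since the paper's criterion is significant expression change under RANKL but not under LPS. Keeping them instead gave 2419 genes at 72 h and 206 at 4 h.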

Only genes that exhibited significant differential expression in response to RANKL, but not to LPS, were retained for further analysis. 

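By this criterion, applied within each time because the paper's text does not name how the times were combined, 1947 genes were RANKL-specific at 72 h, 1488 higher and 459 lower. At 4 h there were 110, 61 higher and 49 lower. The block for replicate number gave 1955 and 124 genes. Both times shared 26 genes, 22 of them changed in the same direction, and 2031 genes were RANKL-specific at either time. No group kept in M-CSF alone for 72 h was analysed here, so at 72 h the criterion cannot separate RANKL from time in culture. Passing the threshold under RANKL and not under LPS leaves open whether the responses differ, so RANKL was also compared directly with LPS at the same time. Of the 1947 genes at 72 h, 1513 (77.7%) differed at an unadjusted p under 0.05, as did 78 of the 110 (70.9%) at 4 h. Requiring no change in LPS at either time lowered the 72 h number most, to 1032 genes, and requiring a Benjamini-Hochberg adjusted p under 0.05 lowered the 4 h number to 4 genes. These 4 were *Smad6*, *Smad7*, *Enc1* and *Sephs2*, named here after their values were seen.

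**Figure D3:**
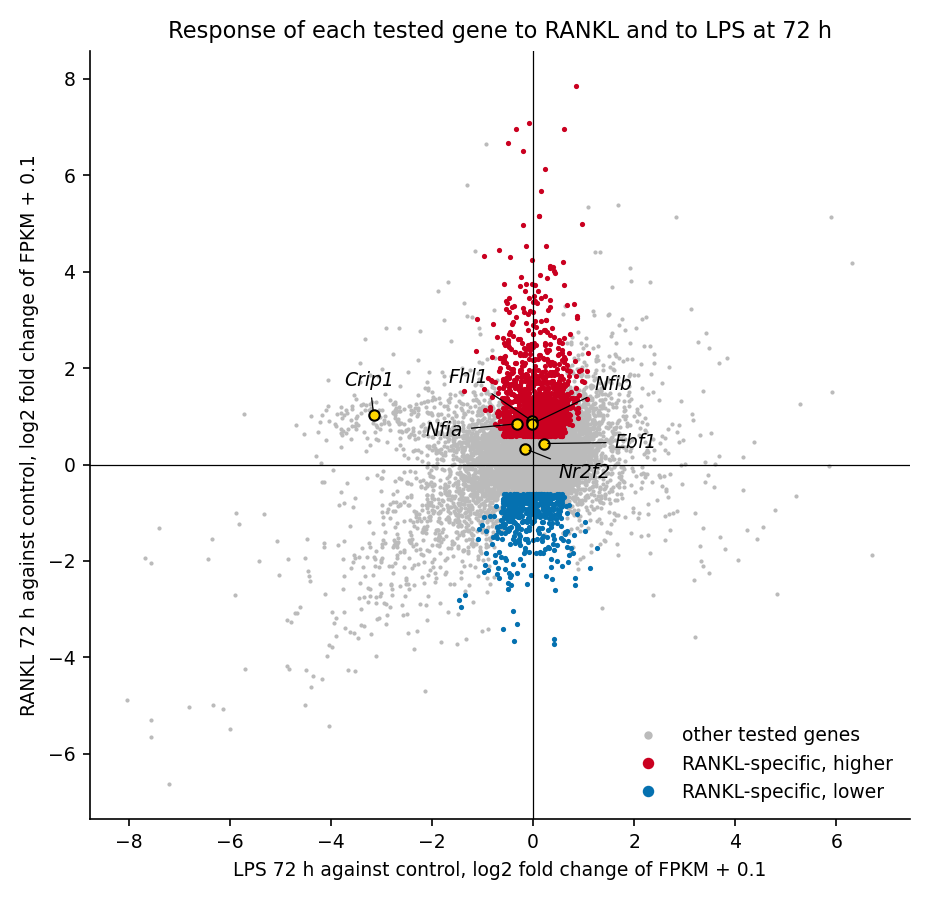
Log2 fold change of each of the 11743 tested genes in RANKL 72 h (vertical axis) against that in LPS 72 h (horizontal axis), both against control on the log2(FPKM + 0.1) scale. Red points are the 1488 RANKL-specific genes that were higher, blue points the 459 that were lower and grey points the other tested genes, and yellow circles mark *Crip1*, *Nr2f2*, *Fhl1*, *Nfib*, *Nfia* and *Ebf1*.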

Raw data were submitted to the NCBI BioProject database under the accession number GSE274540. In the study of the mechanisms by which *Zmat1* regulates osteoclasts, total RNA was extracted from BMDMs isolated from *Zmat1^+^/^+^* and littermate *Zmat1^−^/^−^* mice following RANKL stimulation for 1 and 3 days and subjected to transcriptomic analysis. Raw data were submitted to the NCBI BioProject database under the accession number GSE274930. RNA extraction, mRNA library construction, and sequencing were performed as described previously. After the final transcriptome was generated, StringTie and Ballgown were used to estimate the expression levels of all transcripts and genes by calculating the FPKM (FPKM=[total_exon_fragments/mapped_reads(million)×exon_length(kB)]). Differentially expressed transcripts and genes with a fold change > 1.5 or fold change < 0.66 and P value < 0.05 were selected using the R package edgeR. The signaling pathways correlated with differentially expressed mRNAs were enriched using KEGG pathway analysis.

### 4.21 CUT&Tag and Sequencing (Cleavage under Targets & Tagmentation)

The CUT&Tag assay was performed using the Hyperactive Universal CUT&Tag Assay Kit for Illumina (Vazyme, Shanghai, China), according to the manufacturer's instructions. Briefly, RAW264.7 were stimulated with RANKL and then harvested after washing with PBS. Cells (1 × 10^5^) were bound with concanavalin A‐coated magnetic beads and then incubated with an antibody against at 4°C overnight. The next day, samples were incubated with secondary antibody and then with Hyperactive pA/G‐Transposon for 1 h. DNA was treated with TTBL at 37°C for 1 h and extracted, followed by purification for library amplification. Next‐generation sequencing (second‐generation high‐throughput sequencing) was used to sequence the DNA. Genome mapping was performed using Bowtie (version 0.12.8), and clean reads were compared to the reference genome mm10. MACS (version 2.2.7.1) was used to call the peaks. The BAM file and R package DiffBind were used to analyze the differences between the peaks of the two specified samples. The default parameter was set as fold change ≥ 2 or ≤ 1/2 and P value < 0.05, and the differences between the obtained peaks were annotated. The annotation program was the same as the aforementioned peak annotation program, which included different peak locations and annotation information. The motif analysis was conducted using the “HOMER” tool. The HOMER motif was predicted based on the existing database within the peak. The findmotifs Genome.pl tool for HOMER was used to analyze the specific location of the motif at the peak.

### 4.22 Chromatin Immunoprecipitation (ChIP)

BMDMs were first stimulated with RANKL for the indicated times, cross‐linked with 1% (v/v) methanol‐free formaldehyde for 10 min, terminated with a glycine solution, and then subjected to ChIP assays using a ChIP Assay Kit (Beyotime, China). The antibodies against *Zmat1* (2 µL/sample) and RNA Pol II (1 µL/sample) were from Bethyl Laboratories and Millipore respectively. Purified DNA was detected using qPCR and normalized to the input DNA for each sample. The sequences are presented in Table S1.

### 4.23 Statistical Analysis

All experimental procedures and quantitative assessments were performed in a blinded manner. Assumptions of normality and homoscedasticity were checked for each dataset before the parametric analyses. Data were presented as mean ± SD and *p* < 0.05 was considered statistically significant, with the sample size (n) for each analysis set to be ≥ 3. To evaluate significant differences between groups, Student's t‐test was used for comparisons between two groups, while one‐way or two‐way analysis of variance (ANOVA) was applied for multiple group comparisons. In the presence of significant ANOVA results, post‐hoc analyses were conducted using Tukey's test to adjust for multiple comparisons. All statistical analyses were performed using Prism 6.0 (GraphPad Software, La Jolla, CA, USA).

## Author Contributions

X.C., Y.H., and L.C. contributed equally to this study. S.X., S.X., and H.Z. designed the research; X.C. and Y.H. performed the research; L.C., H.Y., J.C., R.L., and J.S. contributed new reagents; M.C., C.D., Z.Z., and L.L. writing – review and edited.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs74602‐sup‐0001‐SuppMat.docx.

**Supporting File 2**: advs74602‐sup‐0002‐SourceData.docx.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: ZMAT1 Promotes Osteoclastogenesis Through TRIM46 Mediated YAP1 Degradation and Inhibits Osteoblastogenesis
**Source:** Adv Sci (Weinh). 2026 Mar 2;13(27):e21783. doi: 10.1002/advs.202521783
**Supplement:** Supplementary file 1 — Supporting File 1: advs74602‐sup‐0001‐SuppMat.docx.

Title: **ZMAT1 Promotes Osteoclastogenesis through TRIM46 Mediated YAP1 Degradation and Inhibits Osteoblastogenesis**

Author names: Xinyu Chang^1^, Yijin Hou^1^, Likun Cui^2^, Huiqi Yu^1^, Rong Liu^1^, Junhao Sui^1^, Zhong Zheng^1^, Lu Liu^1^, Jie Chen^2^, Mengchen Chen^1^, Chen Ding^1^, Shuogui Xu^1^*, Sheng Xu^2^*, Hao Zhang^1^*.

X. Chang, Y. Hou, and L. Cui contributed equally to this article.

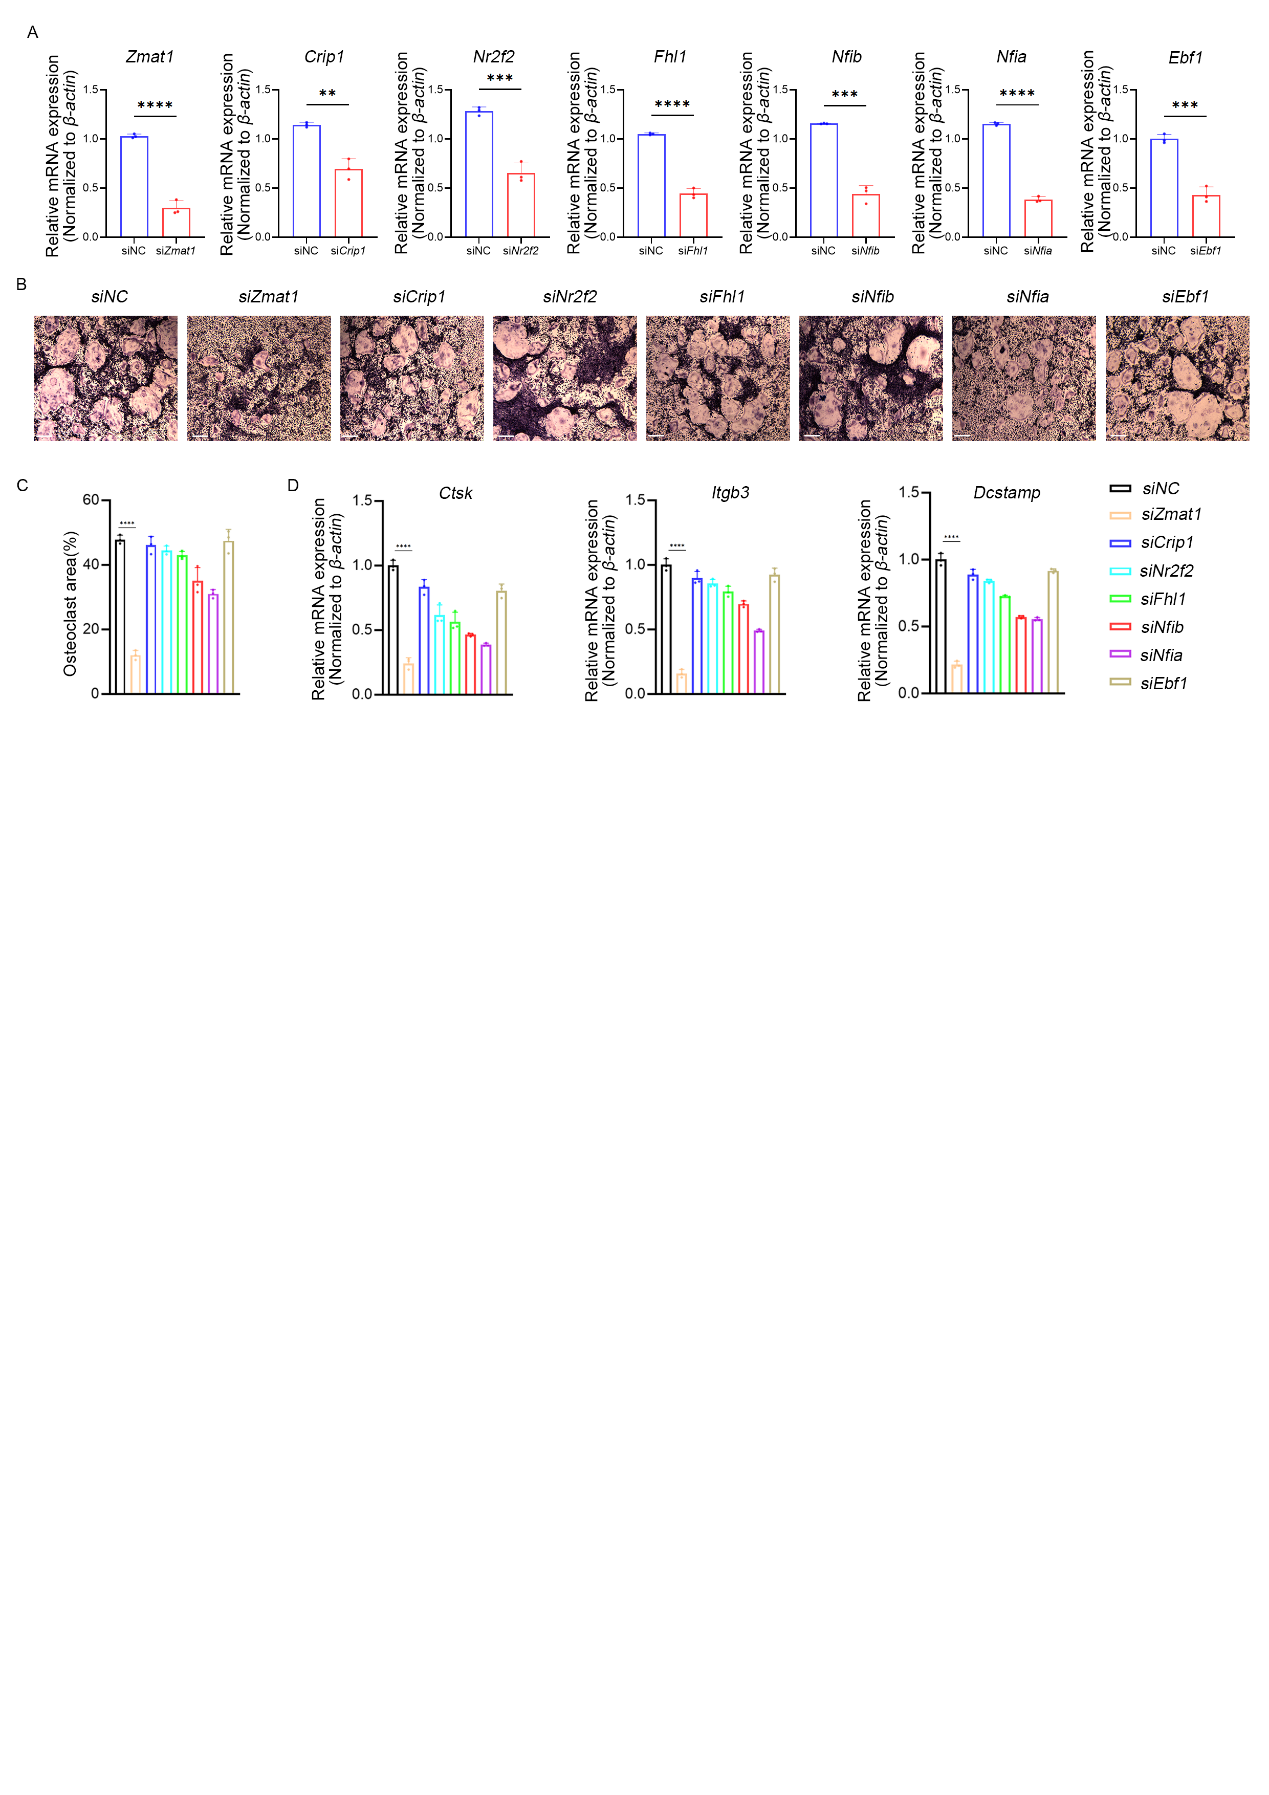

**Supplementary Figure 1. Screening of transcription factors during osteoclast differentiation and identification of *Zmat1* as a potential regulator.** **A** The efficiency of siRNA-mediated knockdown of seven transcription factors (*Zmat1*, *Crip1*, *Nr2f2*, *Fhl1*, *Nfib*, *Nfia*, and *Ebf1*) was validated by qPCR in BMDMs. *β-actin* was used as an internal control. **B** Representative TRAP staining images of osteoclasts differentiated from BMDMs transfected with control siRNA (siNC) or each transcription factor–targeting siRNA. Scale bar, 200 μm. **C** Quantification of osteoclast area (%) based on TRAP staining. **D** Relative mRNA expression levels of osteoclast differentiation markers (*Ctsk*, *Itgb3*, and *Dcstamp*) in BMDMs transfected with the indicated siRNAs, normalized to *β-actin*. All bar graphs are presented as the mean ± SD. ****p < 0.0001 by Student’s *t* test and one-way ANOVA.

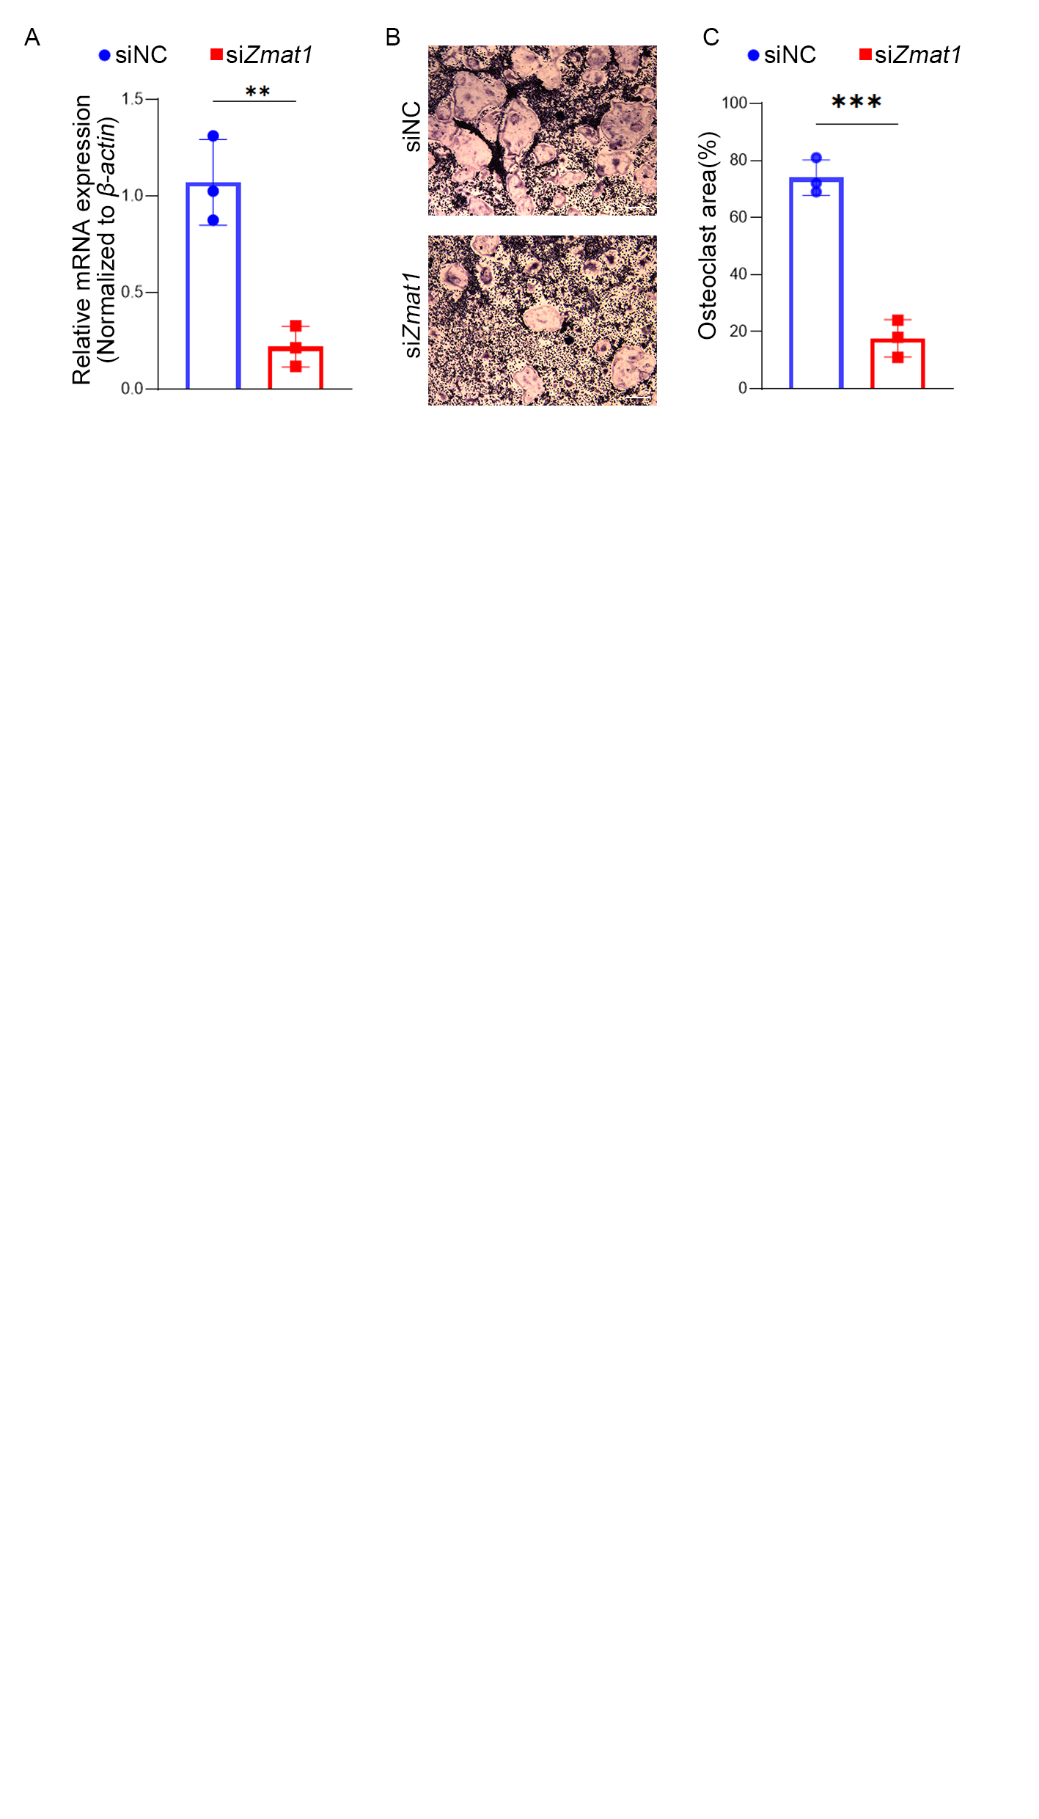

**Supplementary Figure 2. *Zmat1* deficiency reduces osteoclastogenesis*.* A** Knockdown of endogenous *Zmat1* by siRNA. Relative mRNA expression of *Zmat1* in BMDMs from siNC or si*Zmat1* was validated via genotyping by qPCR. **B** Analysis of osteoclast differentiation by TRAP staining. Scale bars represent 100 μm. **C** Quantitative analysis of TRAP staining results for **B**. All bar graphs are presented as the mean ± SD. **p < 0.01; ***p < 0.001; n.s. not significant by Student’s *t* test.

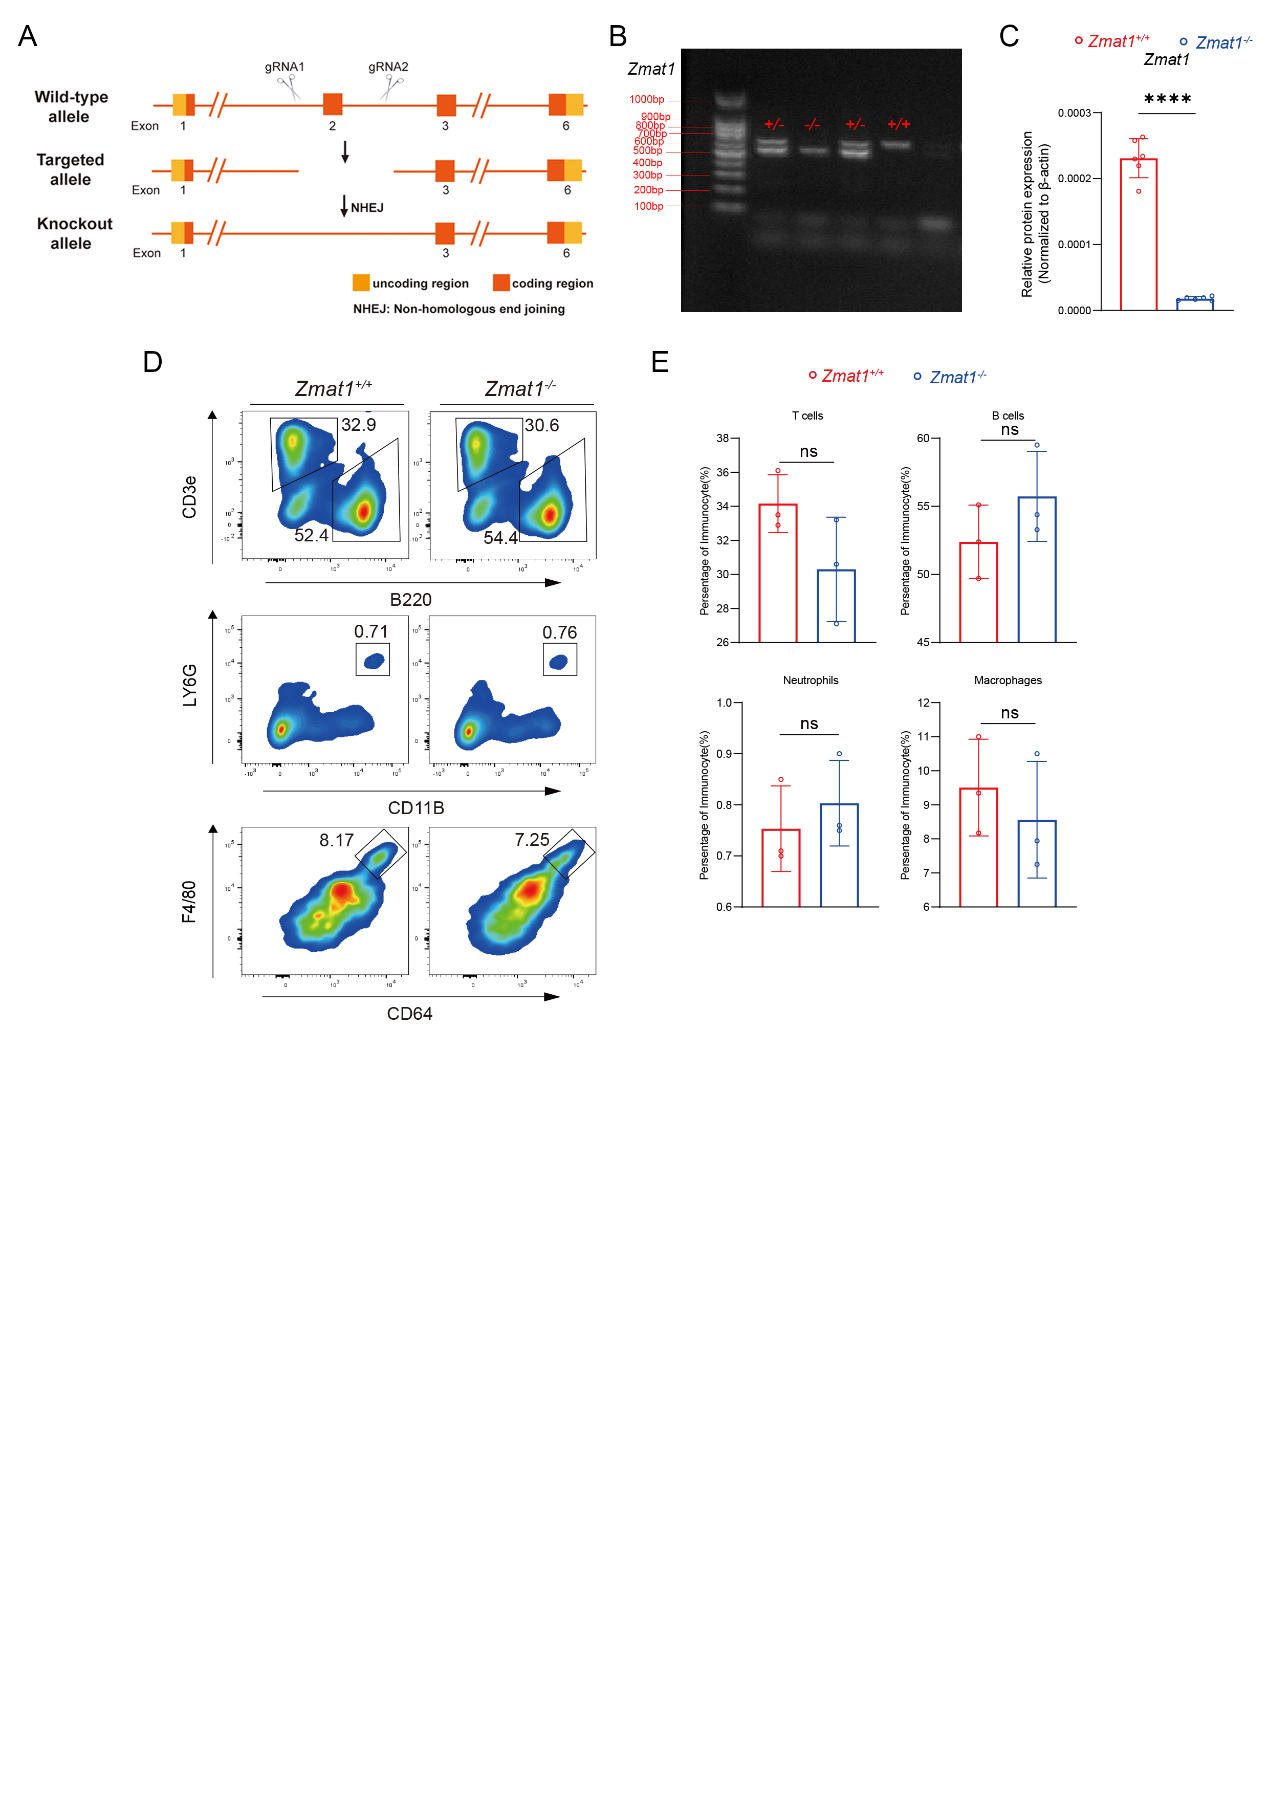

**Supplementary Figure 3. *Zmat1* deficiency does not affect monocyte/macrophage development. A** *Zmat1* global knockout (*Zmat1^-/-^*) mice were designed and generated. **B** Genotype identification via PCR amplification. We performed PCR on genomic DNA extracted from mouse tail tissue using primers specifically designed to distinguish between the wild-type (WT) and knockout alleles. The PCR results demonstrated clear and distinguishable band sizes for *Zmat1^⁺/⁺^* and *Zmat1^⁻/⁻^* mice (corresponding to 675bp and 514bp, respectively), *Zmat1^+/−^* mice exhibited two bands. **C** Relative mRNA expression of *Zmat1* in BMDMs from *Zmat1^+/+^* and *Zmat1^-/-^* mice was validated by qPCR. n=6. **D** Flow cytometry plots showing the gating strategy and frequencies of CD3e+ T cells, B220+ B cells, LY6G+ neutrophils, and F4/80+ CD64+ macrophages in bone marrow cells from *Zmat1^+/+^* and *Zmat1^-/-^* mice. **E** Quantitative analysis of the percentage of T cells, B cells, neutrophils, and macrophages in bone marrow, expressed as mean ± SD (n = 3 mice per group). All bar graphs are presented as the mean ± SD. *p < 0.05; n.s. not significant by Student’s *t* test.

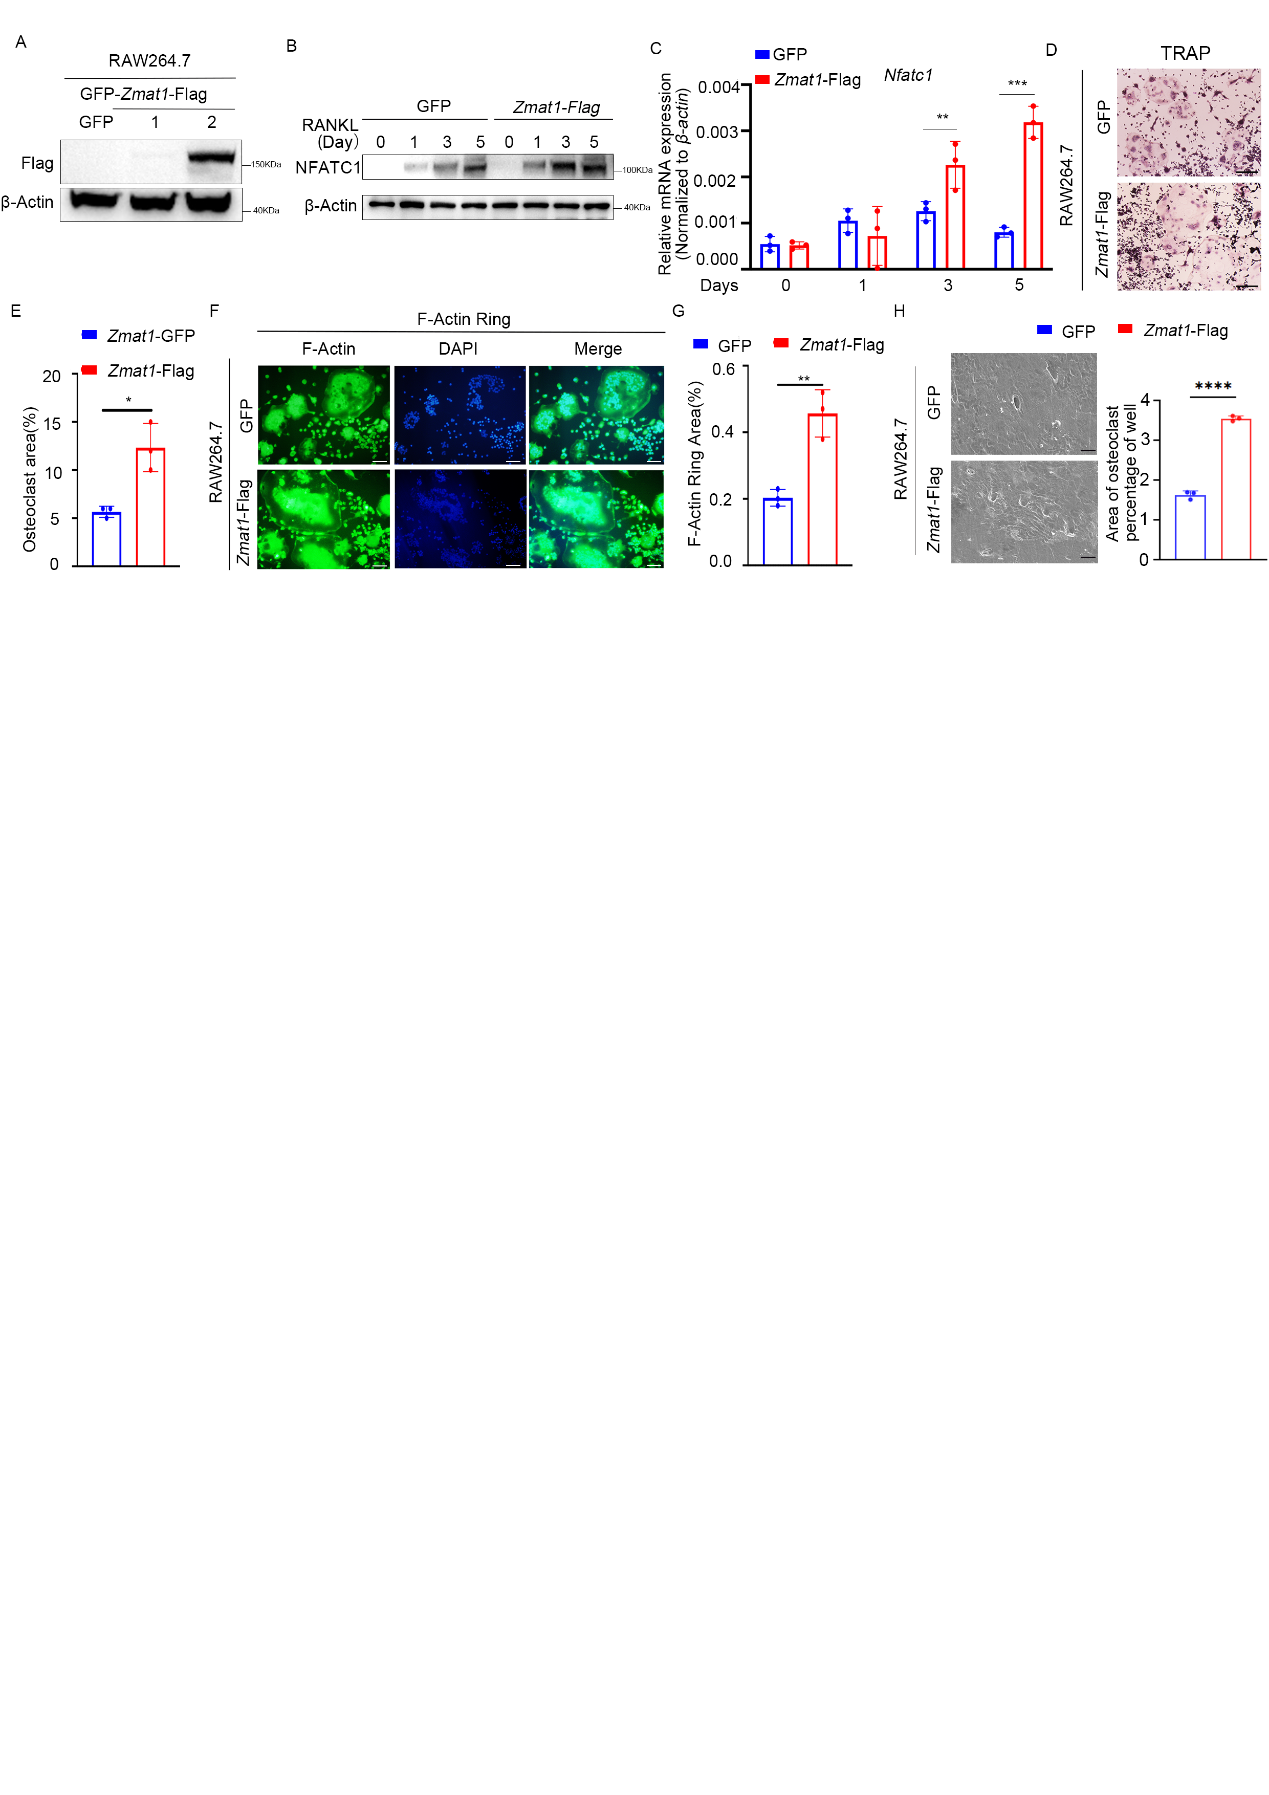

**Supplementary Figure 4. ZMAT1 overexpression promotes osteoclast differentiation**. **A** Overexpressed ZMAT1 was detected by western blot with an anti-Flag antibody. **B** Representative immunoblot of NFATc1 in RAW264.7 cells overexpressing ZMAT1 or the control group. β-Actin was used as a loading control. Osteoclast precursor cells were cultured with M-CSF and RANKL in day0, 1,3 and 5. **C** RT-qPCR analysis of *Nfatc1* mRNA from GFP or *Zmat1*-Flag during osteoclastogenesis at day 0, 1,3 and 5. Normalized relative to *β-actin* mRNA. n = 3. **D, E** Representative TRAP staining of *Zmat1*-overexpressed RAW264.7 and quantitative analysis of TRAP positive staining area are shown. **F** Fluorescence microscopy of F-actin ring stain in mature osteoclasts. Scale bars represent 100 μm. **G** Quantification of F-actin area, expressed as the percentage of total cell area. n = 3. **H** Representative images and quantification of bone resorption pits formed by mature osteoclasts. All bar graphs are presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; n.s. not significant by Student’s *t* test and two-way ANOVA.

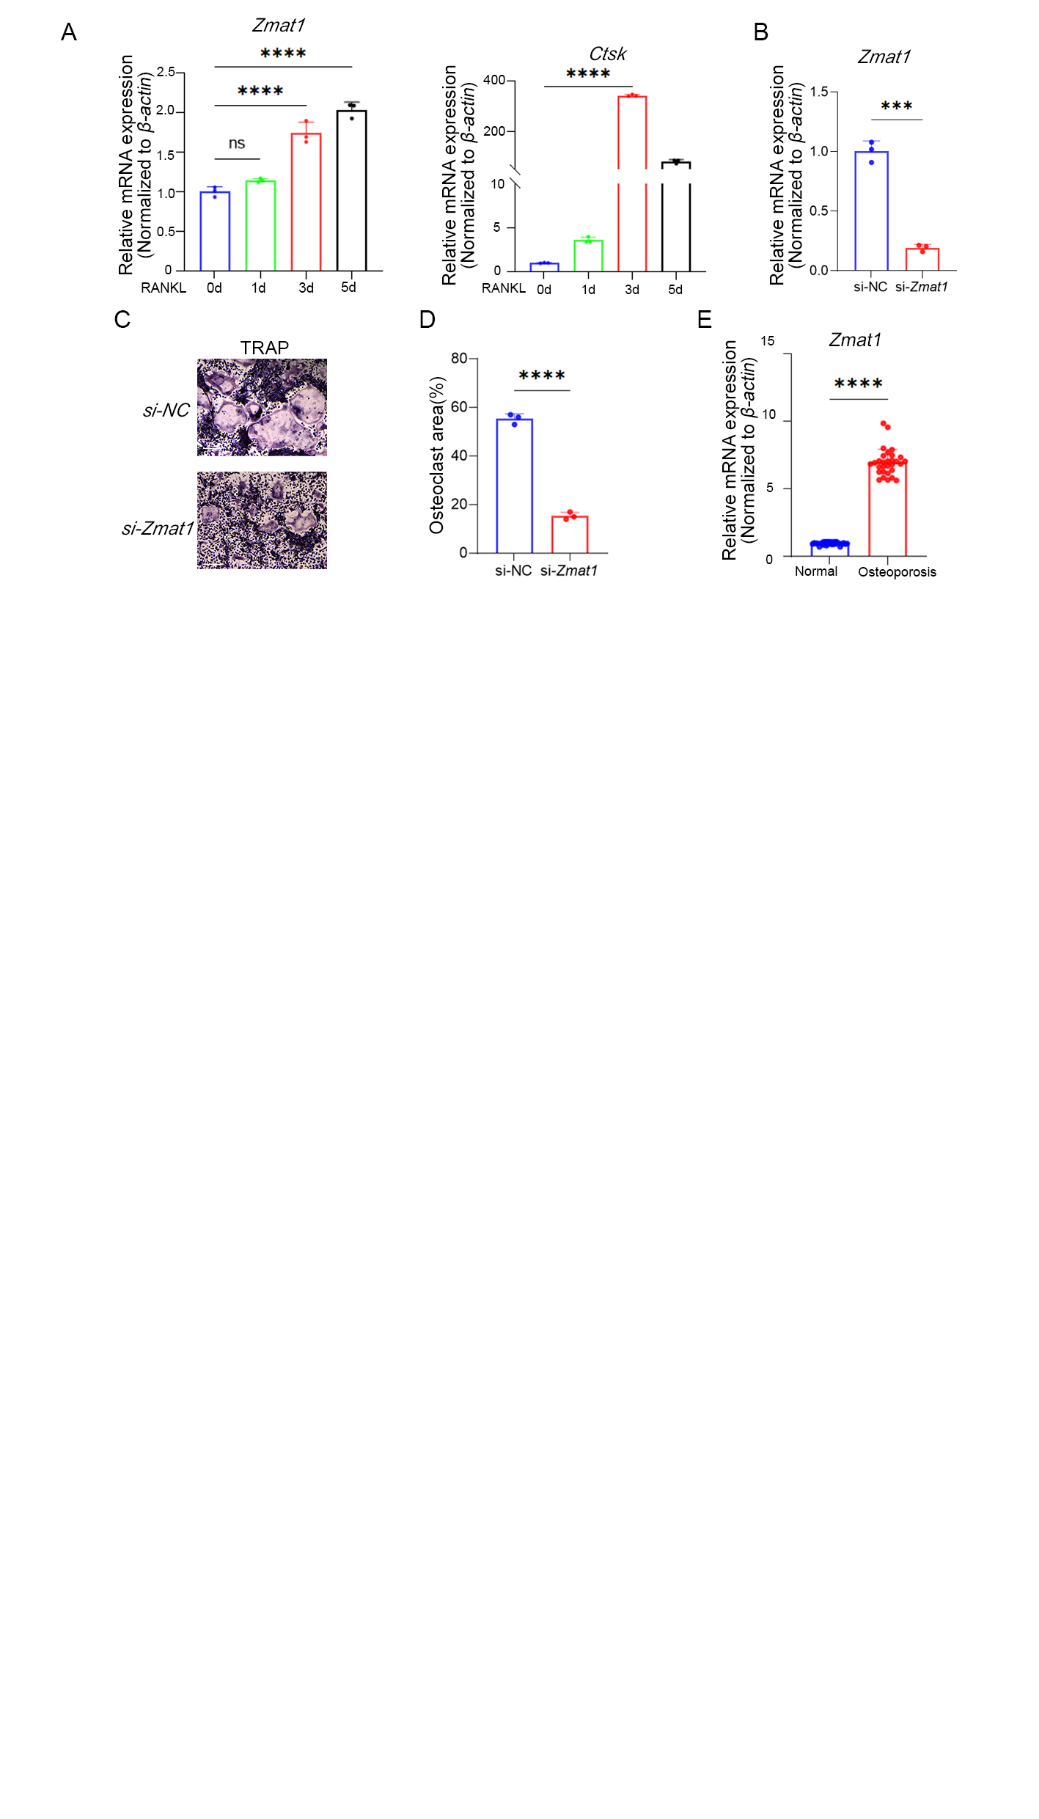

**Supplementary Figure 5. *Zmat1* regulates the differentiation of human osteoclasts in vitro.** **A** *Zmat1* and *Ctsk* mRNA expression in PBMC-derived monocytes undergoing osteoclast differentiation upon RANKL stimulation at days 0, 1, 3, and 5. **B** qPCR analysis showing the relative mRNA expression level of *Zmat1* after siRNA-mediated knockdown during human osteoclast differentiation. n=3. **C** Analysis of human osteoclast differentiation by TRAP staining. Scale bars represent 100 μm. **D** Quantitative analysis of TRAP staining results for **C**. **E** mRNA expression of *Zmat1* in PBMCs from normal and osteoporosis patients (n=30). All bar graphs are presented as the mean ± SD. ***p < 0.001, ****p < 0.0001 by one-way ANOVA.

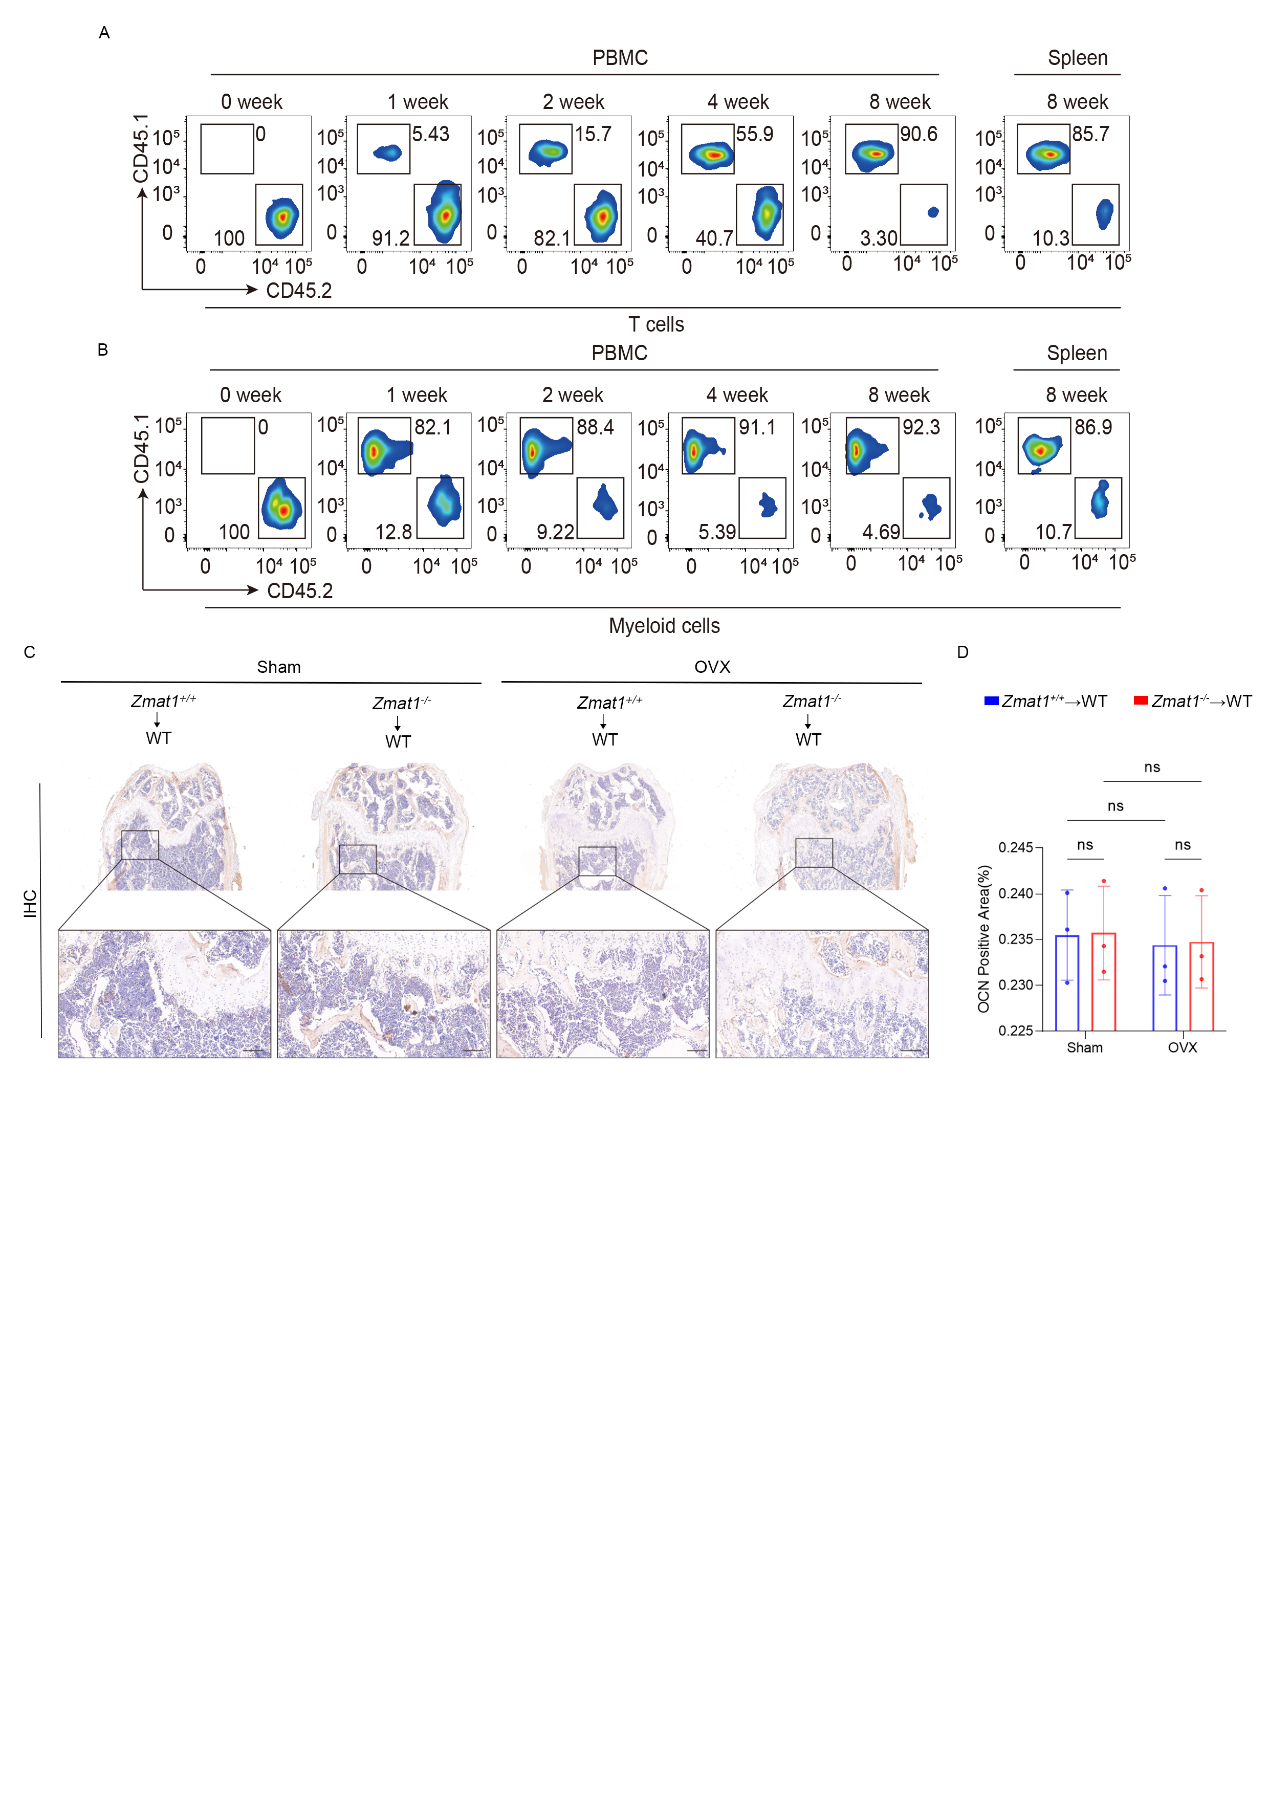

**Supplementary Figure 6. Bone marrow transplantation model validation in *Zmat1^+/+^*/*Zmat1^-/-^* recipient mice.** CD45.1 donor-derived bone marrow cells were transplanted into lethally irradiated (8Gy) CD45.2 *Zmat1^+/+^/Zmat1^-/-^* recipient mice. **A** Peripheral blood T cell percentages were analyzed at 0, 1, 2, 4, and 8weeks post-transplantation to assess reconstitution kinetics. Recipient mice were euthanized at 8 weeks for splenic T cell proportion analysis by CD45.1/CD45.2 staining. **B** Peripheral blood myeloid cell percentages were measured at 0, 1, 2, 4, and 8 weeks post-transplantation as indirect indicators of myeloid cell reconstitution kinetics. Splenic myeloid cell proportions were analyzed upon euthanasia at the 4-week endpoint. **C** Representative immunohistochemical staining of osteocalcin (OCN) in femoral sections from *Zmat1^+/+^* and *Zmat1^−/−^* mice under Sham or ovariectomy (OVX) conditions. Insets show higher-magnification views of the trabecular bone region. Scale bar = 100 μm. **D** Quantification of OCN-positive area (%). Data are presented as mean ± SD (n = 3). n.s. not significant by two-way ANOVA.

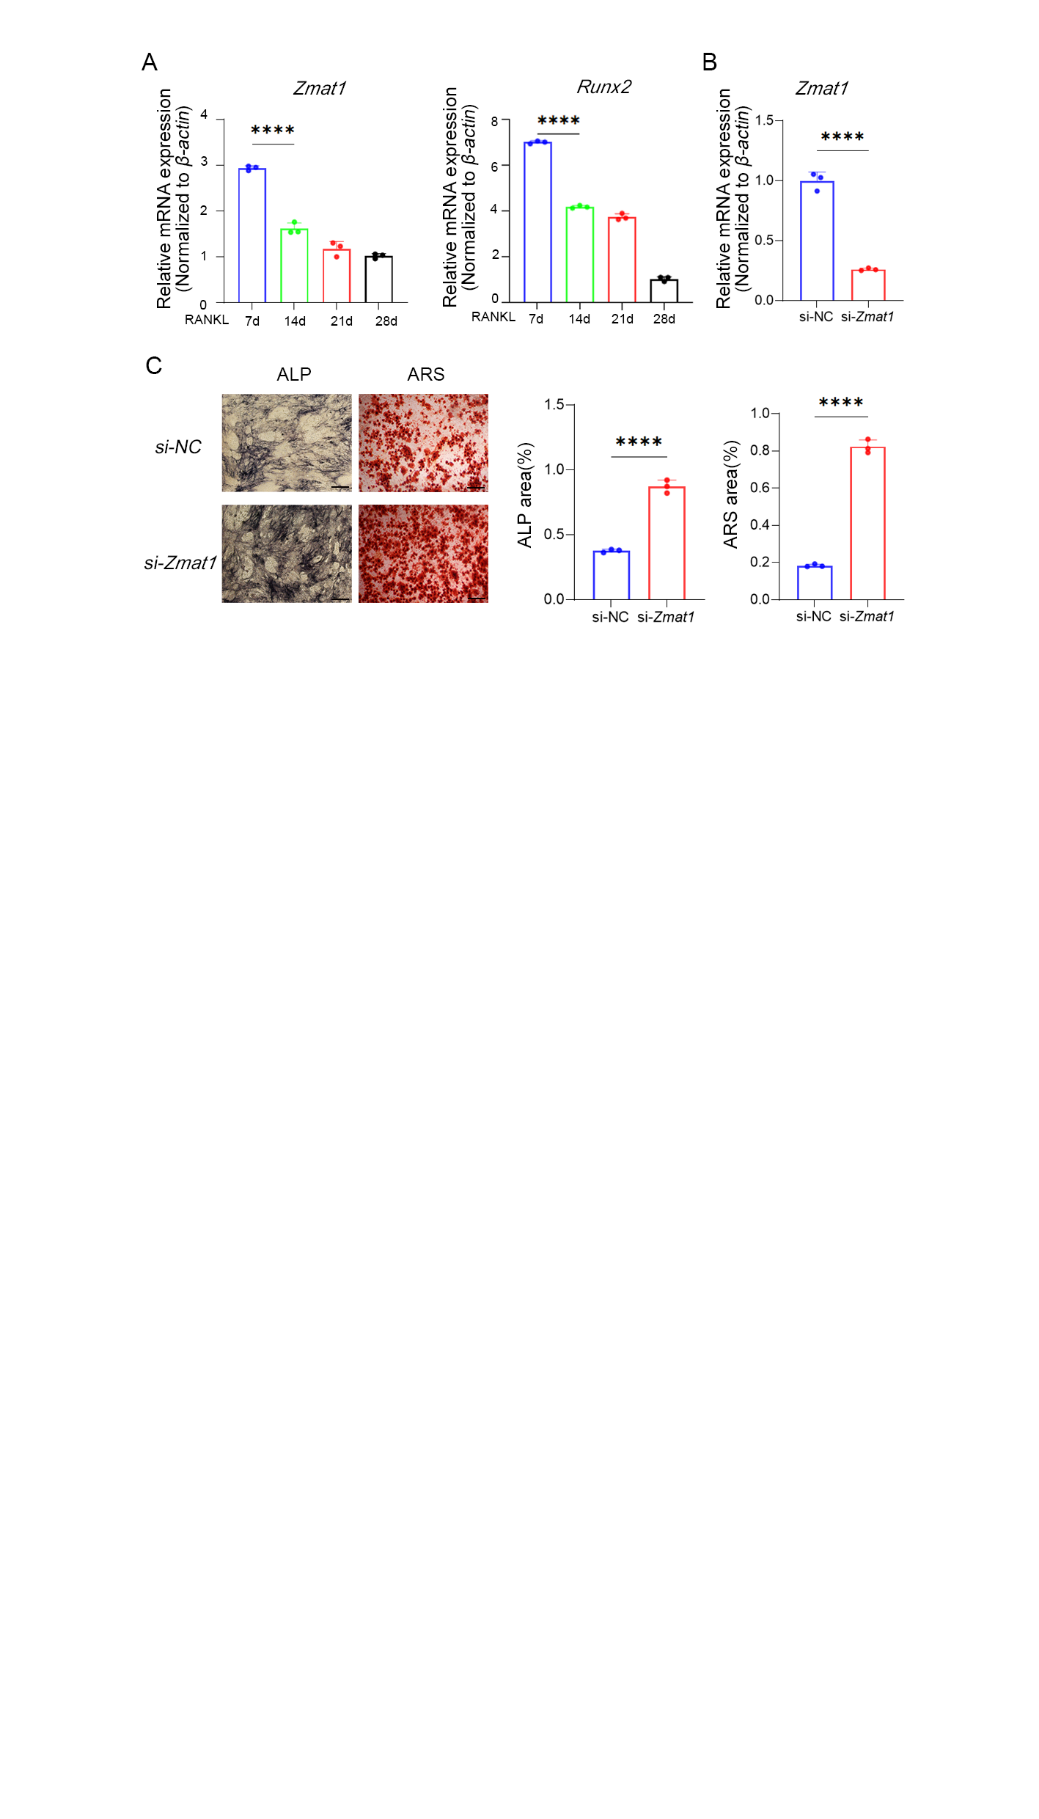

**Supplementary Figure 7. *Zmat1* regulates the differentiation of human osteoblasts in vitro. A** *Zmat1* and *Runx2* mRNA expression in human BMSCs undergoing osteogenic differentiation at days 7, 14, 21, and 28. n=3. **B** qPCR analysis showing the relative mRNA expression level of *Zmat1* after siRNA-mediated knockdown of human BMSCs. **C** Analysis of human osteoblast differentiation by ALP and ARS staining. Scale bars represent 100 μm. All bar graphs are presented as the mean ± SD. ***p < 0.001, ****p < 0.0001 by one-way ANOVA.

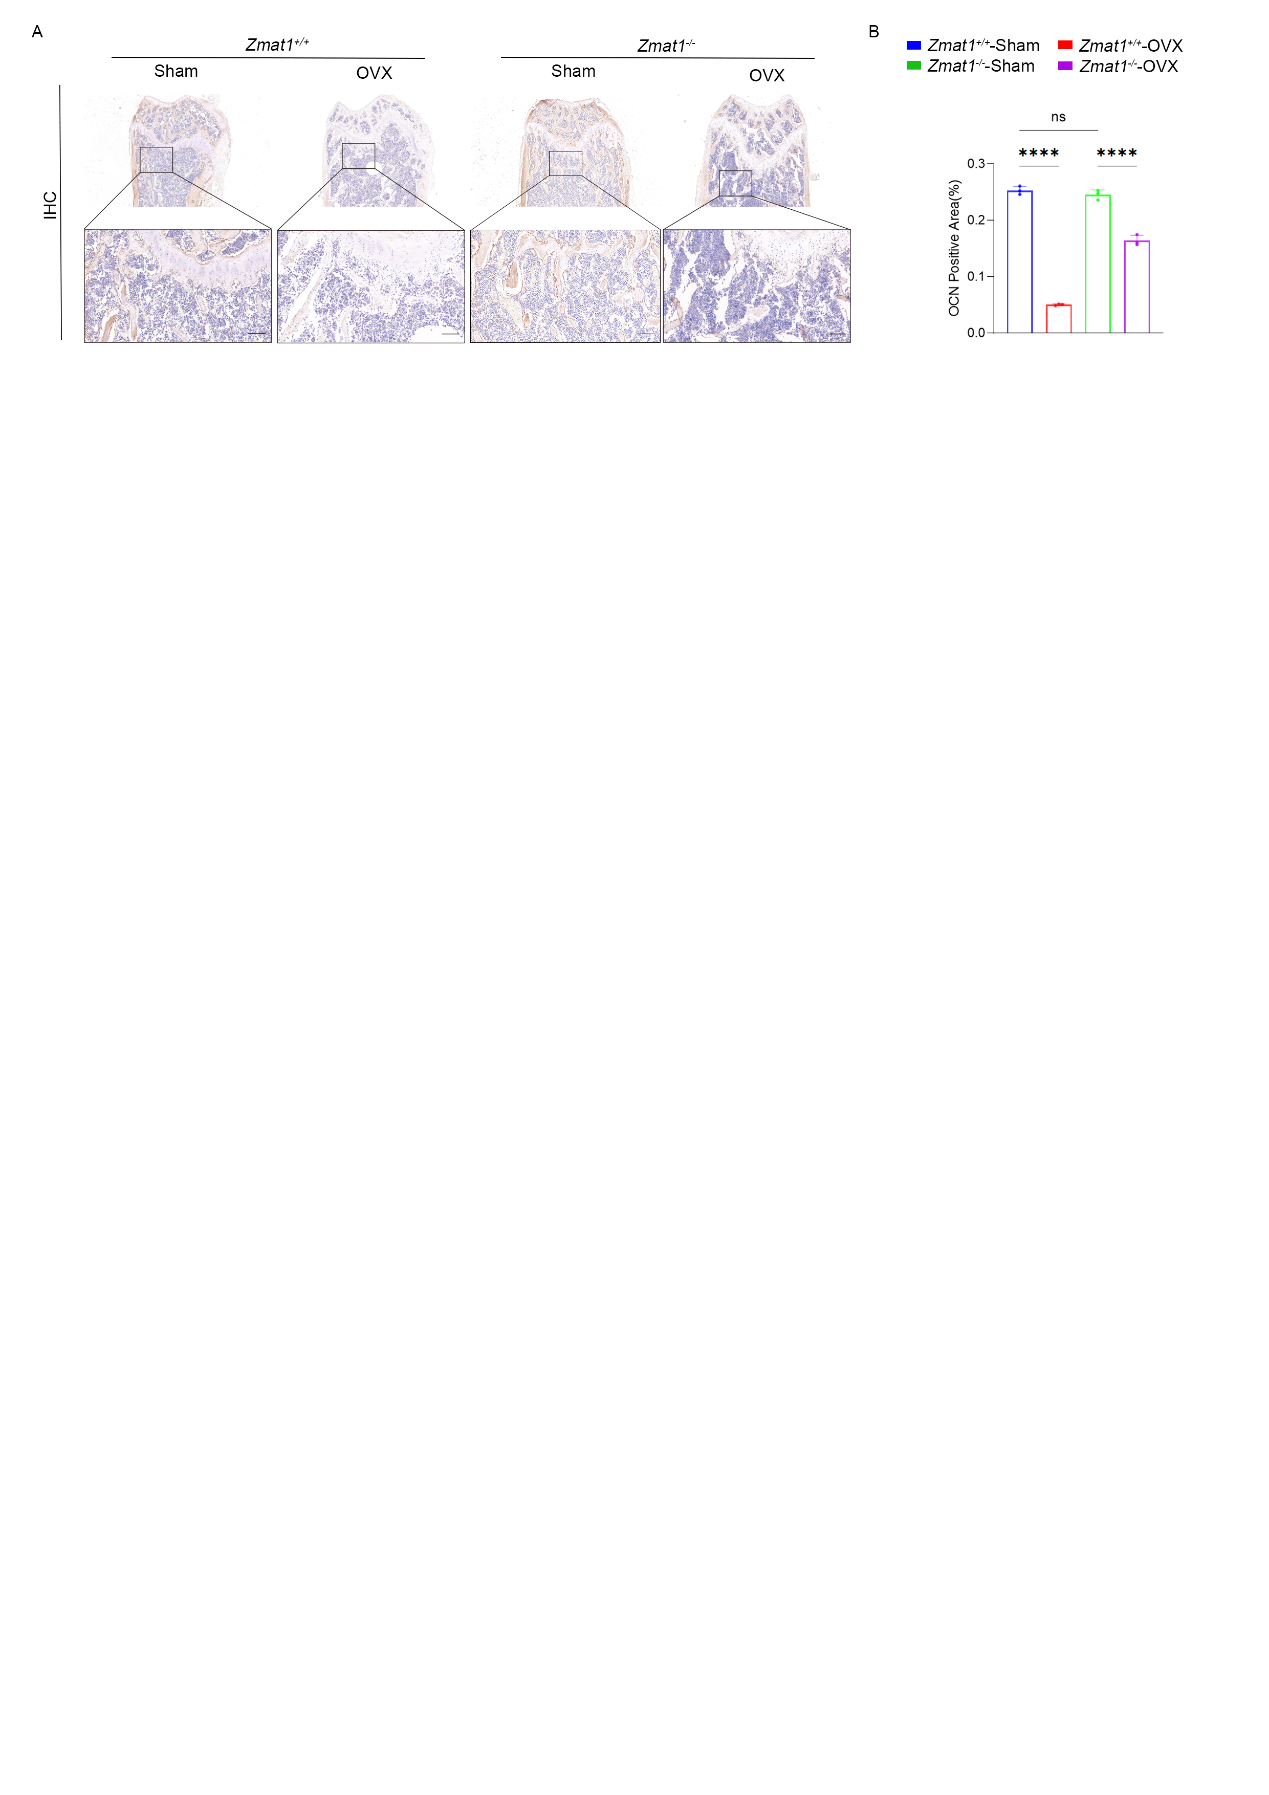

**Supplementary Figure 8. Immunohistochemical analysis of OCN expression in femoral sections from *Zmat1^+/+^* and *Zmat1^−/−^* mice. A** Representative immunohistochemical staining of osteocalcin (OCN) in femoral sections from *Zmat1^+/+^* and *Zmat1^−/−^* mice under Sham or ovariectomy (OVX) conditions. Insets show higher-magnification views of the trabecular bone region. Scale bar = 100 μm. **B** Quantification of OCN-positive area (%). Data are presented as mean ± SD (n = 3). **p < 0.01, ****p < 0.0001 by one-way ANOVA.

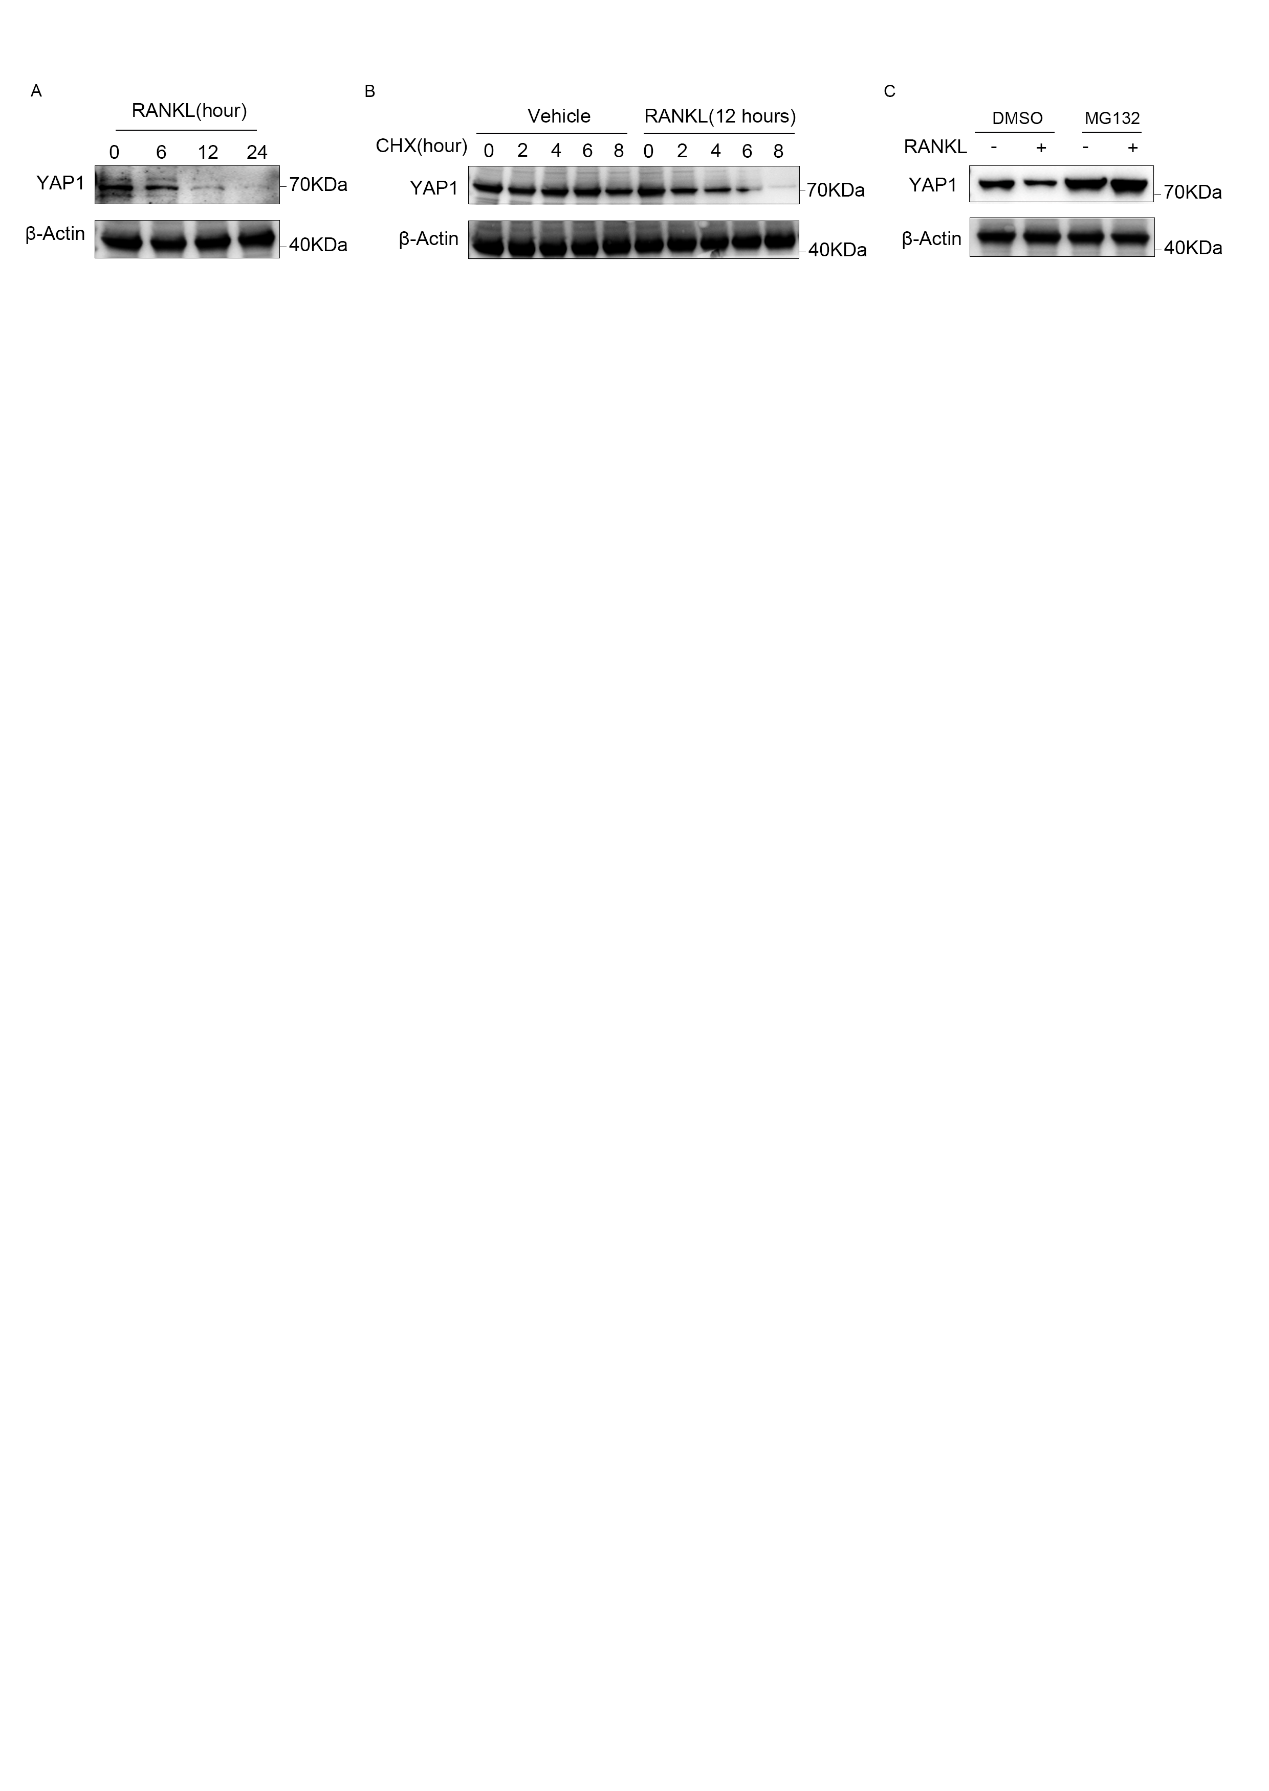

**Supplementary Figure 9. The rapid loss of YAP1 during the early stage of osteoclast differentiation is primarily attributed to proteasome-mediated degradation.** **A** YAP1 protein expression gradually decreased following RANKL stimulation at 0 h, 6 h,12 h and 24 h. **B** CHX chase assays revealed that YAP1 underwent accelerated degradation in the presence of RANKL compared with the vehicle group. **C** YAP1 protein levels under RANKL stimulation with or without the proteasome inhibitor MG132.

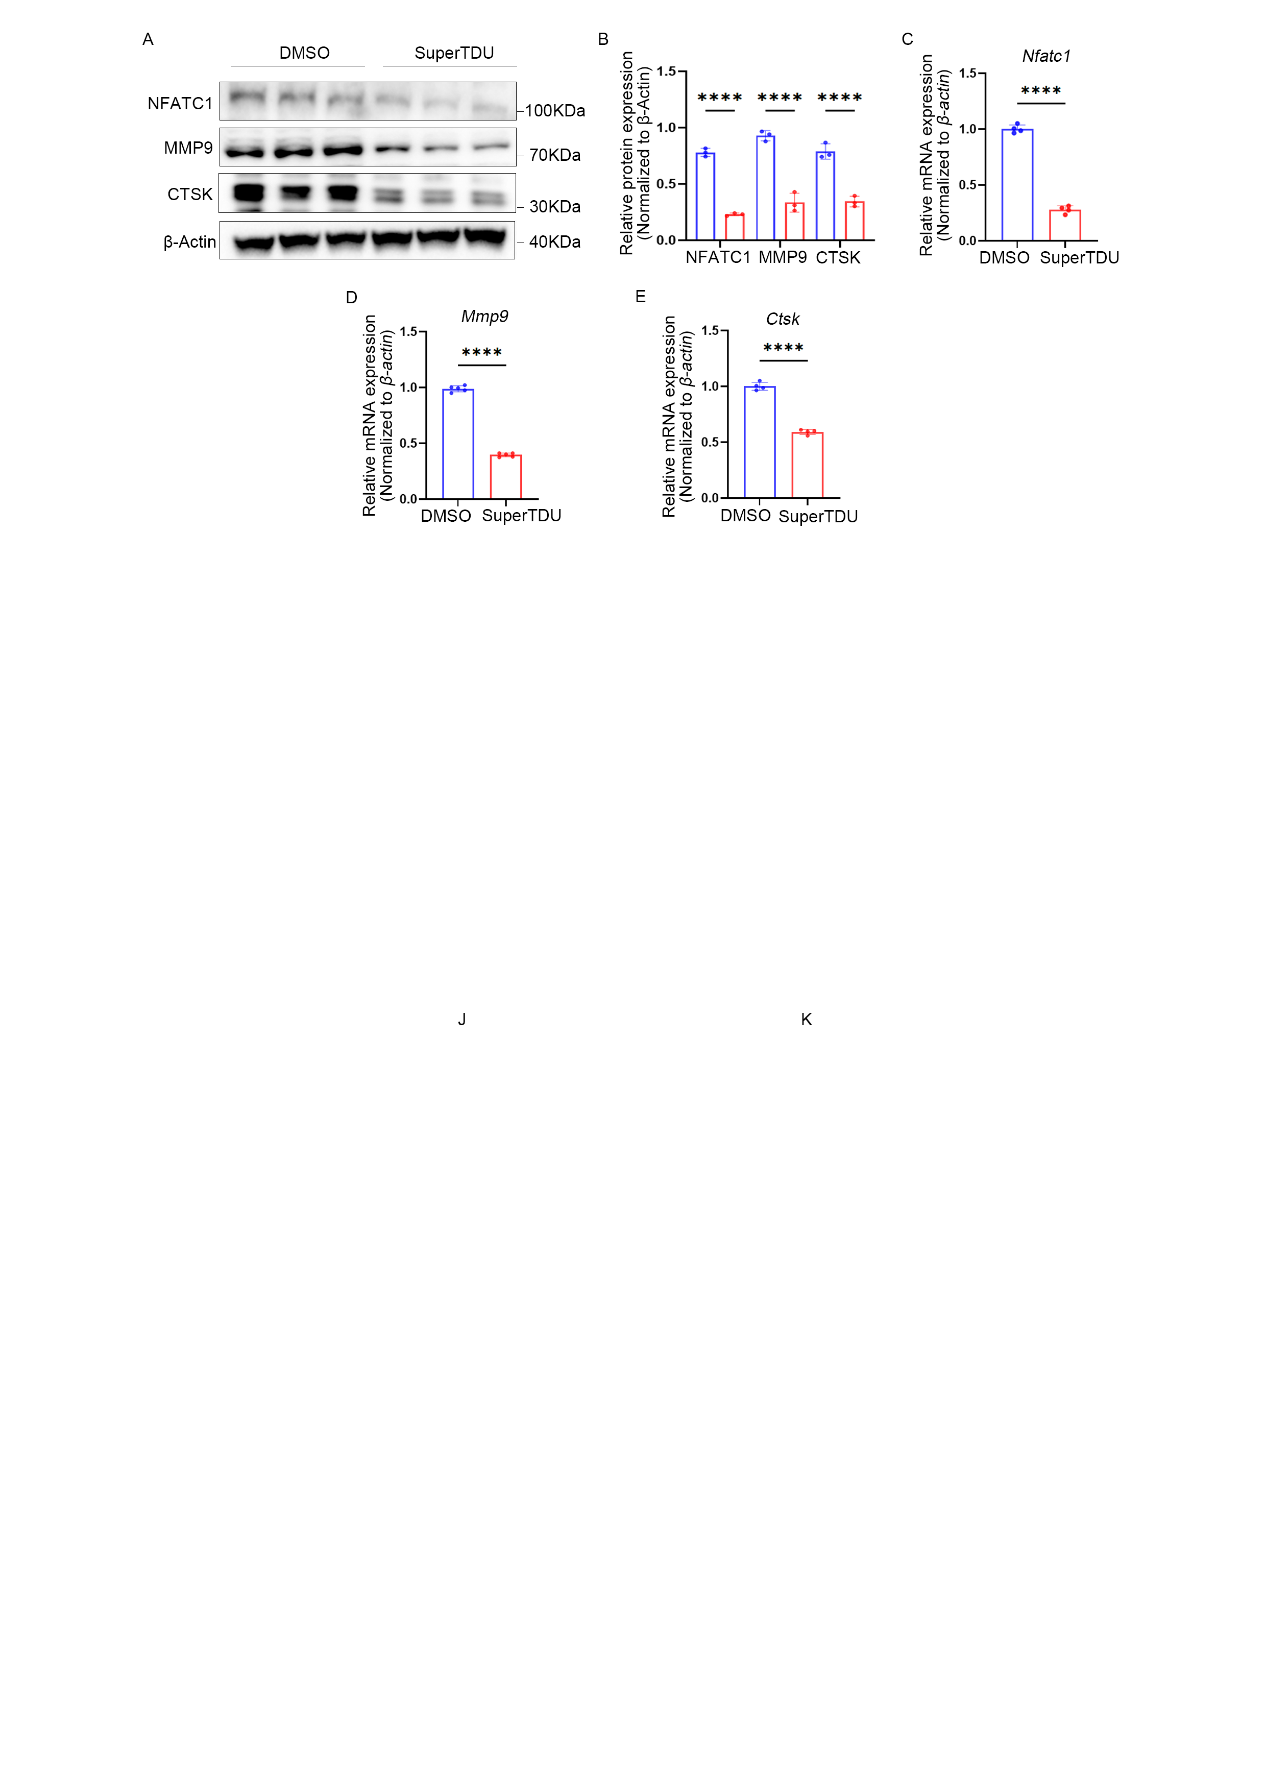

**Supplementary Figure 10. YAP1 directly regulates the formation of osteoclasts**. **A** Representative immunoblotting analysis of NFATC1, MMP9, and CTSK protein expression in BMDMs treated in medium added to 10μM Super TDU with 100 ng/ml RANKL and 50 ng/ml M-CSF followed by the indicated time. **B** Densitometric quantification of NFATC1, MMP9, and CTSK band intensities from three independent experiments. β-Actin was used as a loading control. **C-E** qPCR analysis of *Nfatc1*, *Mmp9*, and *Ctsk* in osteoclastogenesis. Cells were cultured in medium containing 10μM Super TDU with 100 ng/ml RANKL and 50 ng/ml M-CSF. All bar graphs are presented as the mean ± SD. ****p < 0.0001 by Student’s *t* test and two-way ANOVA.

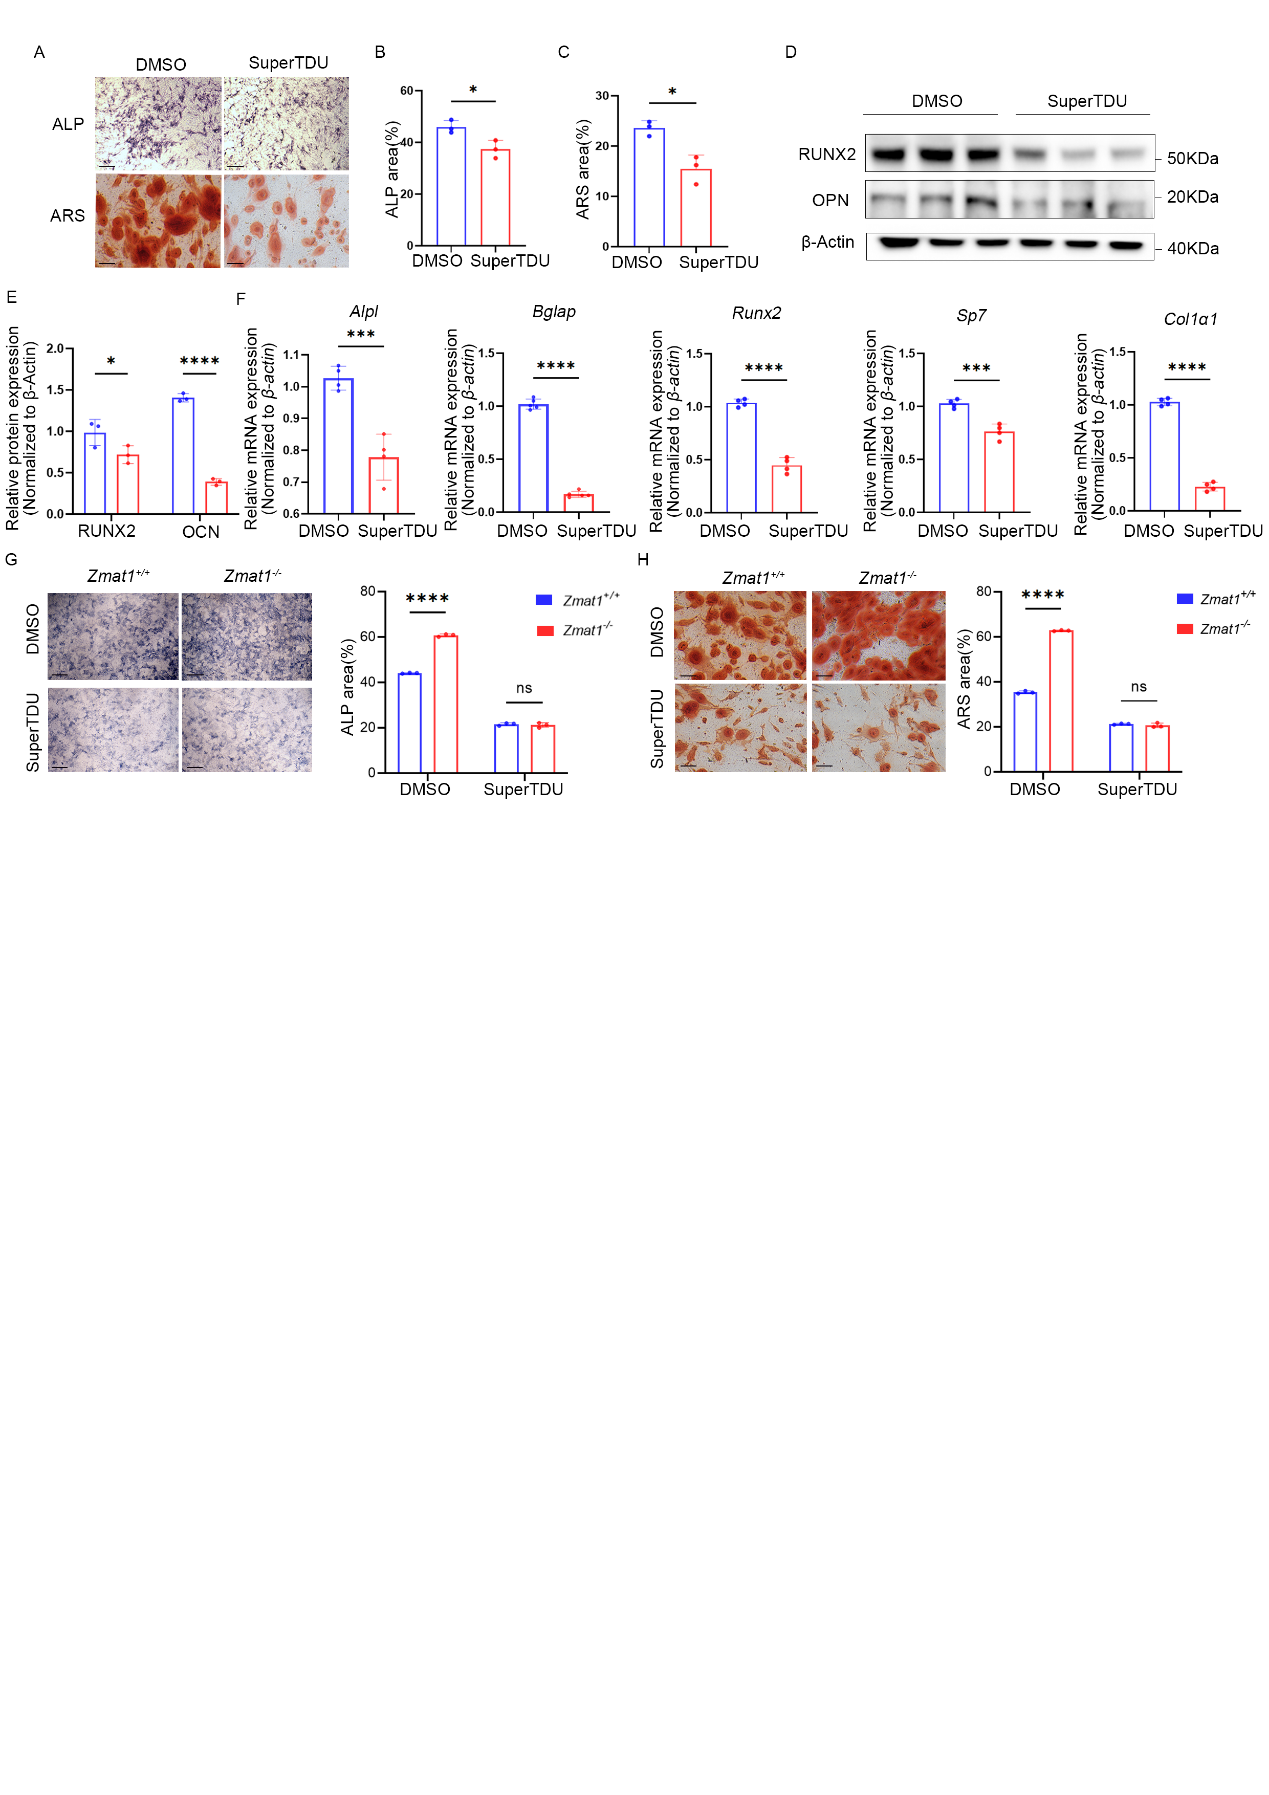

**Supplementary Figure 11. YAP1 regulates the formation of osteoblasts. A** Representative image of ALP and ARS staining of osteoblasts cultured for 21 days in medium containing 10μM Super TDU. Scale bars, 50μm. **B-C** ALP and ARS staining surface percent was calculated for **A**. **D** Representative immunoblotting analysis of RUNX2 and OPN protein expression in osteoblasts cultured in medium containing 10μM SuperTDU. **E** Densitometric quantification of RUNX2 and OPN band intensities from three independent experiments. β-Actin was used as a loading control. **F** qPCR analysis of osteogenic biomarker genes *Alpl*, *Bglap*, *Runx2*, *Sp7*, and *Col1α1* in osteoblasts with osteogenic induction. **G** Representative images of ALP staining and surface percent were calculated for osteoblasts from *Zmat1^+/+^* and *Zmat1^-/-^* mice cultured in medium containing SuperTDU. Scale bars, 50μm. **H** Representative images of ARS staining and quantification of ARS-positive surface area in osteoblasts derived from *Zmat1^+/+^* and *Zmat1^-/-^* mice cultured in medium containing SuperTDU. Scale bars, 50μm. All bar graphs are presented as the mean ± SD. *p < 0.05; ***p < 0.001; ****p < 0.0001; n.s. not significant by Student’s *t* test and two-way ANOVA.

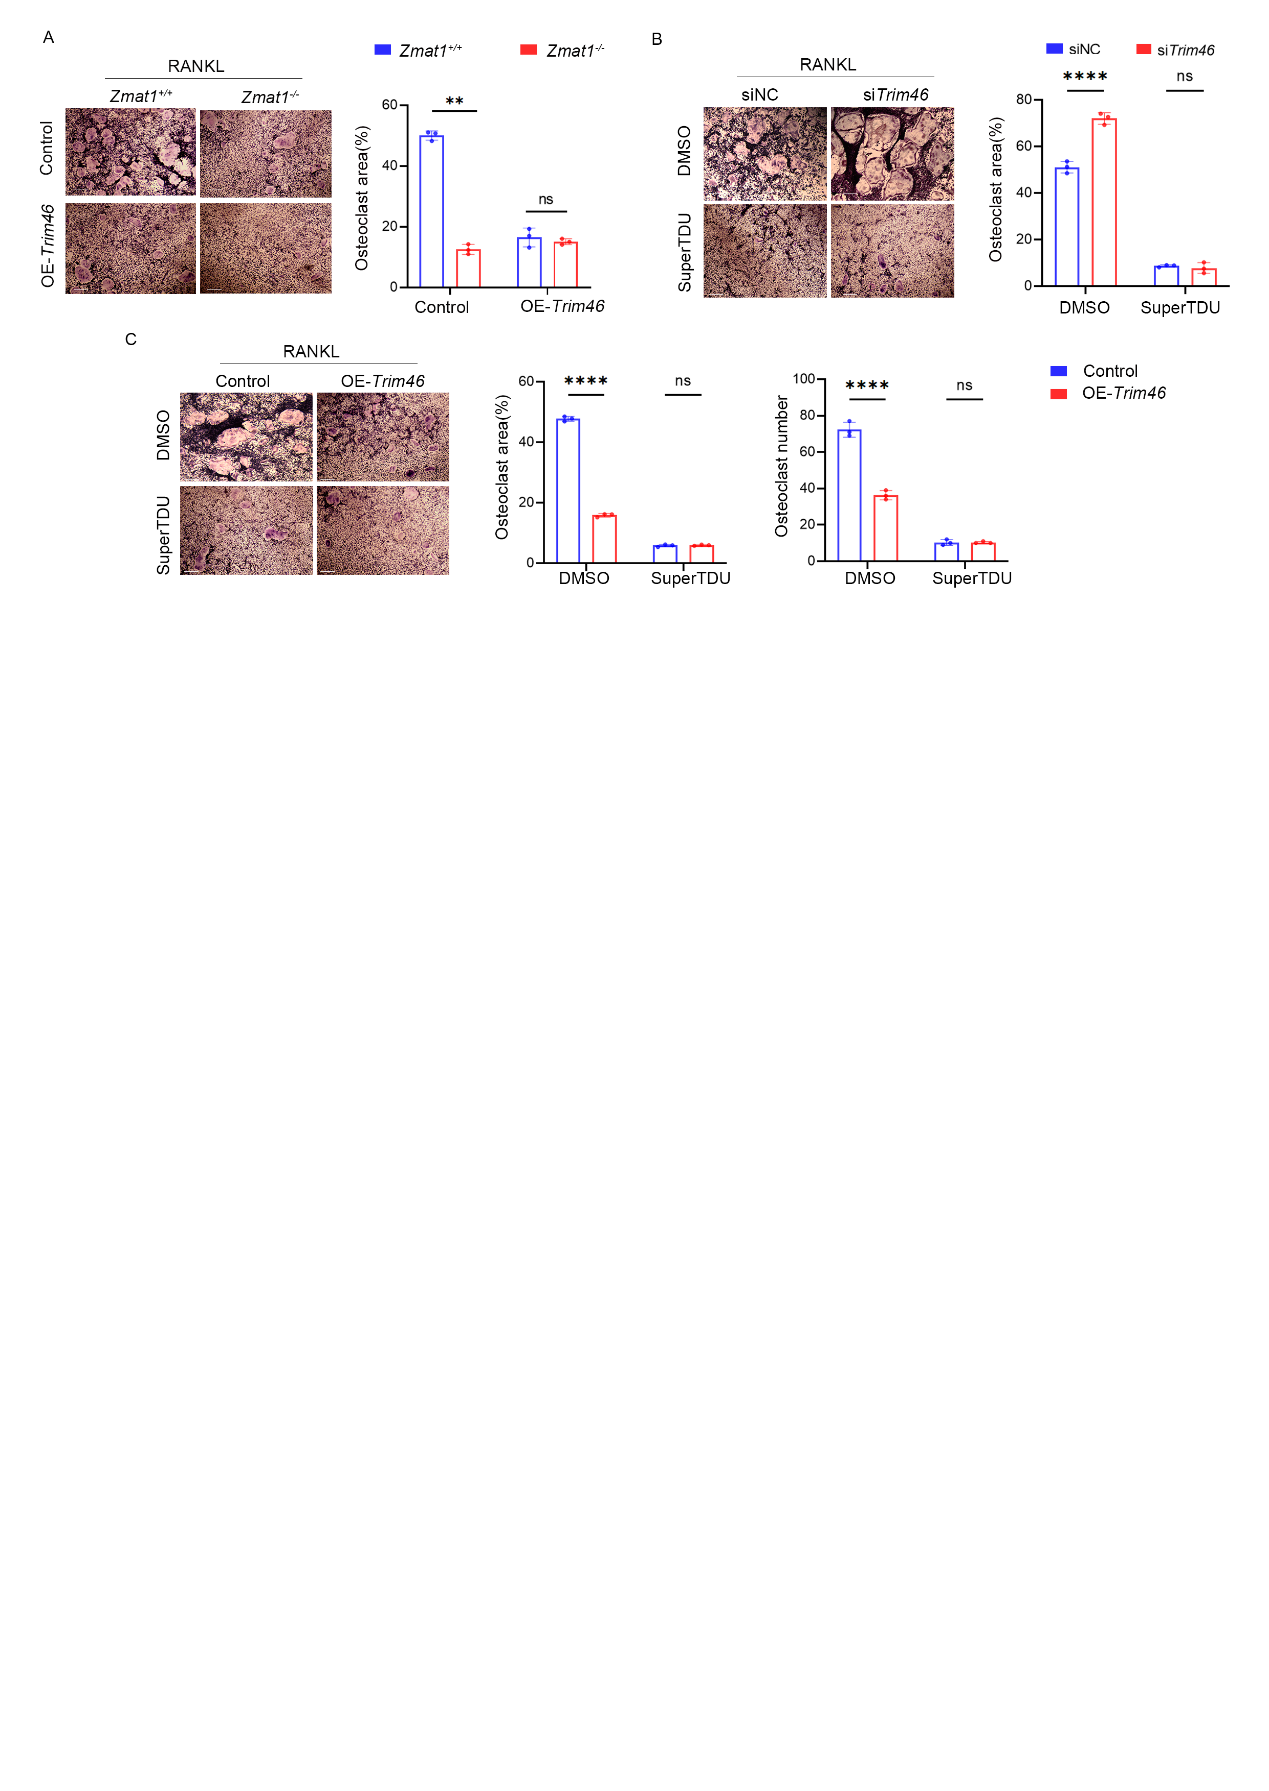

**Supplementary Figure 12. *Trim46* promotes osteoclastogenesis in a YAP1-dependent manner. A** Representative TRAP staining images (left) and quantification of osteoclast area (right). *Zmat1^⁺/⁺^* and *Zmat1^⁻/⁻^* BMDMs were transfected with a control vector or a *Trim46* overexpression plasmid (OE-Trim46), followed by RANKL stimulation. **B** Representative TRAP staining images and quantification showing the effect of YAP1 inhibition on *Trim46*-depleted cells. BMDMs were transfected with si*Trim46* or siNC and treated with DMSO or the YAP1 inhibitor SuperTDU (10 μM).

**C** Representative TRAP staining images and quantification of BMDMs transfected with OE-Trim46 or control vector and treated with DMSO or the YAP1 inhibitor SuperTDU (10 μM). Scale bars, 100μm. All bar graphs are presented as the mean ± SD. ****p < 0.0001, **p < 0.01, *p < 0.1; n.s. not significant by two-way ANOVA.

Supplemental Table 1. The sequence of gene-specific primers used for qPCR

| Specifies | Gene name | Sequence of forward and reverse Primers (5’ to 3’) |
| --- | --- | --- |
| Mus musculus | *Zmat1*  *Nfatc1*  *Ctsk*  *Calcr*  *Itgb3*  *Dcstamp*  *β-actin*  *Yap1*  *Cyr61*  *Mst1*  *Lats1*  *Trim46*  *ChIP-1*  *ChIP-2*  *ChIP-3*  *ChIP-4*  *ChIP-5*  *ChIP-Ctrl*  *Runx2*  *Bglap*  *Alpl* | ATGCTCACCAAAGATGGATGAACCC  ATGCTGGAGGAGGCTTCACAATAAC  GACCCGGAGTTCGACTTCG  TGACACTAGGGGACACATAACTG  GAAGAAGACTCACCAGAAGCAG  TCCAGGTTATGGGCAGAGATT  GCAACGCTTTCACTTCTGAGA  GTTCCCACTGCATTGTCCACA  CCACACGAGGCGTGAACTC  CTTCAGGTTACATCGGGGTGA  GGGGACTTATGTGTTTCCACG  ACAAAGCAACAGACTCCCAAAT  GGCTGTATTCCCCTCCATCG  CCAGTTGGTAACAATGCCATGT  ACCCTCGTTTTGCCATGAAC  TGTGCTGGGATTGATATTCCGTA  GCAGATCCCTTTCAGAGCGG  CTCACCACTGAATGACTTCCAG  AAGGCCCGACAGTCCAGAA  AAAGCCAGAAGGGTACAGACA  CCTCAGGGATTCTCGGATCTC  CCTCAGGGATTCTCGGATCTC  GGTGAGGATATGCAGACCTTCA  TTGTGGGTACAAGGCAGCAC  CTTTCTTCTGTGTATGTTCGGGG  ACGTTTCATTTAACTTCCTGGTCC  CTTCTGTGTATGTTCGGGGGTTG  CACGTTTCATTTAACTTCCTGGTC  TTCTTCTGTGTATGTTCGGGGGT  CCACGTTTCATTTAACTTCCTGGTC  TTCTGTGTATGTTCGGGGGTTGG  TCCACGTTTCATTTAACTTCCTGGT  TGCGTTTTCGCTTTCTTCTGTGTAT  CATTTAACTTCCTGGTCCCCCAAC  TGTACTGGACCCAAGCGACA  ATGGTTGGAAAAGGGGTTGAGTAT  ATGCTTCATTCGCCTCACAAA  GCACTCACTGACTCGGTTGG  CTTGGTGCACACCTAGCAGA  CTCCCTCATGTGTTGTCCCT  CCAACTCTTTTGTGCCAGAGA  GGCTACATTGGTGTTGAGCTTTT |

| Homo sapiens | *Sp7*  *Col1α1*  *Zmat1*  *Ctsk*  *Runx2* | ATGGCGTCCTCTCTGCTTG  TGAAAGGTCAGCGTATGGCTT  GCTCCTCTTAGGGGCCACT  CCACGTCTCACCATTGGGG  CTGCTGACCATCAAGCAGGT  TGGACTGCTCTTTCTCTGGC  AGGCAGCTAAATGCAGAGGG  CAATGGCCACAGAGACAGGT  GCGGTGCAAACTTTCTCCAG  GACTCTGTTGGTCTCGGTGG |
| --- | --- | --- |

Supplemental Table 2. The sequence of siRNA

| Specifies | Gene name | Sequence of forward and reverse siRNA (5’ to 3’) |
| --- | --- | --- |
| Mus musculus  Homo sapiens | *Zmat1*  *Trim46* | CTGAACATCAAATTAAAGAATCT  GACTTGTAGTTTAATTTCTTAGA  TTCATGGTTTATAAACAATAAAC  AAGTACCAAATATTTGTTATTTG |
|  | *Crip1* | TGAGAAATGTGGAAAGACA |
|  |  | ACAGAAAGGTGTAAAGAGT |
|  | *Nr2f2* | AUAUAUGGCCAGUUAAAACUG |
|  |  | GUCAAAUUGACCUGUAUAUA |
|  | *Fhl1* | AAGGAGGTGCACTATAAGAAC |
|  |  | CAAGAATATCACTGGAGGAA |
|  | *Nfib* | AAGCCACAAUGAUCCUGCCAAGAAU |
|  |  | AUUCUUGGCAGGAUCAUUGUGGCUU |
|  | *Nfia*  *Ebf1*  *Zmat1* | GAAAGUUCUUCAUACUACAGCAUGA |
|  |  | AGUACGACAUCAUUCUUUGAAAG  UACACUAUGGCUUGUUUUGUC  AUGUGAUACCGAACAAAAACAG  UUUGCAUUUGAUUUUGCUGGA  CAGCAAAAUCAAAUGCAAAUG |

Supplemental Table 3. The category of antibodies

| Specifies |  | Product name |
| --- | --- | --- |
| Mus musculus | CathepsinK  NFATc1  OCN  β-Actin  YAP  Flag  V5  Myc  HA | CST, #57056  CST, #5861  CST, #59757  CST, #8457  CST, #14074  CST, #14793  CST, #13202  CST, #18583  CST, #3724 |

Supplemental Table 4. The category of inhibitors

| Specifies |  | Product name |
| --- | --- | --- |
|  | Super TDU  CQ  Baf A1  MG132  DMSO | MCE, HY-P1727  MCE, HY-17589A  MCE, HY-100558  Merck, M7449  MCE, HY-Y0320 |

# Supplementary material for: ZMAT1 Promotes Osteoclastogenesis Through TRIM46 Mediated YAP1 Degradation and Inhibits Osteoblastogenesis
**Source:** Adv Sci (Weinh). 2026 Mar 2;13(27):e21783. doi: 10.1002/advs.202521783
**Supplement:** Supplementary file 2 — Supporting File 2: advs74602‐sup‐0002‐SourceData.docx.

Fig2A-Zmat1^+/+^

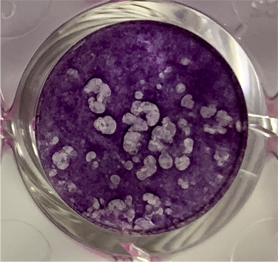

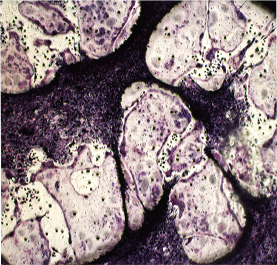

Fig2A-Zmat1^-/-^

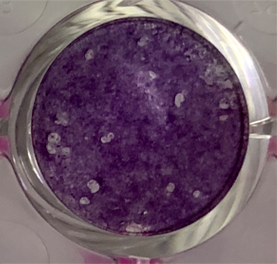

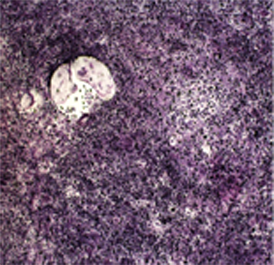

Fig2B- Zmat1^+/+^-F-actin

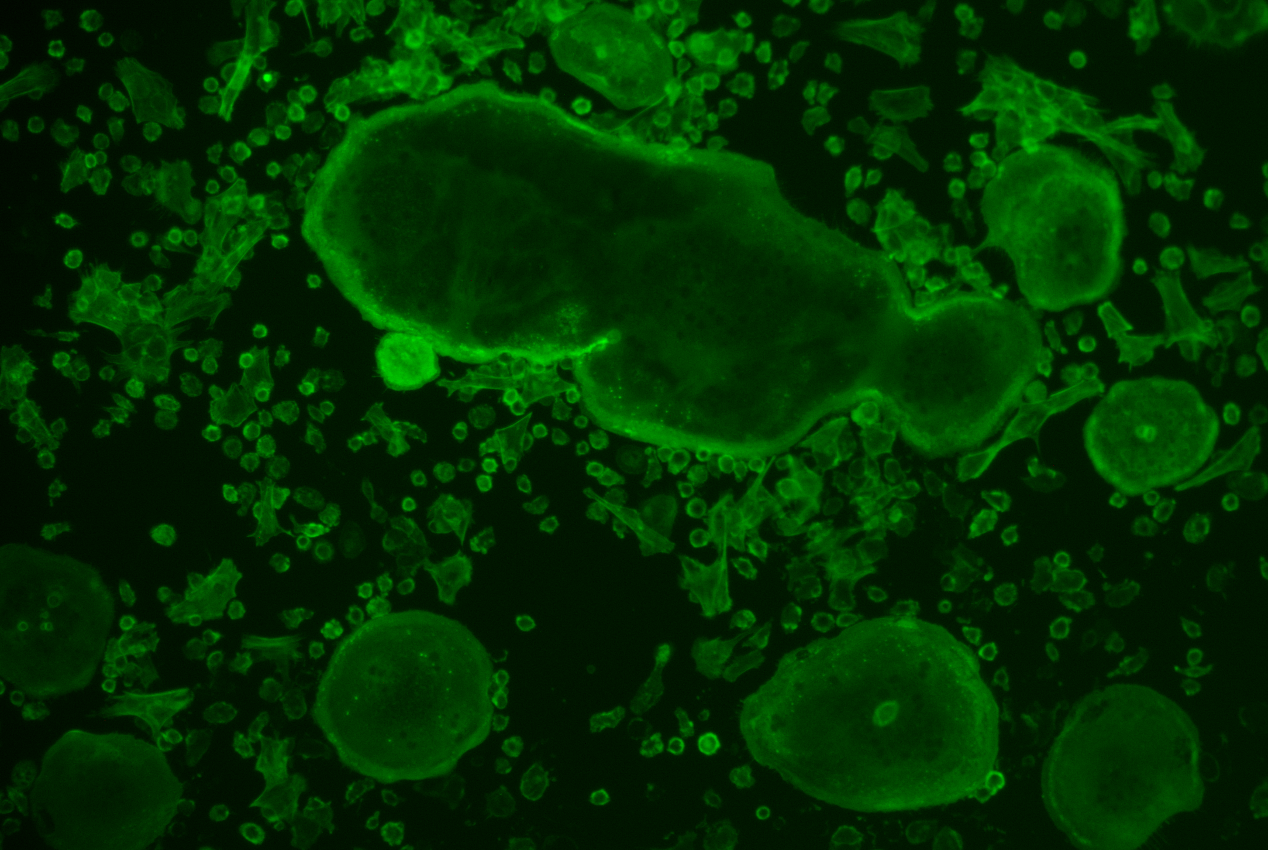

Fig2B- Zmat1^+/+^-DAPI

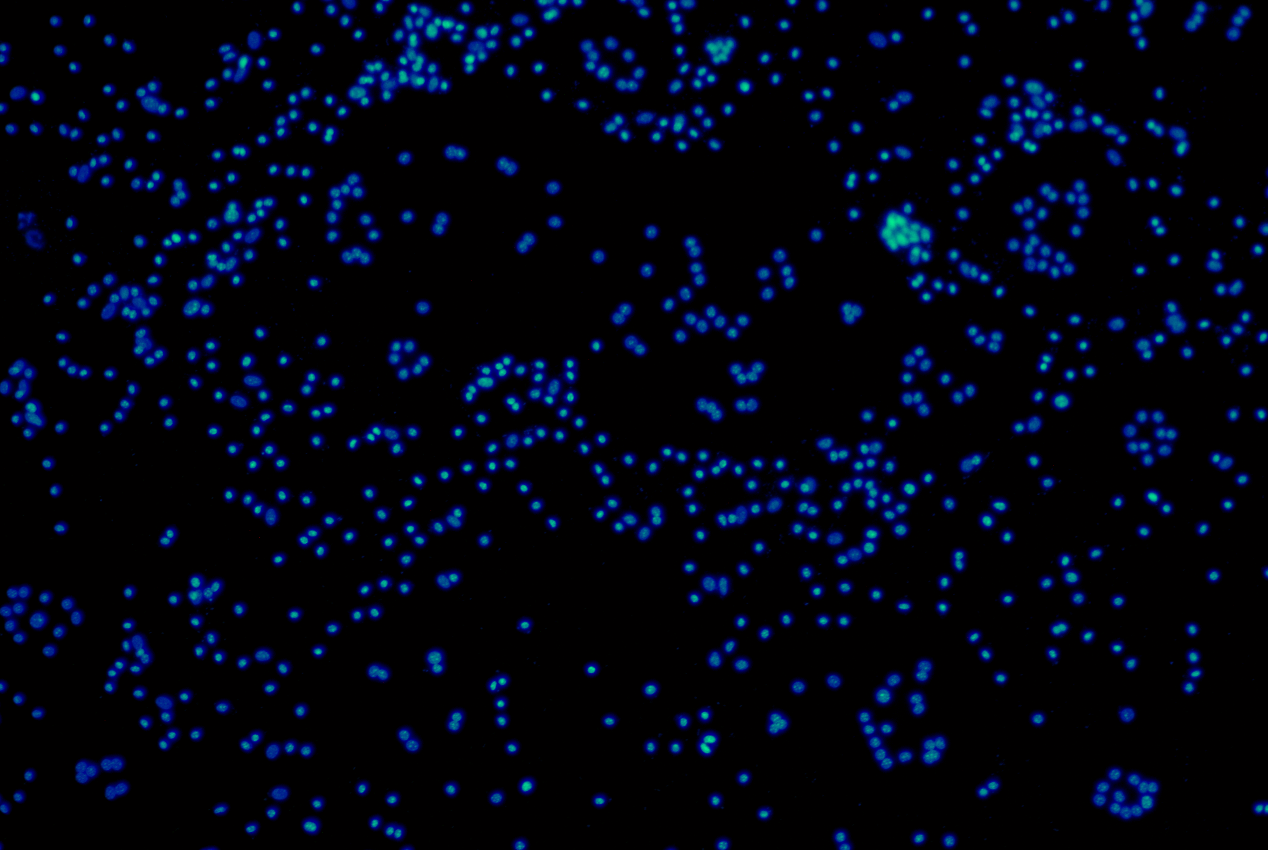

Fig2B- Zmat1^+/+^-Merge

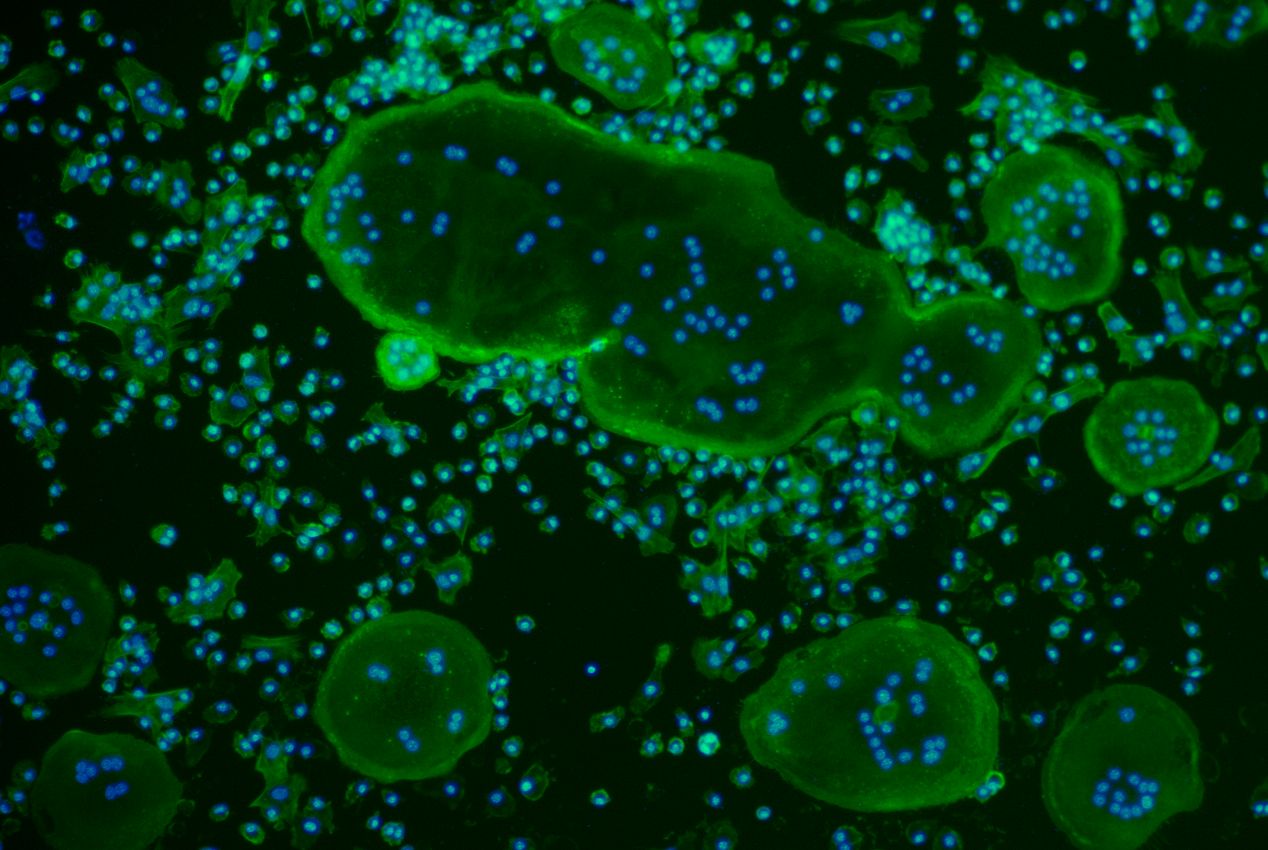

Fig2B- Zmat1^-/-^-Factin

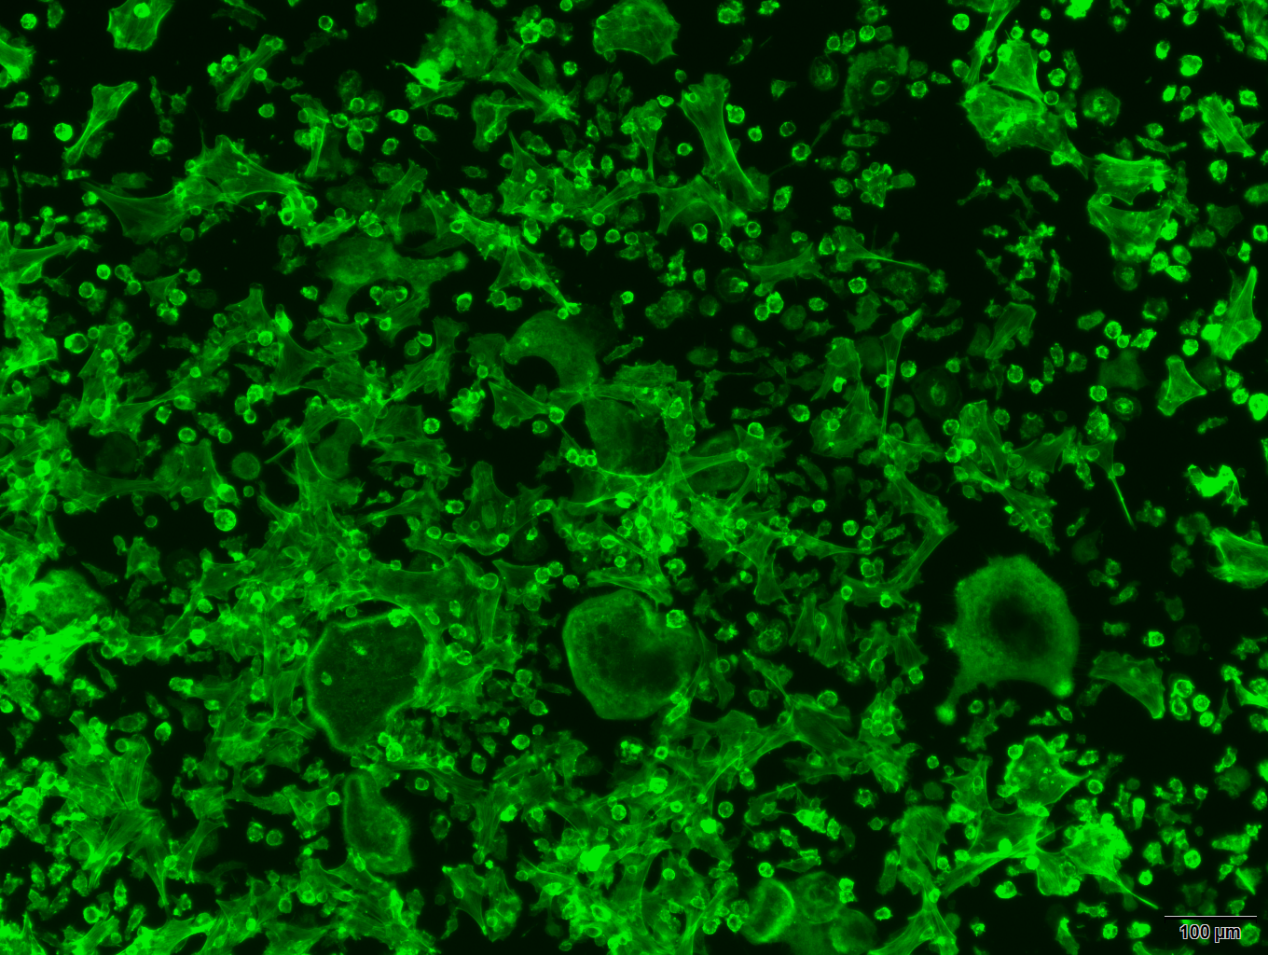

Fig2B- Zmat1^-/-^-DAPI

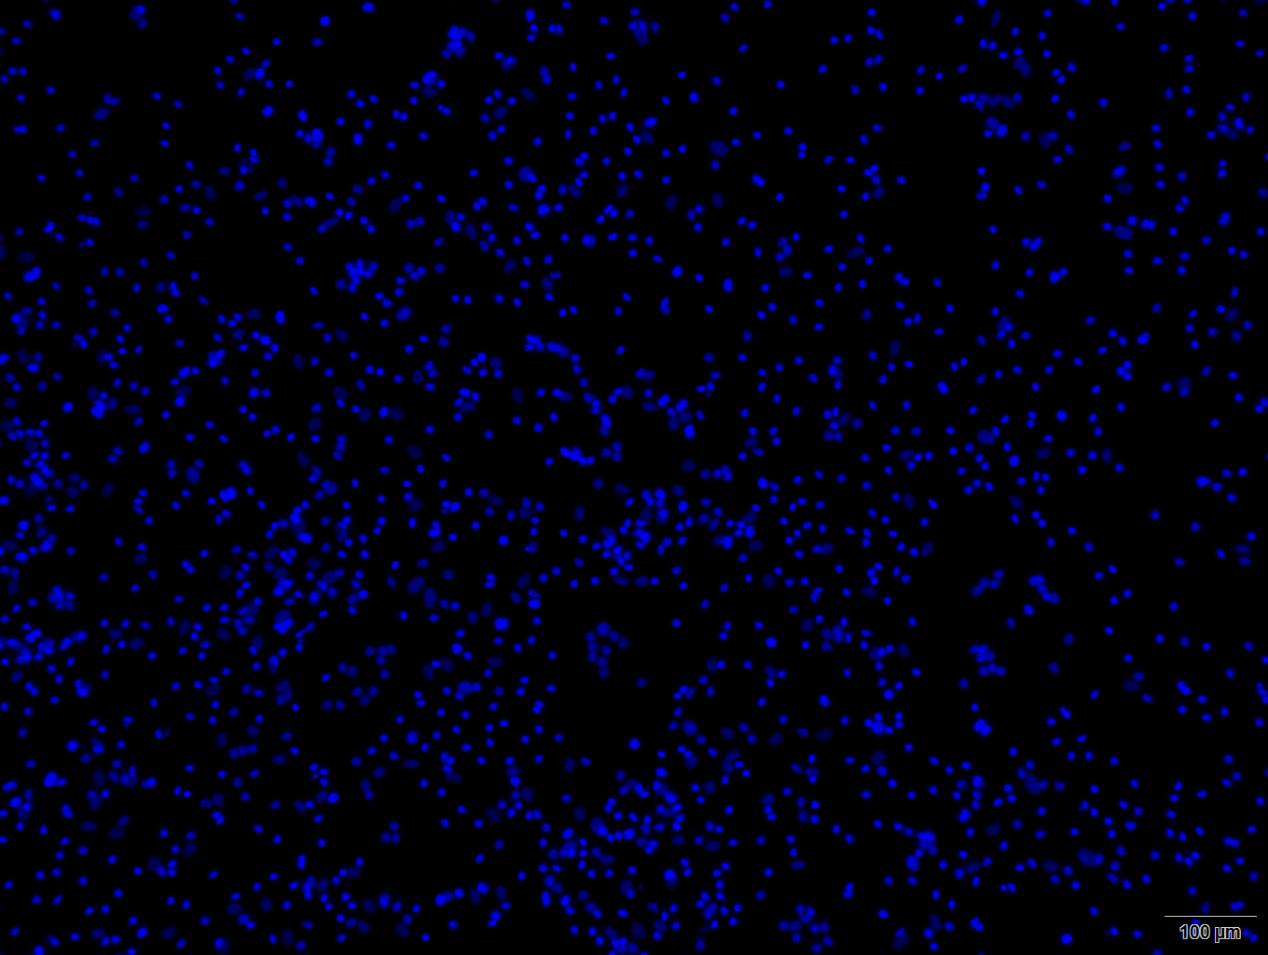

Fig2B- Zmat1^-/-^-Merge

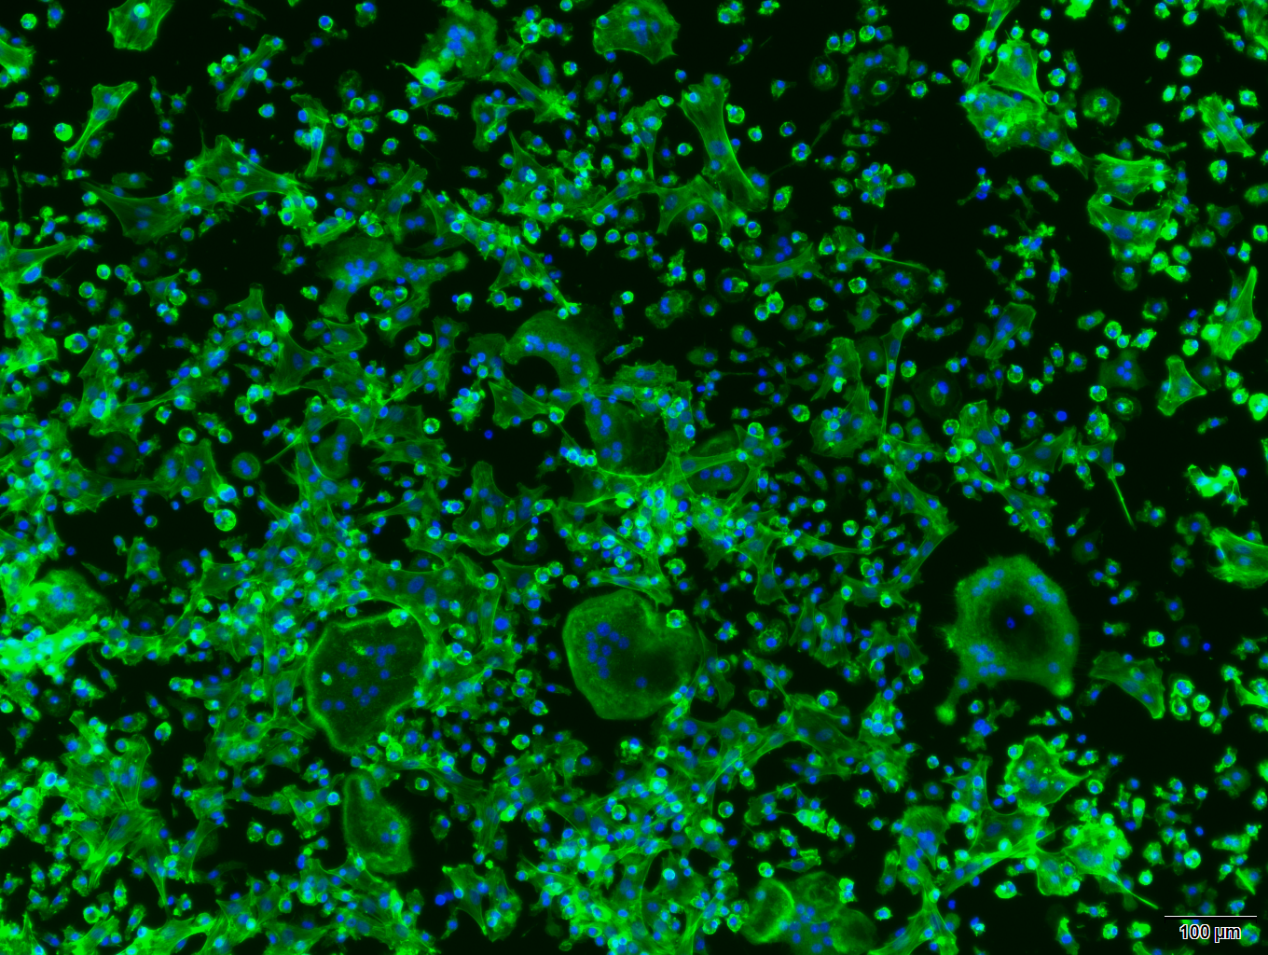

Fig2C- Zmat1^+/+^

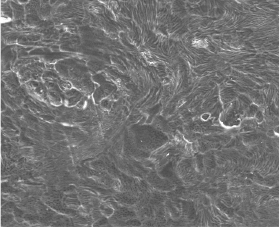

Fig2C- Zmat1^-/-^

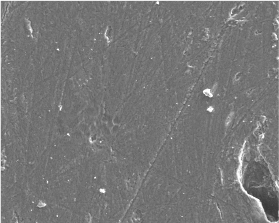

Fig2D

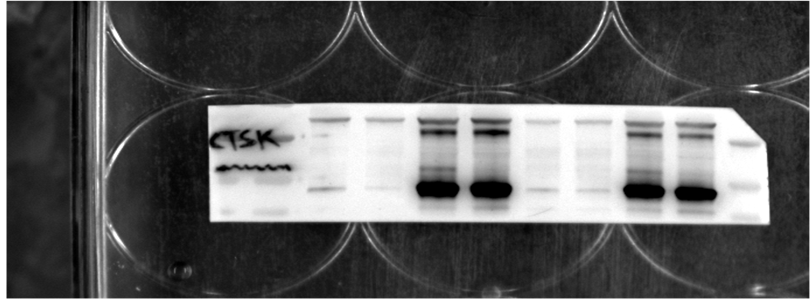

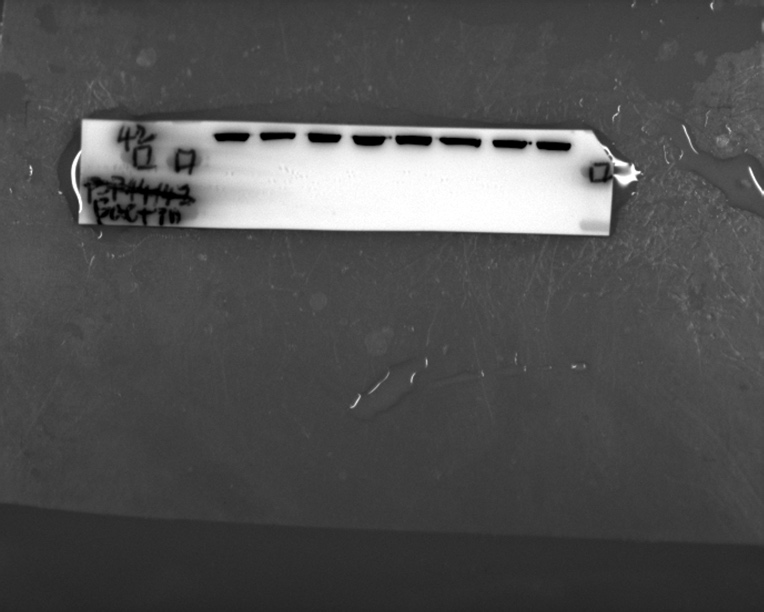

marker(40kDa)

β-Acitn(42kDa)

marker(35kDa)

CathepsinK(37kDa)

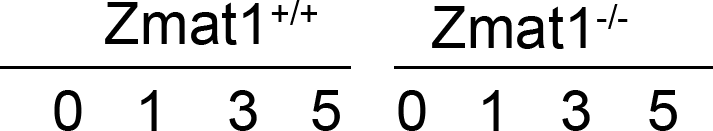

RANKL

Fig3A-Zmat1^+/+^-Sham

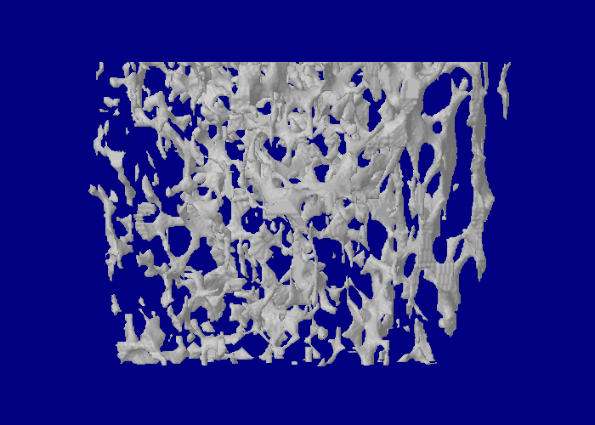

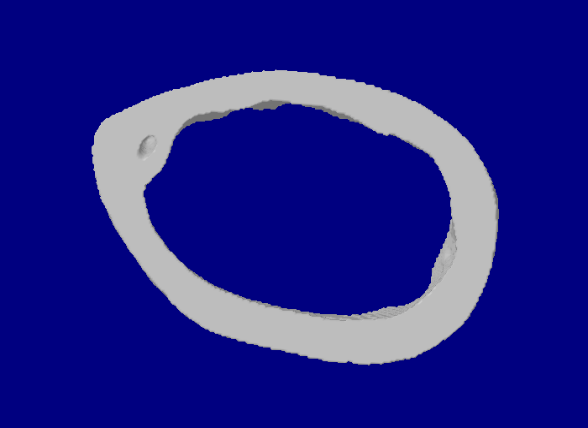

Fig3A-Zmat1^+/+^-OVX

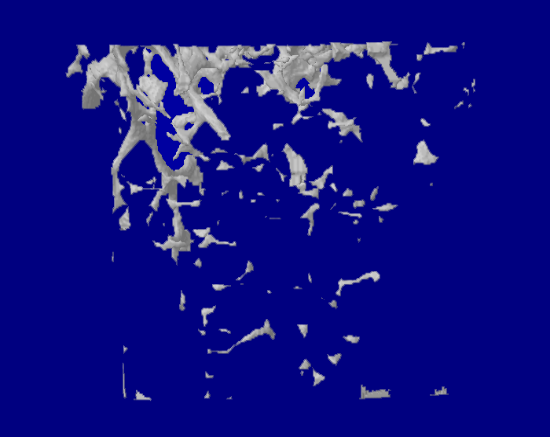

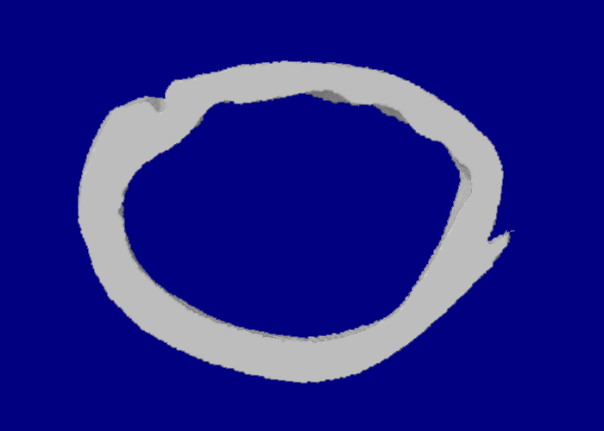

Fig3A-Zmat1^-/-^-Sham

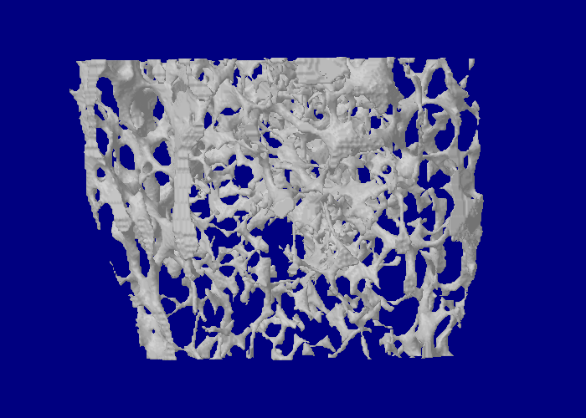

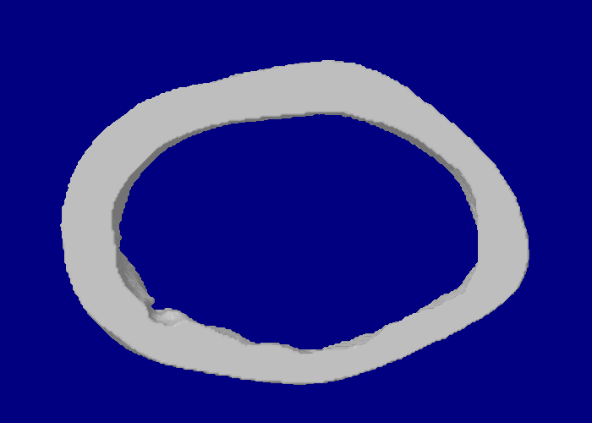

Fig3A-Zmat1^-/-^-OVX

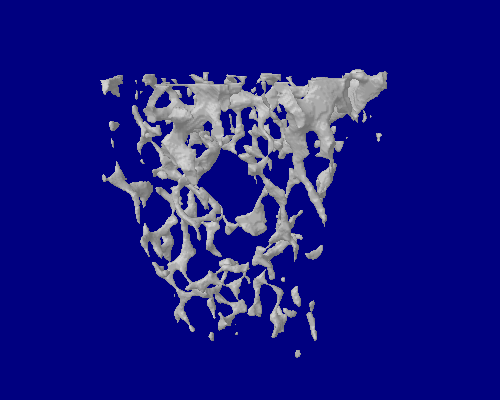

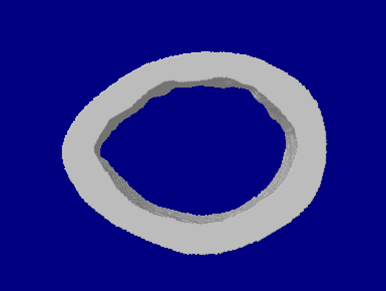

Fig3D-Zmat1^+/+^-Sham

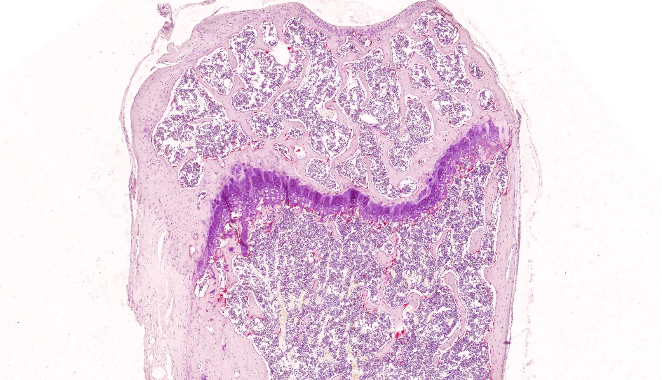

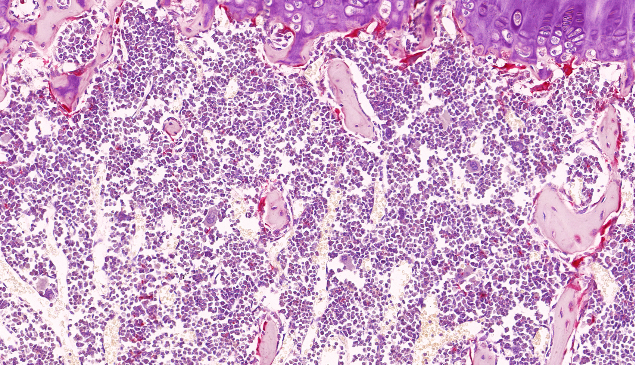

Fig3D-Zmat1^+/+^-OVX

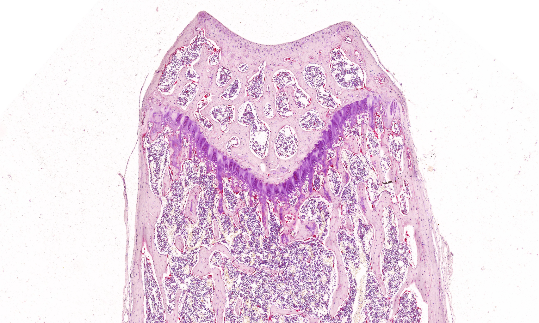

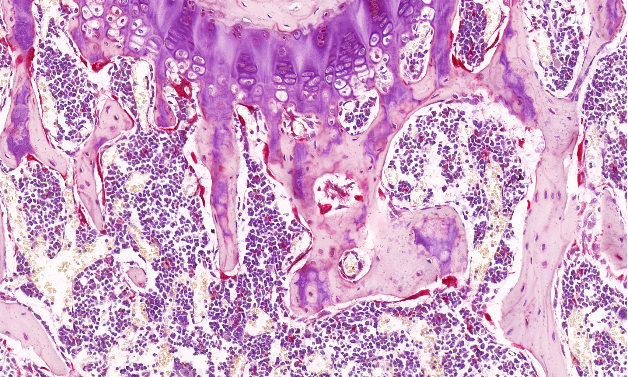

Fig3D-Zmat1^-/-^-Sham

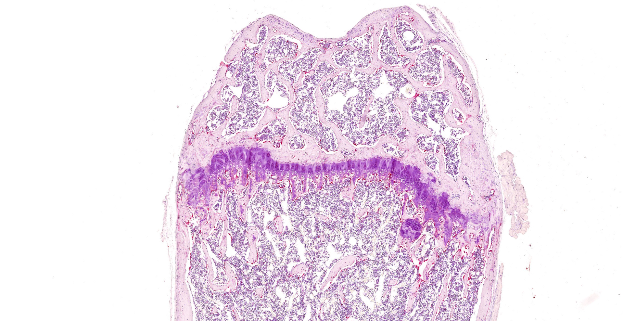

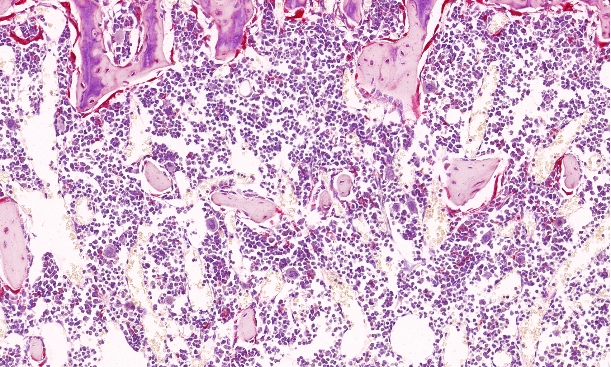

Fig3D-Zmat1^-/-^-OVX

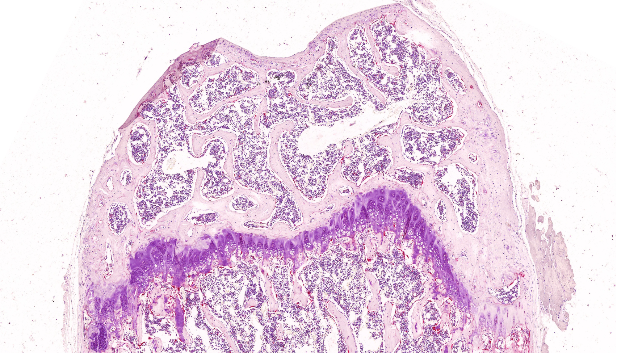

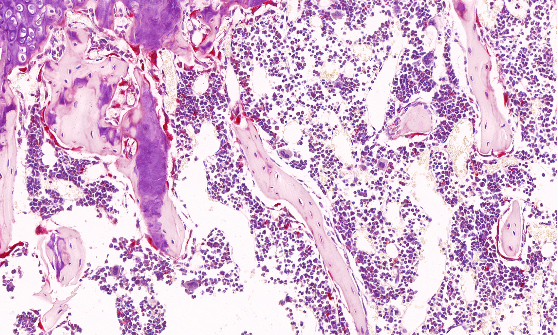

Fig3F-Zmat1^+/+^-Sham

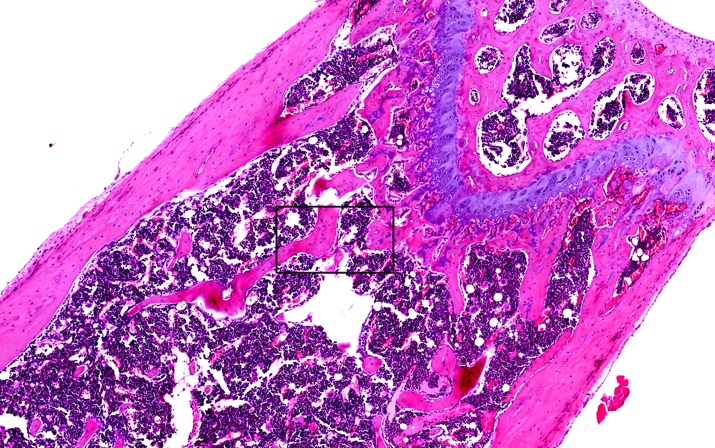

^
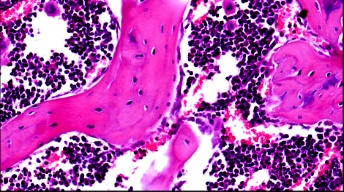
^

Fig3F-Zmat1^+/+^-OVX

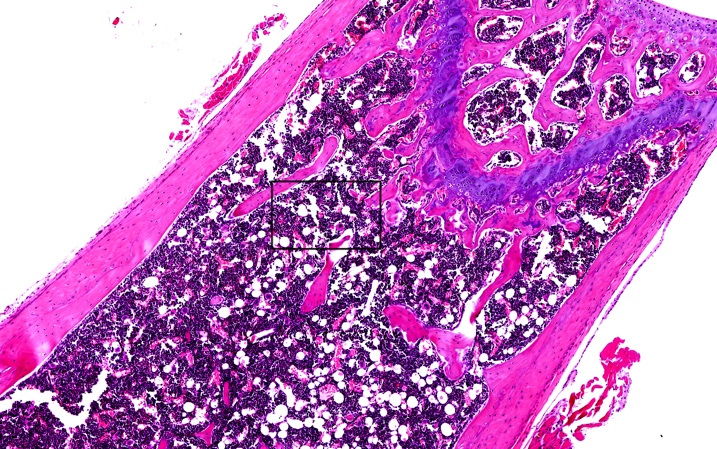

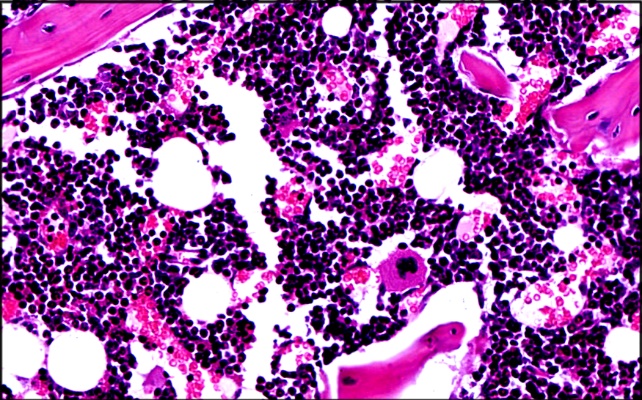

Fig3F-Zmat1^-/-^-Sham

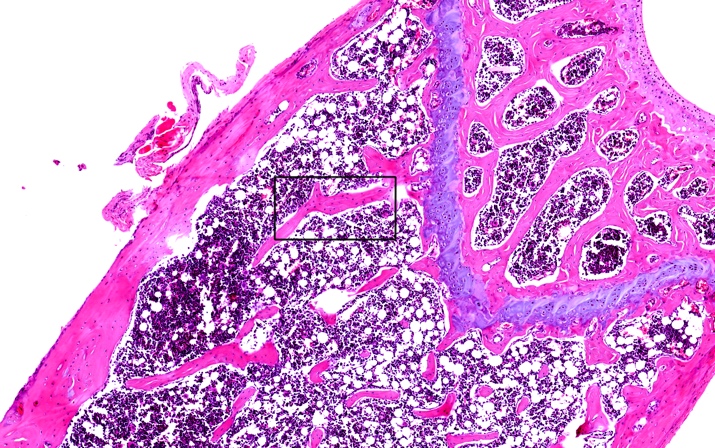

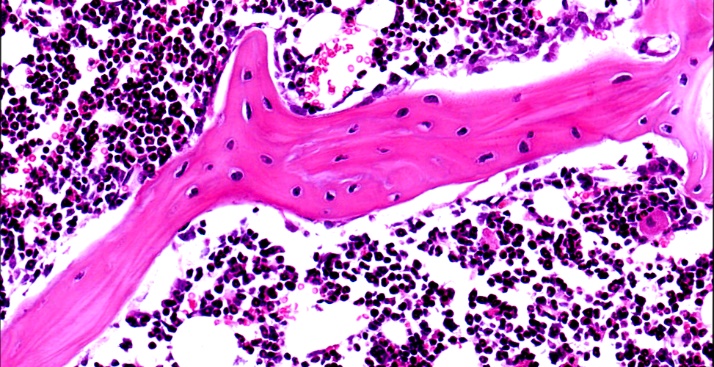

Fig3F-Zmat1^-/-^-OVX

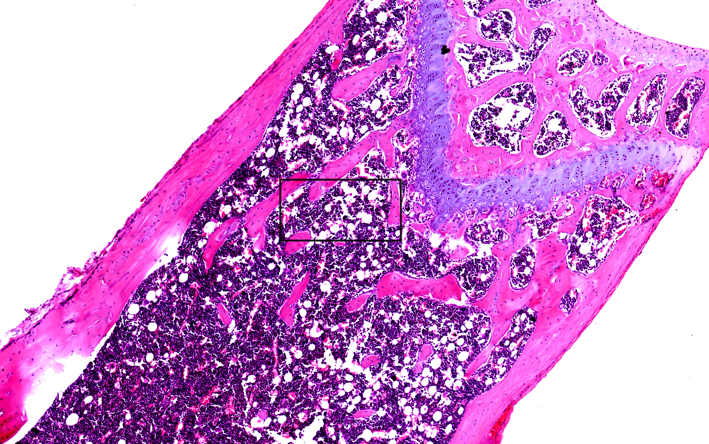

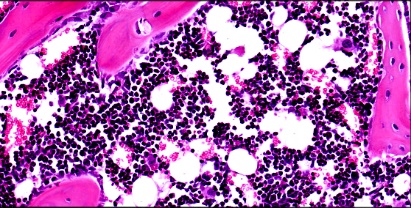

Fig4B-Sham-Zmat1^+/+^-WT

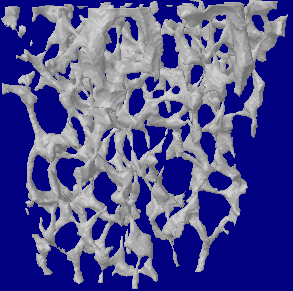

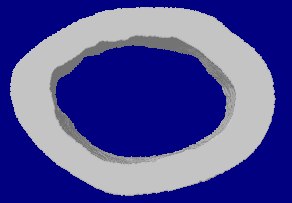

Fig4B-Sham-Zmat1^-/-^-WT

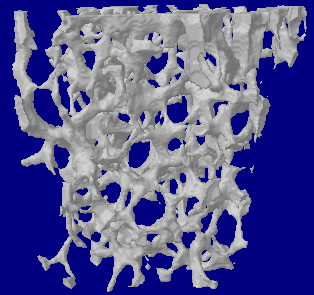

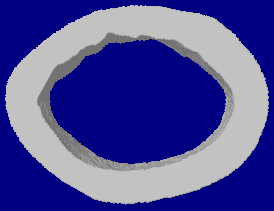

Fig4B-OVX-Zmat1^+/+^-WT

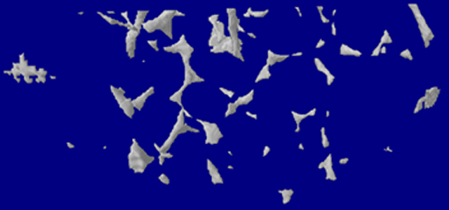

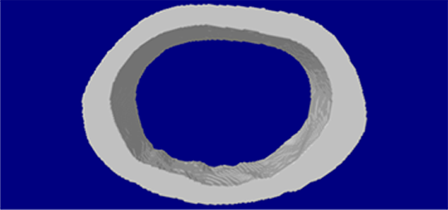

Fig4B-OVX-Zmat1^-/-^-WT

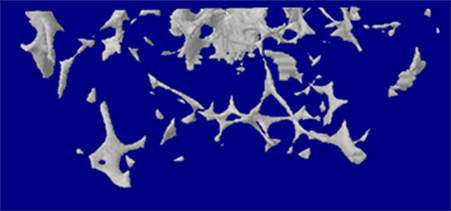

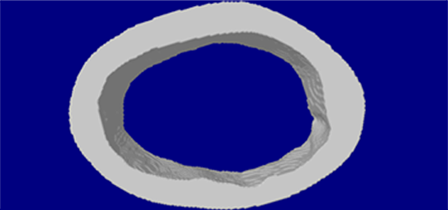

Fig4D-sham-Zmat1^+/+^-WT

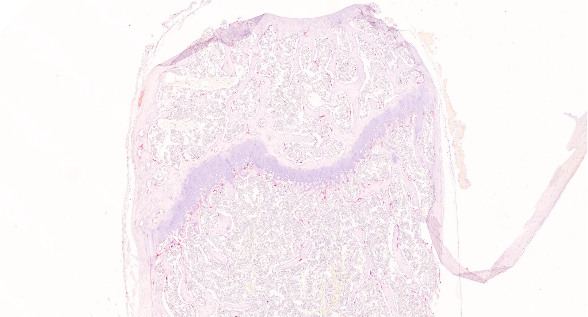

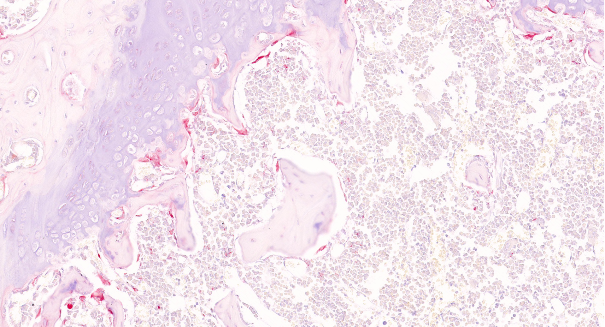

Fig4D- sham-Zmat1^-/-^-WT

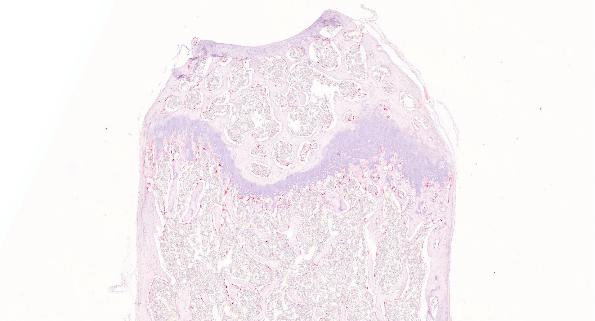

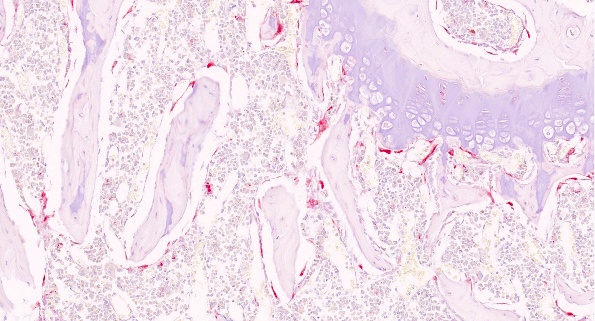

Fig4D-OVX-Zmat1^+/+^-WT

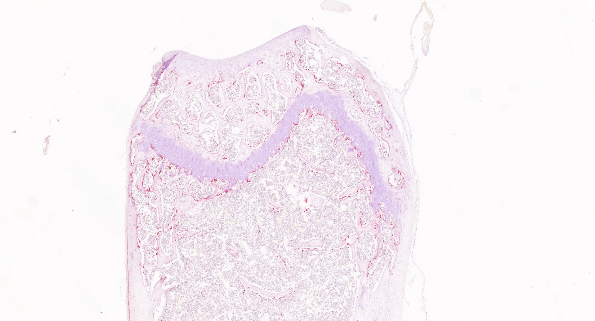

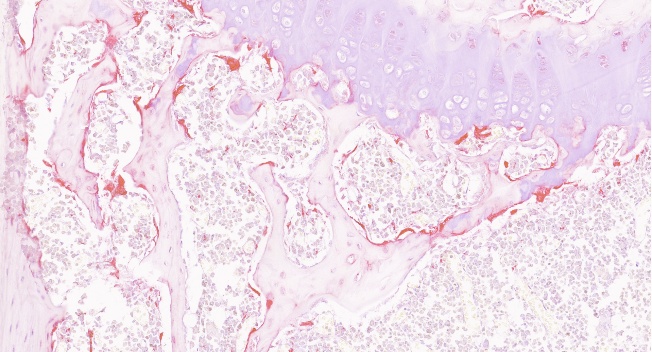

Fig4D- OVX-Zmat1^-/-^-WT

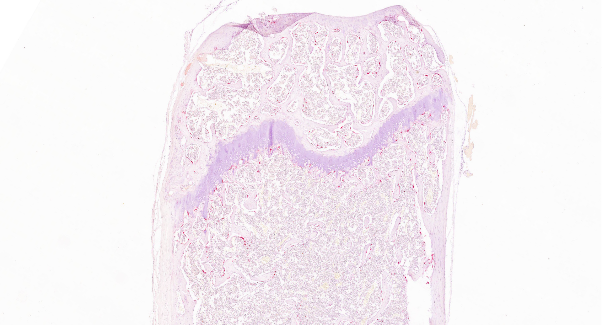

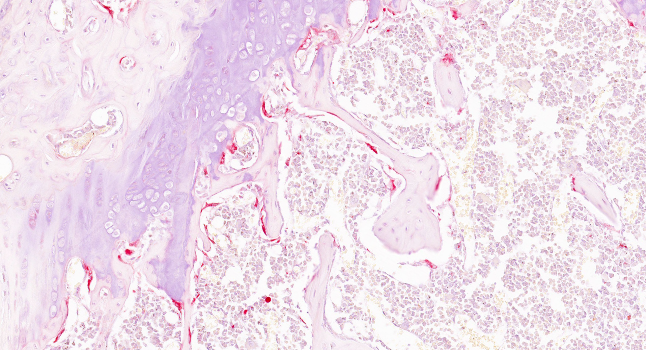

Fig4F-sham-Zmat1^+/+^-WT

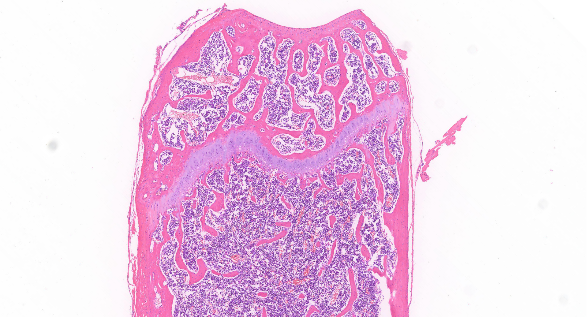

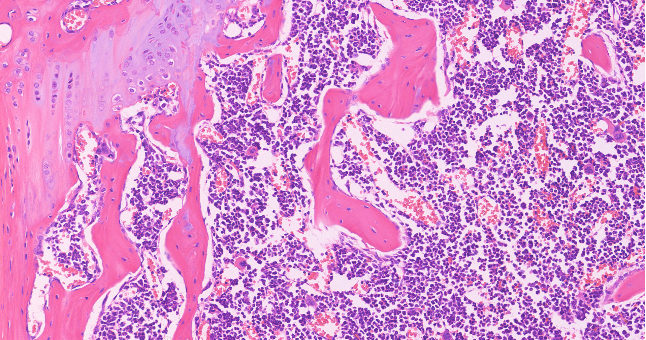

Fig4F- sham-Zmat1^-/-^-WT

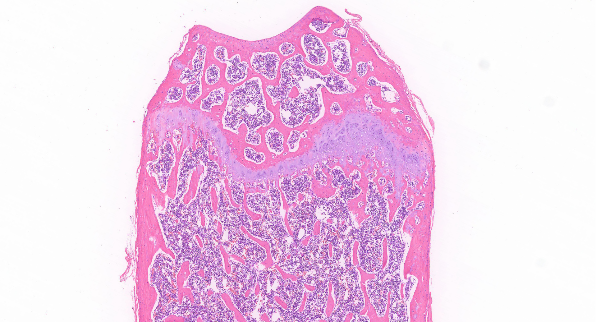

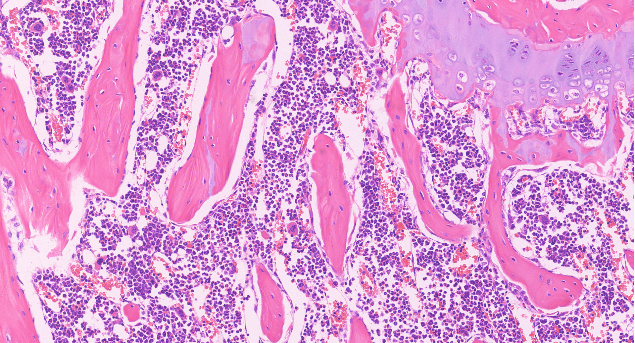

Fig4F-OVX-Zmat1^+/+^-WT

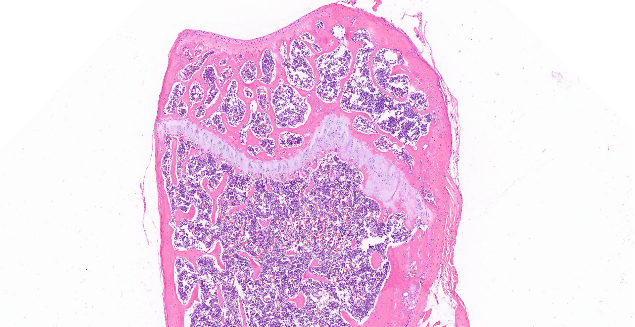

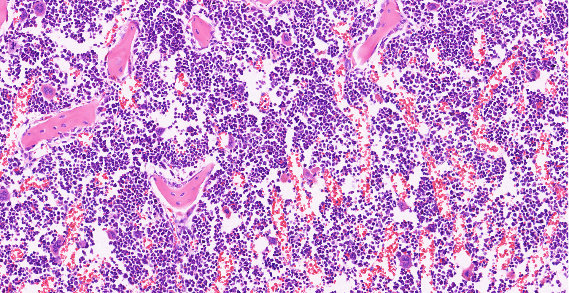

Fig4F- OVX-Zmat1^-/-^-WT

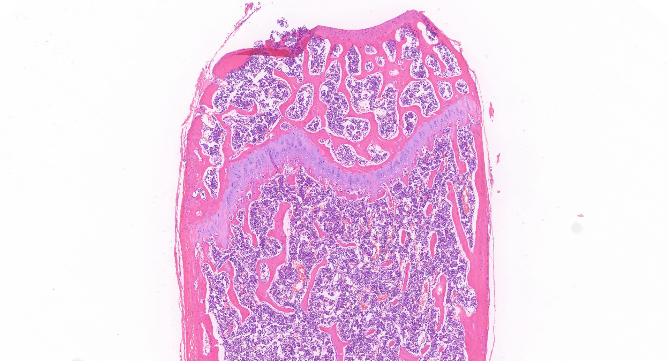

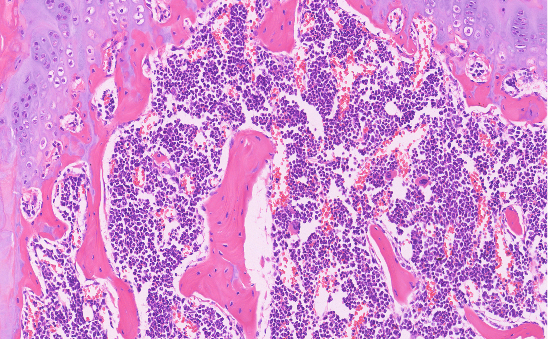

Fig5B-Zmat1^+/+^

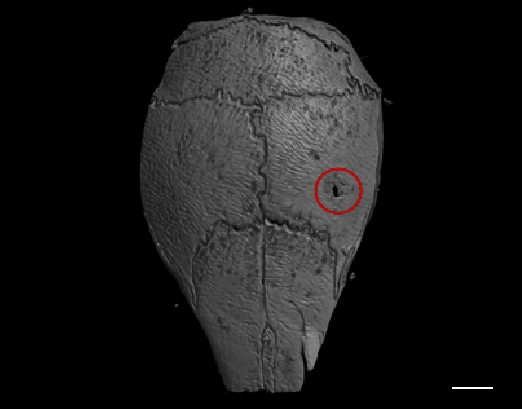

Fig5B-Zmat1^-/-^

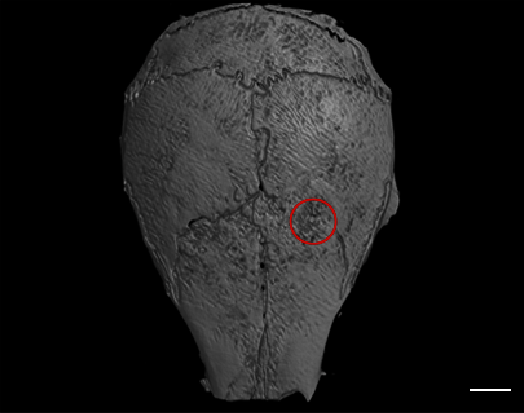

Fig5D-Zmat1^+/+^

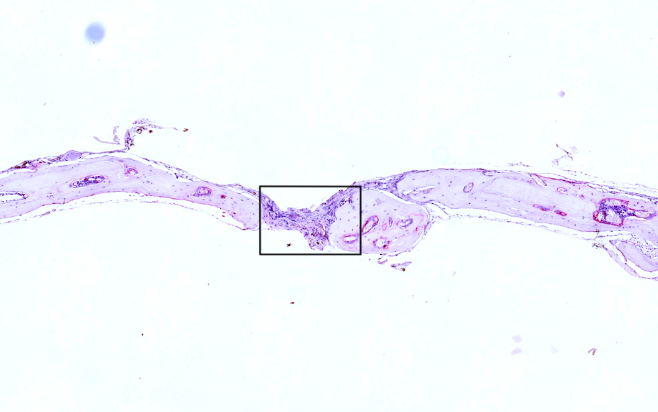

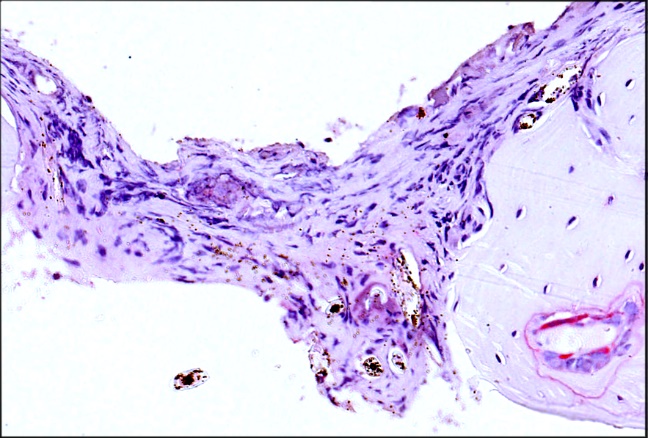

Fig5D-Zmat1^-/-^

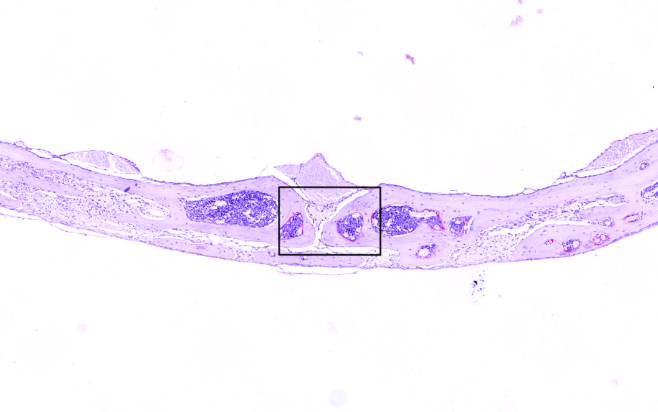

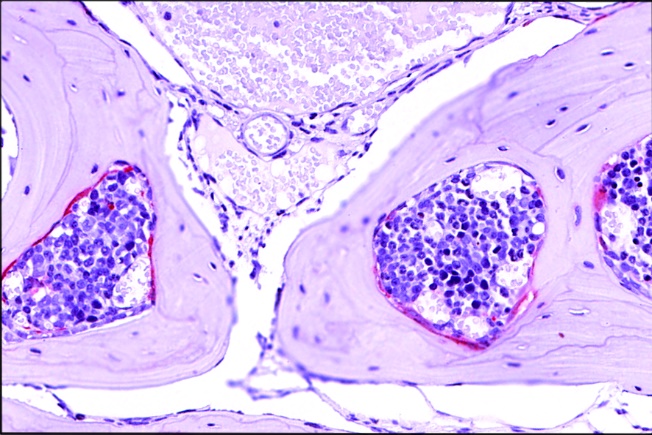

Fig5F-Zmat1^+/+^

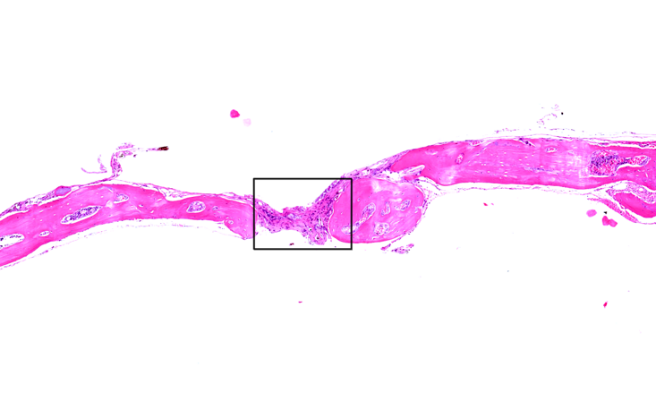

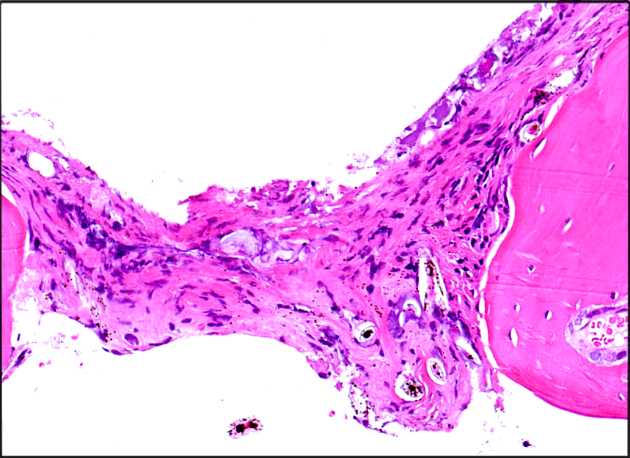

Fig5F-Zmat1^-/-^

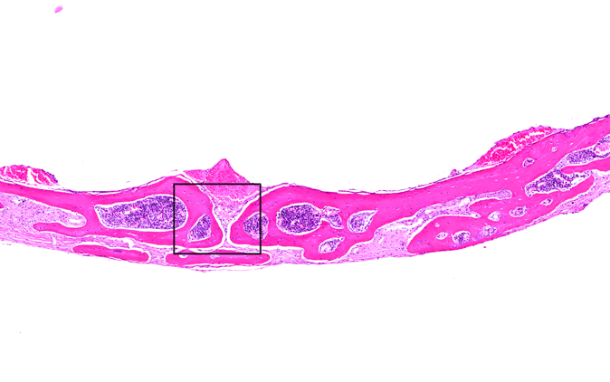

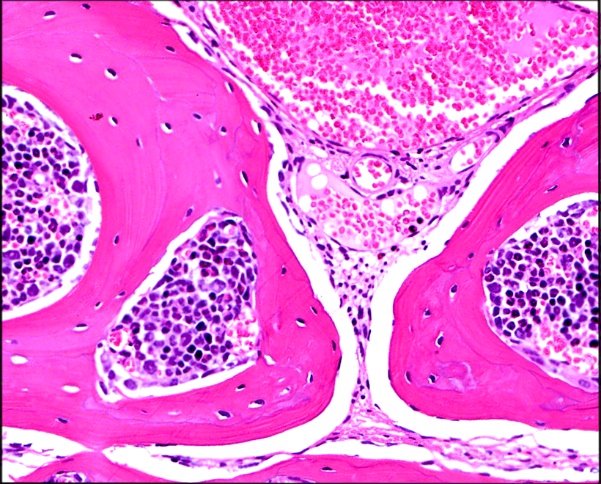

Fig5H-Zmat1^+/+^

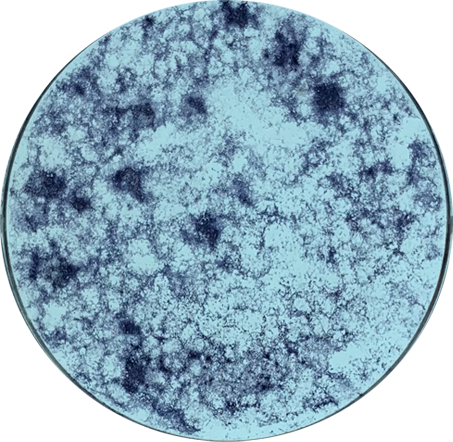

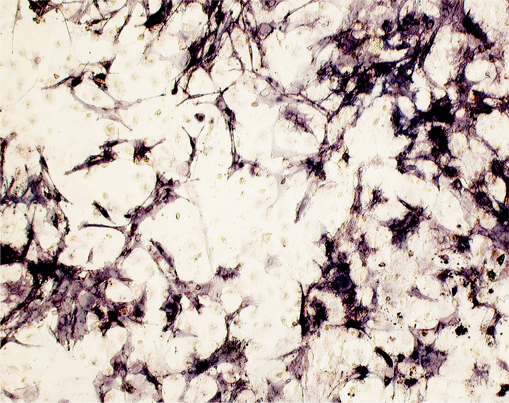

Fig5H-Zmat1^-/-^

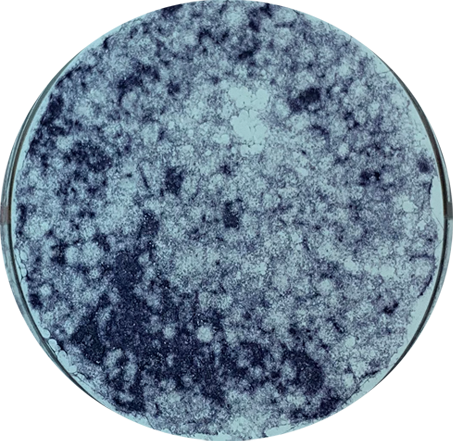

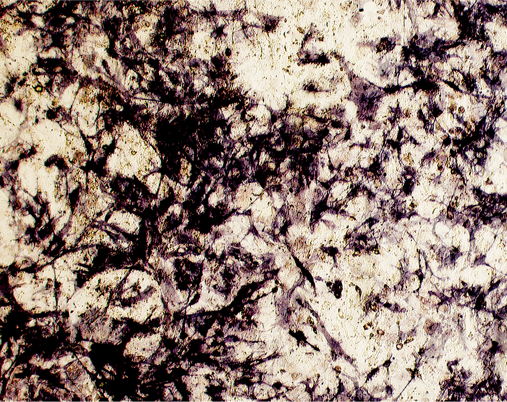

Fig5J-Zmat1^+/+^

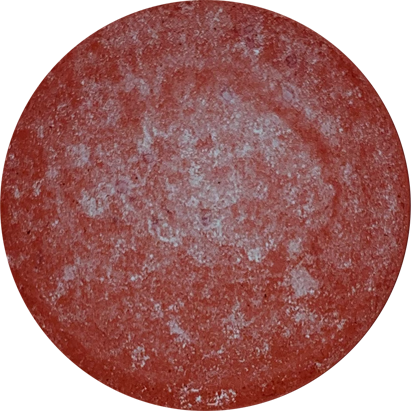

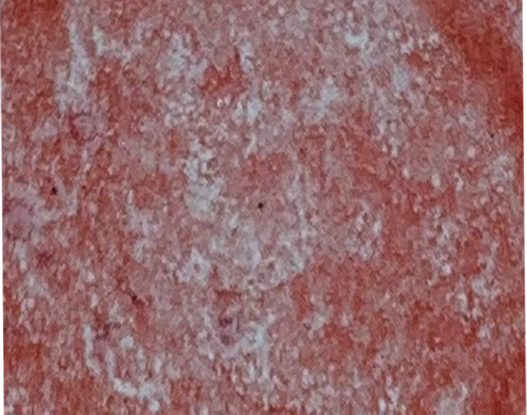

Fig5J-Zmat1^-/-^

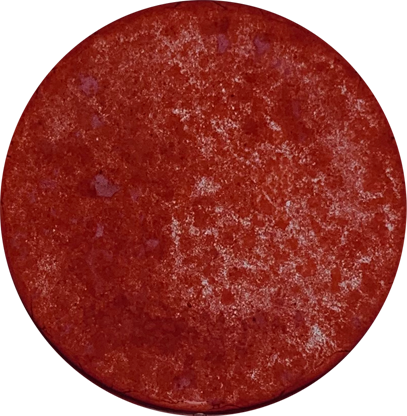

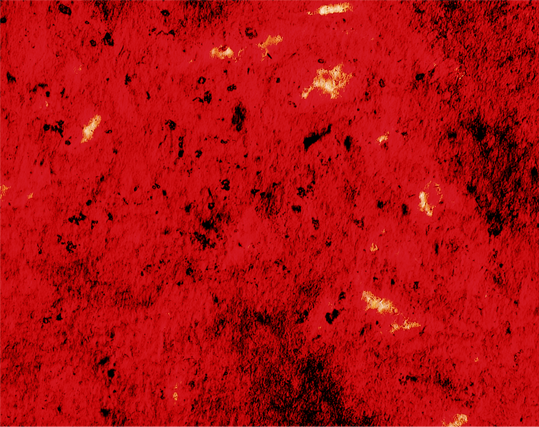

Fig6D

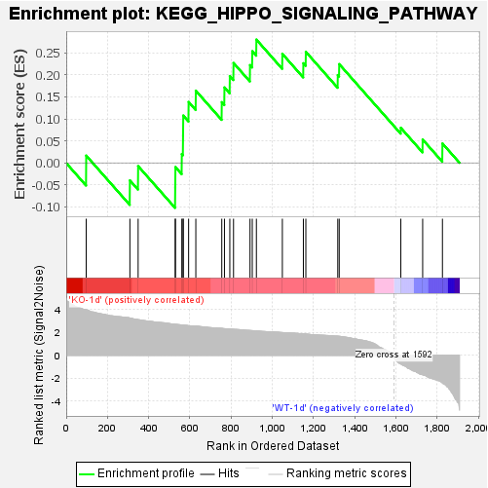

Fig6E

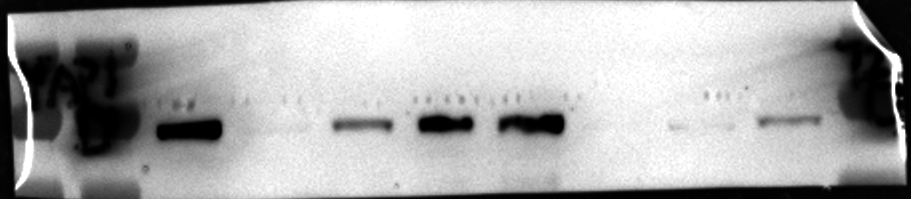

β-Actin(45kDa)

marker(70kDa)

YAP1(72kDa)

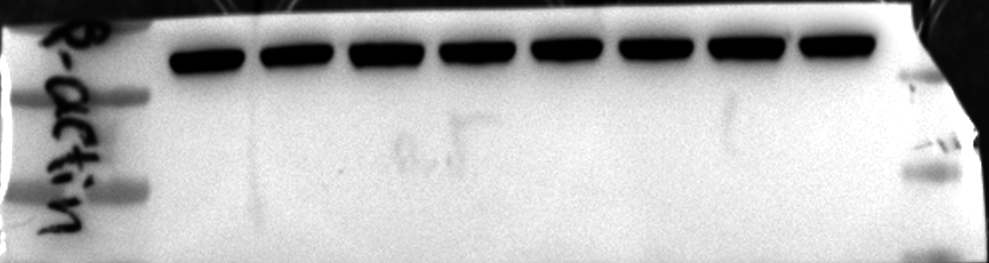

marker(40kDa)

Fig6G-Zmat1^+/+^-DMSO

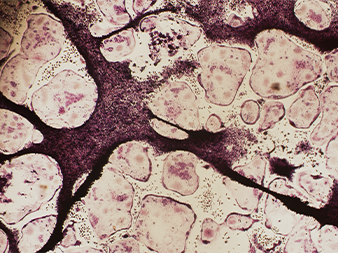

Fig6G-Zmat1^+/+^-SuperTDU

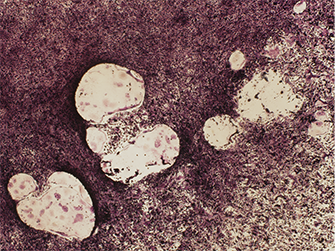

Fig6F-Zmat1^-/-^-DMSO

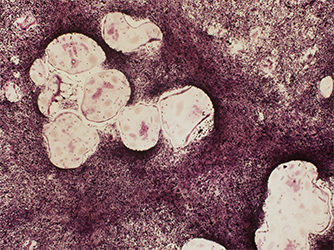

Fig6F-Zmat1^-/-^- SuperTDU

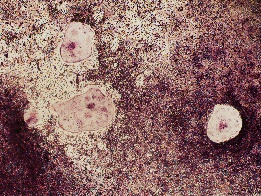

Fig6I

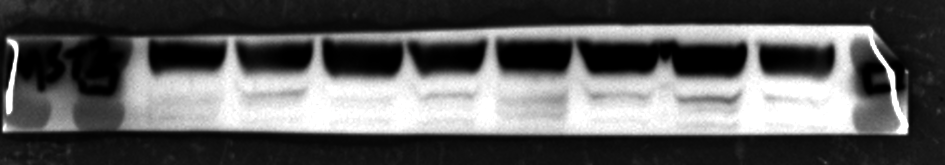

MST1(50kDa)

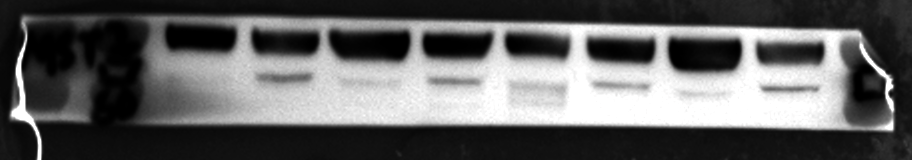

MST2(50kDa)

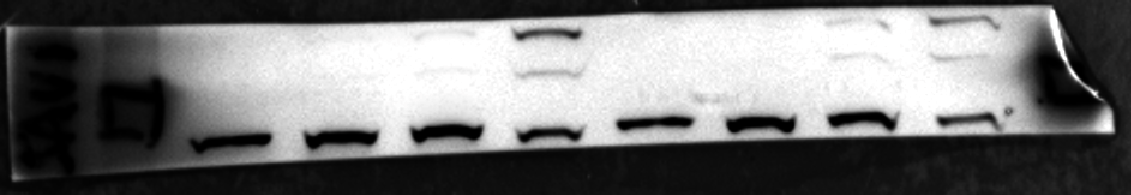

p-MST1(50kDa)

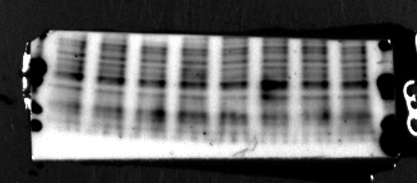

MOB1(20kDa)

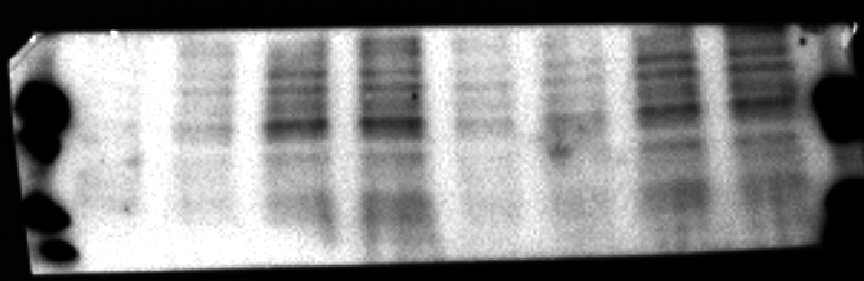

p-MOB1(20kDa)

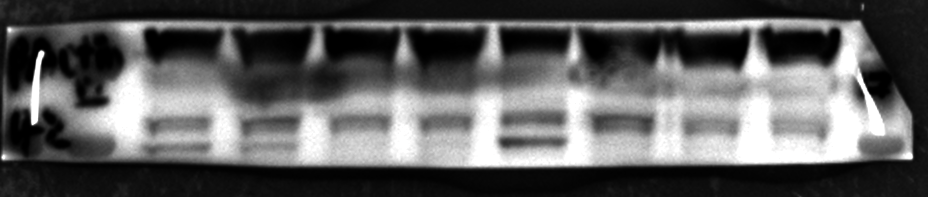

β-ACTIN(45kDa)

Fig8A -Zmat1^+/+^-siNC

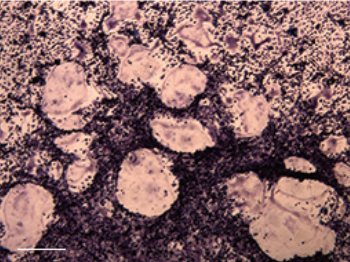

Fig8A -Zmat1^-/-^- siNC

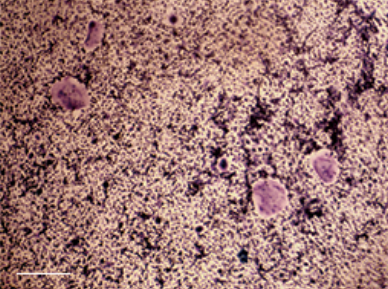

Fig8G -Zmat1^+/+^- siTrim46

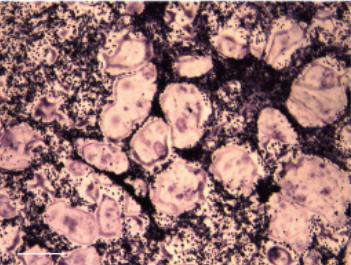

Fig8G -Zmat1^-/-^-siTrim46

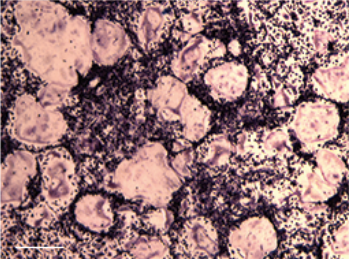

Fig8B

YAP1-V5

Input

TRIM46-MYC

IB:

YAP1-V5

β-Actin

TRIM46-MYC

IgG

MYC

IP:

YAP1-V5

TRIM46-MYC

marker(72kDa)

marker(72kDa)

marker(72kDa)

marker(72kDa)

marker(40kDa)

(72kDa)

(84kDa)

(72kDa)

(84kDa)

(42kDa)

Fig8C

YAP1-V5

Input

TRIM46-MYC

IB:

YAP1-V5

β-Actin

TRIM46-MYC

IgG

V5

IP:

TRIM46-MYC

YAP1-V5

marker(72kDa)

marker(95kDa)

marker(72kDa)

marker(72kDa)

marker(40kDa)

(72kDa)

(84kDa)

(72kDa)

(84kDa)

(42kDa)

Fig8D

70KDa

100KDa

IB:V5

70KDa

IB:MYC

40KDa

35KDa

IB:GAPDH

Fig8E

70KDa

IB:V5

100KDa

70KDa

IB:MYC

45KDa

40KDa

IB:GAPDH

Fig8G

MYC-blank + -

TRIM46-MYC - +

100KDa

100KDa

100KDa

150KDa

250KDa

35KDa

40KDa

70KDa

70KDa

70

70KDa

70KDa

70KDa

Input

IP:V5

HA

MYC

V5

GAPDH

MYC

V5

Mg132 + +

UB-K48-HA + +

YAP1-V5 + +

Fig8H

MYC-blank + -

35KDa

40KDa

70KDa

70KDa

100KDa

70KDa

100KDa

150KDa

70KDa

70KDa

100KDa

250KDa

UB-K63-HA + +

YAP1-V5 + +

TRIM46-MYC - +

Input

IP:V5

HA

MYC

V5

MYC

GAPDH

V5

Fig8I

250KDa

100KDa

150KDa

Ub-K48

70KDa

dIP YAP1

100KDa

TRIM46

70KDa

70KDa

YAP1

150KDa

250KDa

Ub-K48

70KDa

100KDa

100KDa

Input

70KDa

TRIM46

70KDa

YAP1

40KDa

35KDa

GAPDH

Fig8J

70KDa

YAP1

100KDa

70KDa

TRIM46

35KDa

40KDa

GAPDH

Fig8L

250KDa

100KDa

150KDa

Ub-K48

70KDa

70KDa

YAP1

100KDa

TRIM46

55KDa

70KDa

Fig8M

dIP-IB: HA

100KDa

250KDa

70KDa

1. dIP-IB: MYC& ② input-IB：MYC

70KDa

100KDa

1. dIP-IB: MYC& ② input-IB：MYC

70KDa

Input-IB：MYC

70KDa

Fig S1B-siNC

Fig S1B-siZmat1

Fig S1B-siCrip1

Fig S1B-siNr2f2

Fig S1B-siFhl1

Fig S1B-siNfib

Fig S1B-siNfia

Fig S1B-siEbf1

Fig S2B-siNC

Fig S2B-siZmat1

Fig S4A

Flag

（130KDa）

marker(100kDa)

β-Actin

（42KDa）

marker(40kDa)

FigS4B

NFATc1(95kDa)

marker(100kDa)

marker(40kDa)

β-Acitn(42kDa)

5

RANKL

Fig S4D-GFP

Fig S4D-Zmat1-Flag

Fig S4F-GFP-F-Actin

Fig S4F -GFP-DAPI

Fig S4F -GFP-Merge

Fig S4F -Zmat1-Flag-F-Actin

Fig S4F -Zmat1-Flag-DAPI

Fig S4F -Zmat1-Flag-Merge

Fig S4H -GFP

Fig S4H -Zmat1-Flag

Fig S5C -si-NC

Fig S5C -si-Zmat1

Fig S6C-Sham-Zmat1^+/+^→WT

Fig S6C-Sham-Zmat1^-/-^→WT

Fig S6C-OVX-Zmat1^+/+^→WT

Fig S6C-OVX-Zmat1^-/-^→WT

Fig S7C -si-NC-ALP

Fig S7C -si-Zmat1-ALP

Fig S7C -si-NC-ARS

Fig S7C -si-Zmat1-ARS

Fig S8A-Zmat1^+/+^-Sham

Fig S8A-Zmat1^+/+^-OVX

Fig S8A-Zmat1^-/-^-Sham

Fig S8A-Zmat1^-/-^-OVX

Fig S9A

YAP1(72kDa)

β-Acitn(42kDa)

Fig S9B

YAP1(72kDa)

β-Acitn(42kDa)

Fig S9C

YAP1(72kDa)

β-Actin(42kDa)

Fig S10A

SuperTDU

DMSO

NFATC1

100KDa

100KDa

MMP9

70KDa

CTSK

30KDa

40KDa

50KDa

β-Actin

Fig S11A-DMSO-ALP

Fig S11A-DMSO-ARS

Fig S11A-SuperTDU-ALP

Fig S11A-SuperTDU-ARS

Fig S11D

SuperTDU

DMSO

70KDa

50KDa

RUNX2

OPN

20KDa

50KDa

β-Actin

40KDa

Fig S11G-DMSO-Zmat1^+/+^

Fig S11G-SuperTDU-Zmat1^+/+^

Fig S11G-DMSO-Zmat1^-/-^

Fig S9L-SuperTDU-Zmat1^-/-^

Fig S11H-DMSO-Zmat1^+/+^

Fig S11H-SuperTDU-Zmat1^+/+^

Fig S11H-DMSO-Zmat1^-/-^

Fig S11H-SuperTDU-Zmat1^-/-^

Fig S12A-Control-Zmat1^+/+^

Fig S12A-OE-*Trim46*-Zmat1^+/+^

Fig S12A-Control-Zmat1^-/-^

Fig S12A-OE-*Trim46*-Zmat1^-/-^

Fig S12B-DMSO-siNC

Fig S12B-SuperTDU-siNC

Fig S12B-DMSO-siTrim46

Fig S12B-SuperTDU-siTrim46

Fig S12C-DMSO-Control

Fig S12C-SuperTDU-Control

Fig S12C-DMSO-OE-*Trim46*

Fig S12C-SuperTDU- OE-*Trim46*

How the deposited data were processed for this re-analysis (not part of the article)

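RNA-seq of mouse BMDMs was analysed in 15 samples, 3 each of control cells, RANKL 4 h, RANKL 72 h, LPS 4 h and LPS 72 h. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The single-cell RNA-seq of fracture tissue and the RNA-seq of *Zmat1*-deficient cells were not used here.

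The authors deposited a table of FPKM values, 1 per gene and sample, which their methods describe as estimated with StringTie and Ballgown. The aligner, the genome build and the annotation behind these values are not named in the paper's text. The table lists genes at 0 in every sample (4453 of 20089), so it had not been cut at a lowest level, and each replicate has its own values. Of the entries, 12031 carry a curated and 8058 a predicted RefSeq transcript. The last gene analysed is Tti2. The next entry, for *Ttk*, is incomplete, and genes from there on in alphabetical order were not analysed here, including *Zmat1*, *Yap1* and the other *Zmat* genes, so the results planned for *Zmat1* were not computed.

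The FPKM values of each gene proved to be whole multiples of a step that depends on the gene and the sample. From these steps the number of fragments behind each value was recovered for all 14485 genes above 0 in at least 3 samples, and 100% of their values above 0 came within 0.01 of a whole fragment. The recovery was tested on simulated data, where it returned the exact number of fragments in every sample for 2712 of 2712 genes, after a first version that failed was corrected. Fragments on listed genes numbered 18306184 to 20330207 per sample (median 19351141). The worth of a fragment differed between samples by a factor of at most 1.098, and the depth of each sample was estimated from it with the transcript lengths of 8412 genes. Counting error is therefore small for genes such as *Crip1*, with 1250 to 1647 fragments per control sample, and large for *Nr2f2*, with 10 to 20. Fragments are not independent molecules where libraries were amplified, so counting error is a lower limit on the error.

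Values were tested as log2(FPKM + 0.1) with limma 3.58.1 (R 4.3.3), lmFit and eBayes with a trend, over the 11743 genes with a mean of at least 0.1 FPKM across the samples. A single fit of the 5 groups gave the contrasts of each stimulus and time with control, of RANKL with LPS at the same time and of RANKL 72 h with RANKL 4 h. A gene was counted as changed at a fold change above 1.5 or below 0.66 and an unadjusted p under 0.05, as in the paper's methods, where the authors used edgeR. Since FPKM are not counts, no count model was used as the main test. Benjamini-Hochberg adjusted p-values over the tested genes are given beside. A gene changed in RANKL and not in LPS at the same time was called RANKL-specific. On simulated values with 200 changed genes, the fit called 198 of them and 235 of 11543 unchanged genes, and 4.8% of the unchanged genes had an unadjusted p under 0.05. The fit with the replicate number as a block called 198 of the changed and 247 of the unchanged genes. Limma voom, on fragments simulated separately, called 195 of the changed and 414 of the unchanged genes. The simulated genes varied independently, with no deviation shared between genes or replicates, whereas same-numbered samples of some groups deviated together in the data. The rates for unchanged genes therefore need not hold for the real samples. The share of changed genes called holds only for changes of the simulated sizes, so it does not give the share for smaller changes. Single genes were also compared by two-sided exact permutation tests of 3 samples against 3, whose smallest p is 0.1.

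The genes named in the text were fixed by rule before the data were examined. They are the genes the paper names, listed markers of osteoclasts, LPS response, stromal cells, B cells and other cells, and the 5 largest rises and 5 largest falls in RANKL 72 h among genes past the threshold whose 3 values all lie on one side of control and whose mean is at least 1 FPKM. Genes named outside the rule are marked where they appear. Also set in that way were alternatives for the pseudocount (1 and 0.01), the filter on low values (none, or a mean of at least 1 FPKM), the scaling (FPKM rescaled to equal sums, or samples centred on their median gene), the groups in the fit, the block for replicate number, the trend, the adjustment of p, the scale of the fold change, the definition of RANKL-specific and leaving out each replicate in turn. Limma voom on the recovered fragments and a covariate for stromal genes were added after seeing the data. Replicate numbers come from the labels, which do not say whether samples with the same number share an animal.

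Gene positions are those of GENCODE M21 on GRCm38, which need not be the build behind the deposited values. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.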

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

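The tests of the correlations with stromal genes, of sequencing depth and of the order of the osteoclast genes were chosen only after the result was seen, and how the correlations of *Crip1* and *Nfia* and that order are read was also settled after their values were seen.

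Of the 41 named genes compared, 19 differed between RANKL 72 h and RANKL 4 h past the fold thresholds and at an adjusted p under 0.05 from limma, 14 higher and 5 lower at 72 h. Of these 19, *Oscar*, *Mt3*, *Mst1r*, *Cyp2s1*, *Prss34*, *Mpo*, *Ctsg*, *Hba-a1* and *Elane* were named because their changes in RANKL 72 h were the largest, so their difference from RANKL 4 h follows largely from that choice. Because both groups share the control, this is a test of the difference between the responses. The log2 differences were 1.11 for *Crip1*, 0.84 for *Nfia*, 2.50 for *Nfatc1*, 5.33 for *Ctsk*, 1.50 for *Itgb3*, 7.01 for *Dcstamp*, 5.16 for *Calcr*, 5.46 for *Mmp9*, 0.97 for *Fos* and 1.98 for *Col1a1*. They were 7.76 for *Oscar*, 7.62 for *Mt3*, 6.78 for *Mst1r* and 6.25 for *Cyp2s1*, and -6.13 for *Prss34*, -5.55 for *Mpo*, -5.21 for *Ctsg*, -5.38 for *Hba-a1* and -5.35 for *Elane*. Depth is too similar to give differences of this size, since the median implied depth of RANKL 72 h was 0.948 times that of control. The median gene moved by 0.13 (log2) in RANKL 72 h, less than each of these differences. No group kept in M-CSF alone for 72 h was analysed here, so the time under RANKL cannot be told apart from the time in culture. LPS 72 h cannot stand in for that group, since LPS is itself a stimulus. *Prss34*, *Mpo*, *Ctsg*, *Hba-a1* and *Elane* also fell in LPS 72 h, with log2 fold changes of -7.20, -7.56, -6.01, -4.05 and -7.57. *Fos* rose in LPS 72 h by 1.25 (adjusted p = 0.00333 from limma) and in RANKL 72 h by 1.45, a difference of 0.20 (adjusted p = 0.583). The 4 largest rises that the paper does not discuss did not pass the thresholds in LPS 72 h.

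*Oscar*, *Mt3*, *Mst1r* and *Cyp2s1* stood out among the genes outside those the paper discusses, with the largest rises in RANKL 72 h beside *Dcstamp*. Their log2 fold changes were 7.86, 7.08, 6.96 and 6.68 (adjusted p = 3.70e-07, 1.23e-05, 7.94e-08 and 5.83e-07 from limma), and each was higher in 3 of 3 samples. *Oscar* had 40.8 ± 24.5 FPKM in RANKL 72 h and 0.0615 ± 0.0556 FPKM in control (SD, n = 3 each). *Mst1r* had 0 to 2 fragments in the control samples, at or under the floor of 3, and was at least 467-fold higher in RANKL 72 h. *Calcr*, with 0 fragments in control, was at least 101-fold higher, and *Hba-a1*, with 0 to 1 fragments in RANKL 72 h, was at least 22.7-fold lower. These limits compare a group mean with the floor. The control samples of *Hba-a1* had 10.6, 2.35 and 5.72 FPKM, so its limit would be lower without control replicate 1. The median implied depth of RANKL 72 h was 0.948 times that of control, which does not account for these rises. The log2 fold change of *Mst1r* was 3.86 to 10.13 over its 17 alternatives. No test here separated the action of RANKL on the cells from growth of cells that already carried these transcripts.

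Most listed genes of stromal cells and fibroblasts were higher in RANKL 72 h, a signal the paper does not discuss. Of 18 listed stromal genes, 14 were higher than in control, 10 of them with an adjusted p under 0.05 from limma, and none was higher in RANKL 4 h by the unadjusted threshold. *Col1a1* had 79.2 ± 32.5 FPKM in control and 391 ± 274 FPKM in RANKL 72 h (SD, n = 3 each), with 692, 322 and 158 FPKM in replicates 1, 2 and 3. A candidate explanation is RNA from stromal cells of the marrow that grew in these cultures. In LPS 72 h, the other 72 h group, 3 of the 18 genes were higher and 3 lower (median log2 fold change -0.14, against 1.66 in RANKL 72 h). A rise common to both 72 h groups was therefore not seen. This cannot exclude growth with time in culture, as LPS is itself a stimulus. The mean level of the 18 genes fell from replicate 1 to replicate 3 in control, RANKL 4 h, RANKL 72 h and LPS 4 h, but in LPS 72 h it was highest in replicate 3. The progress of osteoclast differentiation in RANKL 72 h was partly inverse to this order. Of 10 osteoclast genes, 9 were highest in replicate 3, where the stromal level was lowest, but all 10 were lowest in replicate 2, so 0 of 10 had the exact reverse order. With 3 replicates this does not settle whether the 2 are related. Among 1479 RANKL-specific genes that were higher at 72 h, without the stromal genes themselves, 145 (9.8%) followed the stromal level within groups at a correlation of at least 0.8 across the samples. In 10000 random draws of other tested genes of similar level, the median was 4.7% and the highest 7.0%. With the stromal level as a covariate, 1095 of the 1488 genes that were RANKL-specific and higher at 72 h were still so. The list did not shrink, since with the covariate 2273 genes were RANKL-specific at 72 h, 1711 of them higher, against 1947 and 1488, so the covariate also brought in genes. Stromal RNA may account for part of the list, and how large a part was not determined.

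For the 6 transcription factors, deviations from the group means were correlated with those of the stromal level over the 15 samples, with exact p from the 36 regroupings that move same-numbered samples together apart from LPS 72 h. The smallest p these allow is 0.0278. *Fhl1* had r = 0.79 (exact p = 0.111) and rho = 0.59 (exact p = 0.278), and r = 0.77 without the 2 samples farthest from the median. *Ebf1* had r = 0.74 (exact p = 0.167) and rho = 0.73 (exact p = 0.0833), and r = 0.77 without those samples. *Nfib* had r = 0.61 (exact p = 0.25), rho = 0.47 (exact p = 0.361) and then r = 0.65, and *Nr2f2* r = 0.54 (exact p = 0.306), rho = 0.66 (exact p = 0.25) and then r = 0.55. *Nfia* had r = 0.45 (exact p = 0.25), rho = 0.47 (exact p = 0.25) and then r = 0.18, and *Crip1* r = 0.42 (exact p = 0.278), rho = 0.35 (exact p = 0.25) and then r = 0.20, so for both the relation rests on those 2 samples. Over these 6 relations the Benjamini-Hochberg adjusted exact p was 0.306 for every r and 0.334 to 0.361 for rho, so none passed. With the stromal level in the fit, the log2 fold change in RANKL 72 h went from 0.33 to -0.0534 for *Nr2f2*, from 0.91 to -0.28 for *Fhl1*, from 0.85 to 0.21 for *Nfib* and from 0.44 to -0.32 for *Ebf1*. For *Crip1* it went from 1.03 to 0.67 (adjusted p = 0.192 from limma, 0.00539 to 0.192 over its alternatives), and *Crip1* was no longer counted as changed. For *Nfia* it went from 0.85 to 0.64 (adjusted p = 0.101, 0.00613 to 0.101 over its alternatives), and *Nfia* was still counted as RANKL-specific at the unadjusted threshold. For *Nr2f2*, *Fhl1*, *Nfib* and *Ebf1*, a response of the BMDMs to RANKL cannot be told apart from RNA of stromal cells here. For *Crip1* and *Nfia* a share of stromal RNA is not excluded either, as the change became smaller with the stromal level in the fit and the correlations are imprecise.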

How the results depend on the processing

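The voom and stromal alternatives were chosen after seeing the data, and the tests of the other alternatives were set before the data were examined. The alternatives planned for *Zmat1* were not run, since *Zmat1* was not analysed here, and requiring a mean of at least 1 FPKM gave no value for named genes below that level.

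The number of genes changed in RANKL 72 h ran from 2461 (pseudocount 1) to 3970 (stromal covariate) over 19 alternatives, all within 1.5 times the 3431 reported, and that for LPS 72 h from 2643 to 4300 over 18. Leaving out 1 replicate at a time gave 2922 to 3543 genes for RANKL 72 h, 206 to 440 for RANKL 4 h, 3140 to 4300 for LPS 72 h, 5498 to 5993 for LPS 4 h, 1698 to 2047 for RANKL-specific genes at 72 h and 69 to 197 for those at 4 h. RANKL 4 h fell to 189 genes with a pseudocount of 1 and to 14 with the adjusted p. LPS 4 h fell to 3815 with samples centred on the median gene. RANKL-specific genes at 72 h fell from 1947 to 1032 when a gene also had to be unchanged in LPS 4 h. Those at 4 h moved from 110 to 66 with a pseudocount of 1, 73 with a mean of at least 1 FPKM, 4 with the adjusted p, 44 when unchanged in LPS at either time, 206 when only changes in the same direction in LPS were set aside and 177 with the direct test against LPS. The cause was not tested for any of these.

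The replicate number as a block gave 3600, 360, 3767 and 6000 changed genes for RANKL 72 h, RANKL 4 h, LPS 72 h and LPS 4 h, and shared 3416, 293, 3616 and 5832 genes with the numbers reported. Voom on recovered fragments gave 3476, 297, 3665 and 5903. Scaling moved the split between higher and lower genes. In RANKL 72 h it was 2369 and 1062 as deposited, 1658 and 1492 with samples centred on the median gene and 2946 and 892 with equal sums. For RANKL-specific genes at 72 h the split went from 1488 and 459 to 1032 and 716 under the centring, and in LPS 4 h from 1028 and 4818 to 1799 and 2016.

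Of 607 alternative values of the 41 named genes, 558 kept their direction and side of the thresholds, 24 became weaker, 11 stronger and 14 reversed, and 24 of the genes did not change under any of them. Of 82 added values, 65 were the same, 8 weaker, 4 stronger and 5 reversed. The reversed log2 fold changes in RANKL 72 h were the following. With equal sums *Lats2* was at 0.0824. With centring on the median gene *Stk4* was at -0.16, *Lats1* at -0.12 and *Spi1* at -0.05. With the stromal covariate *Nr2f2* was at -0.0534, *Fhl1* at -0.28, *Ebf1* at -0.32, *Lats2* at 0.18 and *Alpl* at -0.0261. Leaving out 1 replicate at a time gave -0.22 to 0.13 for *Lats2*, -0.0856 to 0.13 for *Stk4*, -0.0467 to 0.11 for *Lats1*, -0.031 to 0.94 for *Ebf1* and -0.63 to 0.0708 for *Runx2*. The cause was not tested, apart from the stromal level. Depth limits the low genes, as *Nr2f2* had 10 to 28 fragments per sample in RANKL 72 h.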

Differences from the paper's values

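The paper gives no number for a measure computed here, so the differences concern which genes were called. Its Figure 1D lists 7 transcription factors as RANKL-specific genes that also differed in its single-cell data. Of the 6 analysed here, *Nfia* was RANKL-specific at 72 h and none was at 4 h.

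*Crip1* rose in RANKL 72 h by a log2 fold change of 1.03 and changed by -3.16 in LPS 72 h, so it was not RANKL-specific by the definition used. It was RANKL-specific where only changes in the same direction in LPS were set aside, and in the direct test of RANKL against LPS, where the difference was 4.19 (adjusted p = 7.13e-07 from limma). *Fhl1* had a log2 fold change of 0.91 (adjusted p = 0.229 from limma, 0.104 to 0.717 over its alternatives) and was RANKL-specific at 72 h with the replicate number as a block. *Nfib*, at 0.85 (adjusted p = 0.141, 0.0113 to 0.745 over its alternatives), was RANKL-specific with the block and without RANKL 72 h replicate 3. *Ebf1*, at 0.44 (adjusted p = 0.439, 0.0645 to 0.96 over its alternatives), was RANKL-specific without RANKL 72 h replicate 3. *Nr2f2*, at 0.33 (adjusted p = 0.459, 0.206 to 0.921 over its alternatives), was not called under any of 24 alternatives. *Nfia*, at 0.85 (adjusted p = 0.0187, 0.00613 to 0.101 over its alternatives), was RANKL-specific under 22 of 24 alternatives, the exceptions being a pseudocount of 1 and the requirement of no change in LPS at either time. The latter rests on its fall in LPS 4 h, which was not counted as a change with samples centred on the median gene. No alternative that was run called all 6 genes.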

Other observations

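The tests of neutrophil and B cell genes and of stromal genes in RANKL 4 h were chosen only after the result was seen, and the other tests in this part were set before their own outcome was seen but after a first look at the data.

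Each number of changed genes was set beside the numbers from other splits of the same 6 samples into 3 and 3. Where same-numbered samples deviate together, the real split is comparable with the splits that also part all 3 same-numbered pairs, of which there are 4 with the real one. In RANKL 72 h the real split was the 1 of 4 that gave as many as 3431 genes, and the others gave 113 to 228. For LPS 4 h it was 1 of 4, with 40 to 118 genes in the others. The numbers of LPS 72 h did not pair with those of control (mean correlation 0.08), so all 10 splits are comparable there, and the real one was 1 of 10 as well as 1 of the 4, with 74 to 1101 genes in the others. In RANKL 4 h the real split, with 301 genes, was also 1 of 4, the others giving 27 to 28, but of the 6 splits that part only 1 pair, which set replicate numbers against each other, 3 gave as many, up to 779. For RANKL-specific genes it was 1 of 4 at 72 h, with 56 to 150 genes in the others, and 1 of 4 at 4 h, with 15 to 16 in the others, while 4 of the 6 splits parting 1 pair gave at least 110. A comparison of 4 or 10 splits has no share smaller than 1 of 4 or 1 of 10, so it could not have excluded grouping by chance whatever the values, and it shows only how far the real split lies from the others. In RANKL 4 h some differences between replicate numbers were as large as that between RANKL and control, in 3 of the 6 splits, and the other 3 gave 151 to 251 genes.

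Among the 14 genes that passed the adjusted threshold in RANKL 4 h were 4 genes of SMAD signalling, named here after their values were seen. *Nfkb2*, a gene of NF-kappaB signalling named in the same way, was also among them (log2 fold change 1.05, adjusted p = 0.0449 from limma). *Smad6* rose from 0.774 ± 0.446 to 10.2 ± 0.747 FPKM (SD, n = 3 each), a log2 fold change of 3.67 (adjusted p = 0.00145 from limma), higher in 3 of 3 samples. *Id3* rose by 2.54 (adjusted p = 0.00886), *Smad7* by 1.51 (adjusted p = 0.0449) and *Skil* by 1.36 (adjusted p = 0.0451). *Id3* and *Skil* also rose in LPS 4 h, by 1.64 and 2.34. *Smad6*, *Smad7* and *Id3* rose more in RANKL 4 h than in LPS 4 h, by 3.05 (adjusted p = 1.31e-05 from limma), 1.40 (adjusted p = 0.000372) and 0.90 (adjusted p = 0.0241). *Skil* rose less, with a difference of -0.98 (adjusted p = 0.00277). In LPS 72 h *Smad6* and *Smad7* had 3.70 ± 1.59 and 4.02 ± 1.08 FPKM, against 0.774 ± 0.446 and 1.57 ± 0.499 FPKM in control (SD, n = 3 each). In RANKL 72 h the changes of *Smad6*, *Smad7* and *Id3* were 0.75, 0.38 and 0.52, that of *Skil* was 0.66 (adjusted p = 0.0479 from limma) and that of *Id1* was -2.11. Other targets of BMP and TGF-beta signalling were then listed without looking at them, and 5 of 12 were higher in RANKL 4 h, against 2 of 6 listed NF-kappaB targets. The 5 were *Id1*, *Id2*, *Atoh8* and *Hey1* of 6 BMP targets and *Pmepa1* of 6 TGF-beta targets. None of the 5 passed the adjusted threshold in the fit without the replicate number as a block (adjusted p = 0.165, 0.086, 0.999, 0.897 and 0.907 from limma). The shares of the lists are also close, so the test is weak. In RANKL 72 h none of the 6 BMP targets was higher (median log2 fold change -0.63), but 3 of the 6 TGF-beta targets were (median 1.09), so the lists moved apart with time. *Id1* and *Id2* rose by 2.15 and 1.83 in RANKL 4 h and in 3 of 3 samples, and differed from LPS 4 h by 1.60 (adjusted p = 0.0122) and 1.64 (adjusted p = 0.00114). *Hey1* differed from LPS 4 h by 2.98 (adjusted p = 0.000433), but *Atoh8* and *Pmepa1* did so by only 0.05 (adjusted p = 0.925) and 0.36 (adjusted p = 0.528). For *Hey1*, *Atoh8* and *Pmepa1* the RANKL 4 h samples did not all lie above control. That comparison ignores the replicate number, although same-numbered control and RANKL 4 h samples deviated together (mean correlation 0.76). It therefore cannot exclude a rise within same-numbered samples. Of the TGF-beta targets 2 of 6 were higher in LPS 4 h, more than the 1 of 6 in RANKL 4 h. Of the BMP targets 0 of 6 were higher in LPS 4 h (median log2 fold change 0.05), fewer than the 4 of 6 in RANKL 4 h (median 1.07). All 6 NF-kappaB targets were higher in LPS 4 h, against 2 in RANKL 4 h. In RANKL 4 h the log2 fold change was positive for all 6 of them (median 0.52), as for the 6 BMP and 6 TGF-beta targets. Stromal genes hardly moved at this time (median log2 fold change 0.14), so a change in the amount of stromal RNA is not a likely source. That median cannot tell whether stromal cells already in the cultures were among those that responded. A candidate explanation is SMAD signalling in the cultures within 4 h of RANKL, whether through RANKL itself or through a factor supplied with it, which no test here separated.

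LPS 72 h replicate 3 stood apart from replicates 1 and 2, with correlations across genes of 0.94 and 0.95 against 0.99 between those. Its difference from control, measured along that of the other replicates, was 0.599 of theirs, and it had 10.1 FPKM of *Elane* against 0.97 and 0.369 and 188 FPKM of *Col1a1* against 27.2 and 24.0. It was not exchanged with a sample of another group, as its mean correlation with replicates 1 and 2 was 0.948 and at most 0.917 with any other group. A weaker response to LPS could account for part of the deviation, since 41.3% of it lay along the response, but most lay elsewhere. Without this replicate 4300 genes were changed in LPS 72 h in place of 3640, and 1890 were RANKL-specific at 72 h in place of 1947.

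Most tested B cell genes were lower at 72 h under both stimuli, whereas most neutrophil genes were counted as lower only in LPS 72 h. Of 9 genes listed for each cell type, 15 in all were tested. Of these 15, 8 were lower in RANKL 72 h and 15 in LPS 72 h, against 1 in RANKL 4 h and 2 in LPS 4 h. The 8 were 5 of 6 B cell and 3 of 9 neutrophil genes, and *Retnlg* and *Ly6g* had log2 fold changes of 1.05 and 0.17 in RANKL 72 h. The median of the 9 neutrophil genes there was -1.96. *S100a9*, *Ngp*, *Camp* and *Ltf* were at -1.96, -1.94, -2.05 and -1.31. Their standard errors of 1.14, 1.11, 1.05 and 1.02 kept them from being counted as lower. As all 15 were lower in LPS 72 h, the same 8 were lower in both. Loss of other cell types over 72 h of culture, whatever the treatment, could lower such transcripts under either stimulus. The 8 genes lower in both would follow from it, but with no 72 h group in M-CSF alone analysed here it cannot be told apart from an effect of both stimuli. The larger number in LPS 72 h was not tested against that in RANKL 72 h.

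The median gene among those with a mean of at least 1 FPKM fell by 0.54 (log2) in LPS 4 h, where 4818 of 5846 changed genes were lower. The 50 genes with most fragments took 24.2% of the fragments in LPS 4 h and 23.4% in control, which changes the room left to other genes by -0.015 (log2), far less than that fall. Fold changes in LPS 4 h did not follow gene length across genes (Spearman's rho = 0.000413 over 9486 genes, which are not independent replicates), whereas in RANKL 72 h rho was 0.186, with longer genes higher, a relation whose cause was not tested. Whether the cells held less RNA of most genes, or the fall comes from the authors' scaling to mapped reads, cannot be told without spike-in standards, and centring on the median gene left 3815 changed genes. In RANKL 72 h the 50 genes took 18.9%, which leaves 0.082 more room, and that could account for part of the rise of 0.13 in the median gene.

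Several genes that the paper studies in other experiments were measured in these samples. *Trim46* had 0.591 ± 0.107 FPKM in control, 0.296 ± 0.12 in RANKL 72 h and 1.01 ± 0.126 in LPS 72 h (SD, n = 3 each). It fell by 0.83 on the log2 scale in RANKL 72 h (adjusted p = 0.0213 from limma), with 16 to 32 fragments per sample there, and rose by 0.69 in LPS 72 h (adjusted p = 0.0437), but it also fell in LPS 4 h, by 0.78 (adjusted p = 0.0146). Its locus overlaps that of the protein-coding gene *Krtcap2*, and how the authors' counting assigned fragments there is not stated in the paper's text. Of the Hippo genes, *Lats1*, *Lats2* and *Stk4* changed by 0.05, -0.03 and 0.01 in RANKL 72 h (adjusted p = 0.863, 0.912 and 0.968 from limma), with directions that depend on the scaling. *Stk3*, *Mob1a* and *Mob1b* rose by 0.28, 0.30 and 0.42 (adjusted p = 0.256, 0.1625 and 0.153 from limma) and were not counted as changed. For each of them all 3 RANKL 72 h samples lay above control (two-sided exact permutation p = 0.1). *Cyr61* rose by 0.96 and was counted as changed and RANKL-specific at the unadjusted threshold, but not at the adjusted one (adjusted p = 0.0997 from limma, 0.0396 to 0.997 over its alternatives). It rose almost as much in LPS 72 h, by 0.88 (adjusted p = 0.12), and the direct difference of RANKL from LPS was 0.0754 (adjusted p = 0.899), so its response was not specific to RANKL in that test. *Itgb3* rose by 1.32 (adjusted p = 0.0199) in RANKL 72 h and fell by 2.09 (adjusted p = 0.00109) in LPS 72 h, and *Mmp9* rose by 4.98 (adjusted p = 0.000136) in RANKL 72 h.

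Pathway terms in the authors' annotation were compared with Fisher's exact test among the 4740 tested genes that carry one, over 295 terms per direction. Among RANKL-specific genes higher at 72 h the terms with the smallest p were protein digestion and absorption (18 of 43 genes, adjusted p = 0.000301), the citrate cycle (14 of 29, adjusted p = 0.00031) and glyoxylate and dicarboxylate metabolism (12 of 24, adjusted p = 0.000715), and ECM-receptor interaction had 20 of 60 (adjusted p = 0.00122). Among those lower it was antigen processing and presentation (13 of 68, adjusted p = 0.00207). Genes are not independent replicates, so these values describe the lists. With the stromal level as a covariate 9 of the 20 ECM-receptor genes (45%) were still RANKL-specific and higher, and 9 of the 18 outside the stromal list, against 14 of 14 citrate cycle genes. The matrix term may thus owe more to stromal RNA than the citrate cycle term does.

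Of the 433 tested genes with a transcription factor term in the authors' annotation, 69 (15.9%) were RANKL-specific at 72 h, 54 higher and 15 lower, and 9 at 4 h. Among all tested genes the share at 72 h was 16.6%, so transcription factors were not more frequent in the list than other genes. The term is carried by 4 of the 6 factors of Figure 1D analysed here.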
